# Dominant role of DNA methylation over H3K9me3 for IAP silencing in endoderm

**DOI:** 10.1038/s41467-022-32978-7

**Published:** 2022-09-19

**Authors:** Zeyang Wang, Rui Fan, Angela Russo, Filippo M. Cernilogar, Alexander Nuber, Silvia Schirge, Irina Shcherbakova, Iva Dzhilyanova, Enes Ugur, Tobias Anton, Lisa Richter, Heinrich Leonhardt, Heiko Lickert, Gunnar Schotta

**Keywords:** Histone post-translational modifications, DNA methylation

## Abstract

Silencing of endogenous retroviruses (ERVs) is largely mediated by repressive chromatin modifications H3K9me3 and DNA methylation. On ERVs, these modifications are mainly deposited by the histone methyltransferase *Setdb1* and by the maintenance DNA methyltransferase *Dnmt1*. Knock-out of either *Setdb1* or *Dnmt1* leads to ERV de-repression in various cell types. However, it is currently not known if H3K9me3 and DNA methylation depend on each other for ERV silencing. Here we show that conditional knock-out of *Setdb1* in mouse embryonic endoderm results in ERV de-repression in visceral endoderm (VE) descendants and does not occur in definitive endoderm (DE). Deletion of *Setdb1* in VE progenitors results in loss of H3K9me3 and reduced DNA methylation of *Intracisternal A-particle* (*IAP*) elements, consistent with up-regulation of this ERV family. In DE, loss of *Setdb1* does not affect H3K9me3 nor DNA methylation, suggesting *Setdb1*-independent pathways for maintaining these modifications. Importantly, *Dnmt1* knock-out results in *IAP* de-repression in both visceral and definitive endoderm cells, while H3K9me3 is unaltered. Thus, our data suggest a dominant role of DNA methylation over H3K9me3 for *IAP* silencing in endoderm cells. Our findings suggest that Setdb1-meditated H3K9me3 is not sufficient for *IAP* silencing, but rather critical for maintaining high DNA methylation.

## Abstract (web summary)

Silencing of endogenous retroviruses is crucial for maintaining transcriptional and genomic integrity of cells and is maintained by histone H3K9 methylation and/or DNA methylation in various cell types. Here the authors show that loss of DNA methyltransferase DNMT1 in endoderm results in ERV derepression while H3K9me3 is unaltered.

## Introduction

ERVs are remnants of retroviral germline integrations during evolution. In mammalian genomes, a large proportion of ERV Long Terminal Repeats (LTR) contribute to the physiological regulation of gene expression during development. In this sense, ERV initiated transcripts contribute to pluripotency regulation in both mice and human embryonic stem cells^1,2^. In contrast, aberrantly high activity of ERVs is associated with diseases and abnormal development. Dys-regulation of ERV LTRs can drive expression of oncogenes in human tumor cells^3–5^ and, overexpression of ERVs is a feature of autoimmune diseases^6^. Thus, silencing mechanisms, which restrict ERV activity are important to ensure proper development and, misregulation may lead to disease.

Silencing of endogenous retroviruses is mediated by heterochromatin and, in particular, by establishment of H3K9me3 and DNA methylation^7^. The major H3K9me3 specific histone methyltransferase (HMTase) for ERVs is SETDB1^8^, but additional HMTases, such as SUV39H, SETDB2 and PRDM enzymes, can contribute to establishing this modification^9–12^. Establishment of H3K9me3 on ERVs depends on the sequence-specific recognition by KRAB-ZFP proteins^13^. The KRAB domain of these proteins is bound by the corepressor TRIM28, which then recruits SETDB1^14^. DNA methylation on ERVs is deposited during preimplantation development and then maintained by DNMT1. Establishment and maintenance of DNA methylation on ERVs relates to the H3K9me3 pathway. This is shown by impaired DNA methylation in *Trim28* ko embryos^15^ and upon deletion of *Setdb1* in ESCs and other cell types^16,17^. Mechanistically, the connection between H3K9me3 and maintenance of DNA methylation is not fully understood. UHRF1 can target DNMT1 to ERVs through binding of H3K9me3 and hemimethylated DNA^18,19^, however, UHRF1 mutant proteins with impaired H3K9me3 binding can still maintain substantial levels of DNA methylation^20^.

Although H3K9me3 and DNA methylation are both enriched on a subset of ERVs, e.g. *IAP* elements, the role of these modifications for silencing seems to differ in various cell types. Deletion of *Setdb1* in embryonic stem cells (ESC) leads to strong *IAP* de-repression, whereas constitutive *Dnmt1* ko ESCs did not show clear transcriptional changes of *IAP* elements^21^. However, acute deletion of *Dnmt1* in ESCs did result in transient *IAP* de-repression, demonstrating that DNA methylation has an important function for *IAP* silencing in ESCs^22^. In differentiated cells, DNA methylation was initially found to play a crucial role for *IAP* silencing, as *Dnmt1* ko embryos display strong *IAP* expression in various cell types^23^. Specific impairment of DNA methylation in neuronal cells could recapitulate these findings^24,25^. Interestingly, deletion of *Setdb1* in neuronal cells also results in *IAP* de-repression^26^, although a broader investigation of the roles of *Setdb1* in differentiated cells revealed that *Setdb1* is dispensable for *IAP* silencing in some differentiated cell types^27^. These findings demonstrate that both modification pathways have important roles for *IAP* repression in distinct differentiated cell types. However, the interplay between these pathways has not been investigated in the same cell type.

Here, we investigate the role of *Setdb1* for ERV silencing upon germ layer differentiation in the endoderm lineage. We find that *Setdb1*-mediated ERV repression is restricted to extra-embryonic VE cells and does not occur in embryonic DE, suggesting ontogenesis-dependent regulatory mechanisms for ERV silencing. In both endoderm cell types, DNA methylation plays a dominant role for ERV and, in particular, *IAP* repression. Interestingly, H3K9me3 is maintained on de-repressed *IAP* elements in *Dnmt1* ko VE and DE cells, suggesting that H3K9me3 in absence of DNA methylation is not sufficient to establish transcriptional repression.

## Results

### Loss of *Setdb1* in embryonic endoderm cells leads to developmental defects

*Setdb1* is highly expressed during mouse embryonic development (Supplementary Fig. 1a). To study the role of *Setdb1* specifically in endoderm lineage development we combined a conditional *Setdb1*^*flox*^ allele with the *Sox17-2A-iCre* knock-in allele which expresses Cre recombinase in *Sox17* expressing endoderm cells^28^. *Sox17* is expressed in both embryonic and extraembryonic endoderm cells, therefore deletion of *Setdb1* is expected to occur in both lineages (Supplementary Fig. 1b). As the conditional deletion of one allele of *Setdb1* in the endoderm was phenotypically normal, we assign *Setdb1*^*flox/+*^*; Sox17-2A-iCre* or *Setdb1*^*flox/+*^ mice as control and mutant *Setdb1*^*flox/flox*^*; Sox17-2A-iCre* as *Setdb1*^*END*^.

*Setdb1*^*END*^ embryos do not display notable differences in development until embryonic day 8.5, where mutant embryos cannot complete turning (Fig. 1a). At later developmental stages (E9.0) the posterior part of *Setdb1*^*END*^ embryos deteriorates (Fig. 1a), followed by death of mutant embryos during later stages of pregnancy. The expression of key endoderm transcription factors *Foxa2* and *Sox17* was unaltered in E7.5 embryos (Fig. 1b), and no obvious structural aberrations could be detected in E8.0 embryos (Supplementary Fig. 1c), demonstrating proper initiation of endoderm differentiation. Later developmental stages clearly show endoderm-derived gut tube structures (Fig. 1c, red arrows). In *Setdb1*^*END*^ embryos gut tube structures were not fully connected to neighboring tissue (Fig. 1c, red arrows), which could explain the turning defect. We did not observe notable differences in proliferation or apoptosis in *Setdb1*^*END*^ embryos (Supplementary Fig. 1d, e). Together our data demonstrate a crucial role for *Setdb1* in embryonic endoderm differentiation. In contrast to ESCs, where deletion of *Setdb1* results in cell death^8,29,30^, *Setdb1*-deficient endoderm cells (between E7.5 - E8.5) do not display obvious viability or proliferation problems, but rather have functional defects which result in altered tissue integrity.

**Fig. 1:**
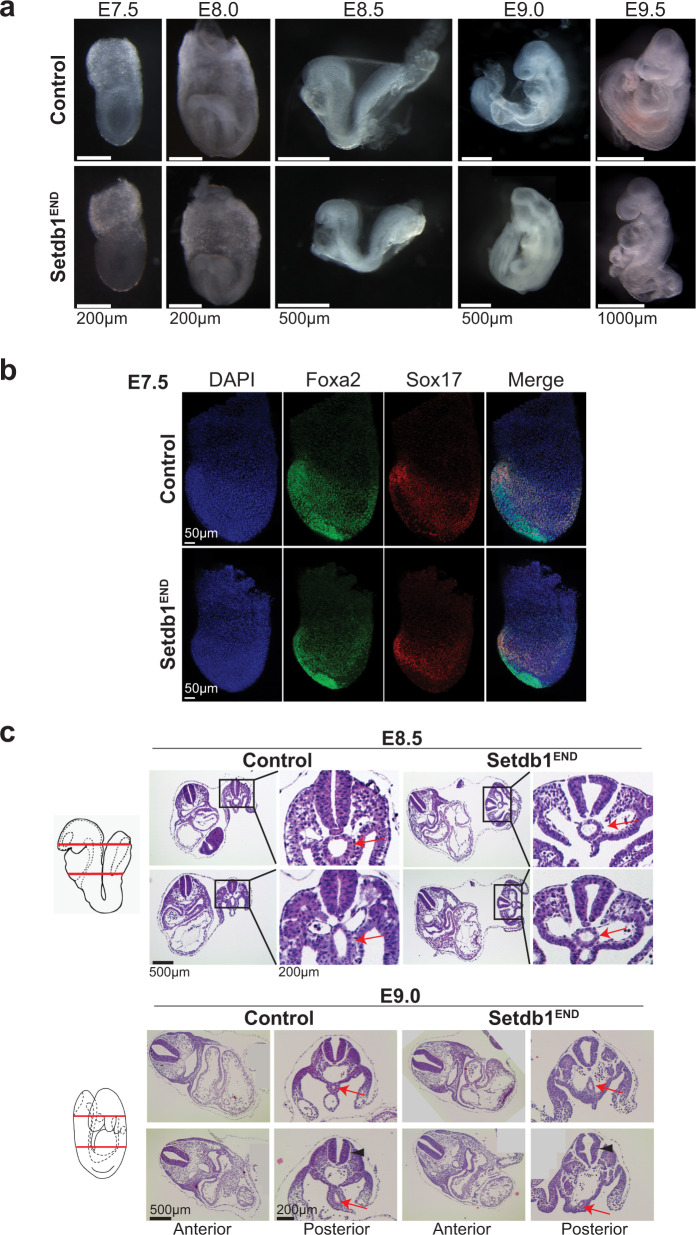
Loss of Setdb1 in endoderm leads to strong developmental defects during embryogenesis. **a** Lateral view of control and Setdb1^END^ embryos at E7.5 (late bud stage), E7.75 (head fold stage), E8.5 (~6 somite) and E9. No visible developmental defects can be detected in Setdb1^END^ embryos from E7.5 to E8.0. Setdb1^END^ embryos show an axis turning defect which manifests from E8.5 and leads to strong posterior truncation at E9.0. Representative images from *n* = 3 per genotype and stage. **b** Lateral view of E7.5 control and Setdb1^END^ embryos stained with Foxa2 and Sox17 antibodies (anterior to the left). The presence of both markers indicates that endoderm cells could be formed in Setdb1^END^ embryos. Representative images from *n* = 3 per genotype and stage. **c** Hematoxylin/Eosin staining of transverse sections of E8.5 and E9.0 control and Setdb1^END^ embryos. The approximate positions of the sections are indicated in the schematic. The black rectangle marks the region used for magnification. Red arrows indicate the hindgut region. The black arrowheads mark the neural tube. Representative images from *n* = 3 per genotype and stage.

### *Setdb1*^*END*^ embryos display ERV de-repression specifically in visceral endoderm cells

To study transcriptional changes upon *Setdb1* deletion in endoderm cells, we combined *Setdb1*^*flox*^*; Sox17-2A-iCre* alleles with an *EGFP-Cre* reporter allele^31^. The resulting *Setdb1*^*flox*^*; Sox17-2A-iCre; EGFP-reporter* embryos displayed EGFP signals in *Sox17* expressing cells, whereas no *EGFP* expression was detected in *Setdb1*^*flox*^*; EGFP-reporter* embryos which lack *Cre* activity at E8.5 (Supplementary Fig. 2a, b). 

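Endoderm cells in which Cre had switched on the EGFP reporter were isolated by FACS from E8.5 embryos, and RNA-seq was performed on 3 control and 3 *Setdb1* END samples. Control embryos carry 1 floxed and 1 wild type *Setdb1* allele together with *Sox17-2A-iCre* and the reporter. The authors made cDNA with SMART-Seq v4 and libraries with MicroPlex v2, aligned single-end reads to mm10 with STAR and estimated the expression of each gene with RSEM. RSEM reports an expected count, in which a read that matches several genes is shared out among them, and a length-scaled value, the TPM. The files list 24054 genes by symbol, without repeat elements, so the values are those of genes and not of ERVs. Expected counts summed to between 16949321 and 18215529 per control sample (median 17317179) and between 16448350 and 18237836 per *Setdb1* END sample (median 18192092). The paper lists between 17887455 and 19901118 uniquely aligned reads for the same samples, and the values here rest on the expected counts. Expression is given as mean TPM ± SD, as the authors computed it. For tests, expected counts were rounded, scaled by edgeR's TMM method and filtered with edgeR's filterByExpr, which left 14270 genes. Control and *Setdb1* END samples were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, 4 residual degrees of freedom and a common biological coefficient of variation of 0.231. Genes are called changed at an adjusted p under 0.01, the threshold of the paper, with no minimal fold change. Where a gene had no count in any sample of a group, only a lower bound of its fold change is given, computed against a floor of 3 counts over the group. Where a group held between 1 and 3 counts, the ratio of normalized counts is given with its exact (Clopper-Pearson) 95% counting interval. Floors and intervals cover counting error only, since amplified reads without molecular identifiers are not independent molecules. The paper used DESeq2, which was run on the same counts as an alternative.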

The specific *Cre* reporter activity allowed us to FACS-isolate *EGFP* positive endoderm cells from control and *Setdb1*^*END*^ embryos (Supplementary Fig. 2c). 

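*Setdb1* lies on chromosome 3 of GRCm38 (mm10) from 95323525 to 95357202. It had 21.3 ± 0.693 TPM (SD, n = 3) in *Setdb1* END endoderm cells and 37.1 ± 1.88 TPM (SD, n = 3) in control endoderm cells, a log2 fold change of −0.83 (standard error 0.10, adjusted p = 0.00769 from edgeR's quasi-likelihood test). The 3 *Setdb1* END samples lay below the 3 control samples, by more than the spread between replicates. With each of the 6 samples left out in turn, the log2 fold change stayed between −0.85 and −0.81, but the adjusted p rose to between 0.0206 and 0.051, above the threshold in each case. RSEM's gene-level count sums all exons of *Setdb1*, so any transcript of the deleted allele that lacks only the floxed part is counted as well.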

Expression of *Setdb1* was strongly reduced in *Setdb1*^*END*^ endoderm cells (Supplementary Fig. 2d), demonstrating efficient deletion of *Setdb1*. Transcriptional profiling of control vs. *Setdb1*^*END*^ endoderm cells revealed significant up-regulation of 166 genes and downregulation of only four genes (Fig. 2a, Supplementary Data 1). 

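Of the 14270 genes tested, 45 were higher and 2 were lower in *Setdb1* END endoderm cells at an adjusted p under 0.01 from edgeR's quasi-likelihood test, 44 and 1 of them by more than 2-fold. The median log2 fold change of the higher genes was 3.81. The lower genes were *Nepn* and *Setdb1* itself. At an unadjusted p under 0.05, 965 genes differed in either direction. For all 47 called genes, no *Setdb1* END sample overlapped any control sample, a separation found for 12.2% of the genes tested, against the 10% that chance gives with 3 samples against 3. Among the alternatives set in advance that keep all 6 samples, DESeq2 moved these counts most, to 191 higher and 6 lower genes. Across genes, samples with the same replicate number varied together, which the main fit leaves out. A block for the replicate number gave 60 higher and 2 lower genes. The counts fell whichever sample was left out, and each removal leaves fewer than the 4 residual degrees of freedom of the full fit. A fall alone therefore does not show that the counts rest on 1 sample. Without control replicate 2, edgeR called no gene in either direction, while 894 genes had an unadjusted p under 0.05. Without control replicate 1, 27 genes were higher, without *Setdb1* END replicate 1 there were 22, and without *Setdb1* END replicate 3 there were 20, while control replicate 3 and *Setdb1* END replicate 2 moved the count by less than 1.5 times. No gene was lower in edgeR without any one of control replicates 1 to 3 or *Setdb1* END replicates 1 and 2 (between 809 and 1173 genes at an unadjusted p under 0.05 in either direction), and 1 was lower without *Setdb1* END replicate 3.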

Top upregulated are germline-specific genes, known targets of *Setdb1* also in other cell types and consistent with the role of *Setdb1* in gene repression^17,21^. 

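A list of 81 germline genes was written from general knowledge after the paper's own tables had been read. Of 52 list members with enough counts to be tested, 48 had a positive log2 fold change in *Setdb1* END endoderm cells, with a median of 2.39 (2.39 with genes absent from a whole group set to their bound) and a mean of 2.89. The list as a whole was higher by limma's fry test (adjusted p = 0.00151 over 7 comparisons), and 15 members were called higher over all genes. Adjusted over the list alone, 32 members were higher. Neither this count nor the test of the whole list is independent evidence, because the paper's tables had been seen. Of the alternatives for the list, fry with a block for the replicate number moved its adjusted p most in the direction of the threshold, to 0.0113, and camera with its preset correlation gave 5.7e-134. *Ddx4* (chromosome 13, 112598333 to 112652633) rose from 2.43 ± 1.05 TPM (SD, n = 3) in control to 32.0 ± 8.87 TPM (SD, n = 3) in *Setdb1* END endoderm cells, a log2 fold change of 3.71 (standard error 0.32, adjusted p = 0.00197 from edgeR's quasi-likelihood test). *Tex15* (chromosome 8, 33516689 to 33592503) rose from 3.72 ± 0.60 to 16.8 ± 1.78 TPM (SD, n = 3 each), by 2.14 on the log2 scale. *Stag3* (chromosome 5, 138272514 to 138312397) rose from 3.04 ± 0.733 to 29.2 ± 5.02 TPM (SD, n = 3 each), by 3.23. *Taf7l* (chromosome X, 134460116 to 134476505) rose from 0.163 ± 0.0961 to 42.4 ± 19.9 TPM (SD, n = 3 each), by 7.93. The adjusted p of *Tex15*, *Stag3* and *Taf7l* was 0.000563 each in the same test. *Mael* (chromosome 1, 166201385 to 166238744) had 0.0767 ± 0.133 TPM in control and 12.0 ± 0.868 TPM in *Setdb1* END endoderm cells (SD, n = 3 each), from 3 and 477 counts, a ratio of 154-fold (52.5 to 751) with an adjusted p of 0.00277. *Gabrr1* (chromosome 4, 33132556 to 33163588), which is not on the germline list, and *Tktl2*, which is, had no count in any control sample. They were at least 351-fold and at least 119-fold higher, with 18.4 ± 9.73 and 3.31 ± 1.59 TPM (SD, n = 3) in *Setdb1* END endoderm cells. Their adjusted p was 0.00368 and 0.00554.

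Without control replicate 2, the adjusted p rose to 0.0102 for *Tex15*, *Stag3* and *Taf7l* and to 0.0172 for *Ddx4* and *Gabrr1*. The call of *Gabrr1* was also lost without *Setdb1* END replicate 1 (0.0179), and that of *Mael* without control replicate 1 or 2 or *Setdb1* END replicate 1 or 3 (0.0102 to 0.0157). *Cd28* and *Gm1110*, also among the 5 first when ranked by fitted log2 fold change, had 1 count each over the control samples, with ratios of 351-fold (62.7 to 13900) and 313-fold (55.7 to 12400). *Tuba3a* rose from 0.793 ± 0.286 to 126 ± 67.5 TPM (SD, n = 3 each), and reads it shares with its paralog *Tuba3b* are divided between both by RSEM. The call of *Tktl2* was lost without control replicate 1 or 2 (0.0128 and 0.0218) or *Setdb1* END replicate 1, 2 or 3 (0.021, 0.0165 and 0.0239), that of *Gm1110* without control replicate 1, 2 or 3 (0.0213, 0.0387 and 0.016) or *Setdb1* END replicate 1 or 3 (0.0179 and 0.0157), that of *Cd28* without control replicate 1 or 2 (0.012 and 0.0196) or *Setdb1* END replicate 3 (0.0121), and that of *Tuba3a* without control replicate 2 (0.0102). The paper places germline-specific genes at the top of its list of rises and describes them as targets of *Setdb1* known from other cell types.

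**Figure D1:**
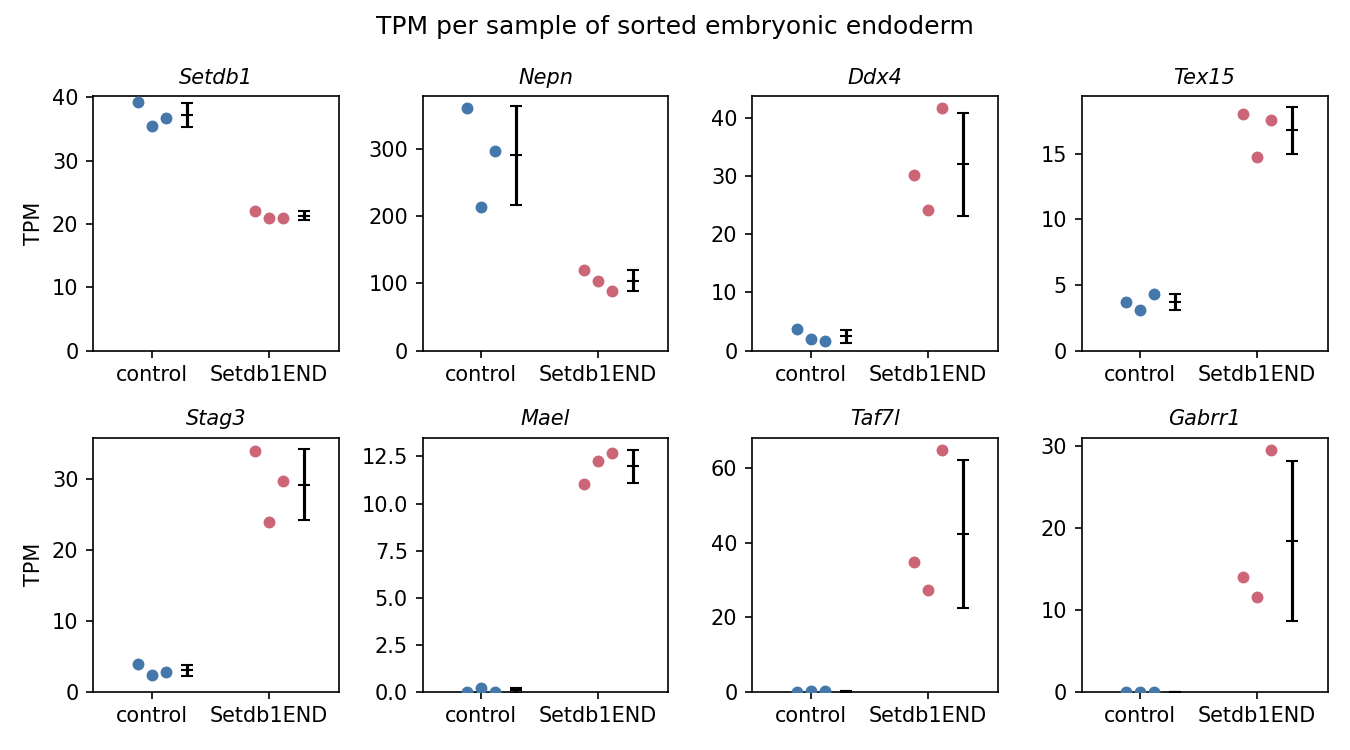
TPM of 8 genes in each of 3 control and 3 *Setdb1* END samples of sorted embryonic endoderm. Dots are samples and the dash with its bar is the mean ± SD. *Setdb1* and *Nepn* lie lower in each *Setdb1* END sample than in each control sample, and the other 6 genes lie higher.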

The top downregulated gene, *Nepn*, is an important marker gene for endoderm development^32,33^. 

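*Nepn* (chromosome 10 of GRCm38, 52388864 to 52404611) fell from 290 ± 73.8 TPM (SD, n = 3) in control to 104 ± 16 TPM (SD, n = 3) in *Setdb1* END endoderm cells, a log2 fold change of −1.50 (standard error 0.18, adjusted p = 0.00802 from edgeR's quasi-likelihood test). Each of the 3 *Setdb1* END samples lay below each control sample. With each of the 6 samples left out in turn, the log2 fold change stayed between −1.67 and −1.34, and the adjusted p rose to between 0.0125 and 0.0437, above the threshold in each case. The endoderm markers *Foxa2* (−0.03), *Sox17* (0.02), *Gata6* (0.13) and *Afp* (0.73) had log2 fold changes that were not called. The signs of *Foxa2*, *Sox17* and *Gata6* changed with the sample left out, over −0.35 to 0.31, −0.19 to 0.34 and −0.01 to 0.21.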

Reduced *Nepn* expression domain could be confirmed by in situ hybridization (Supplementary Fig. 2e) and further indicates defective endoderm development observed in *Setdb1*^*END*^ embryos.

**Fig. 2:**
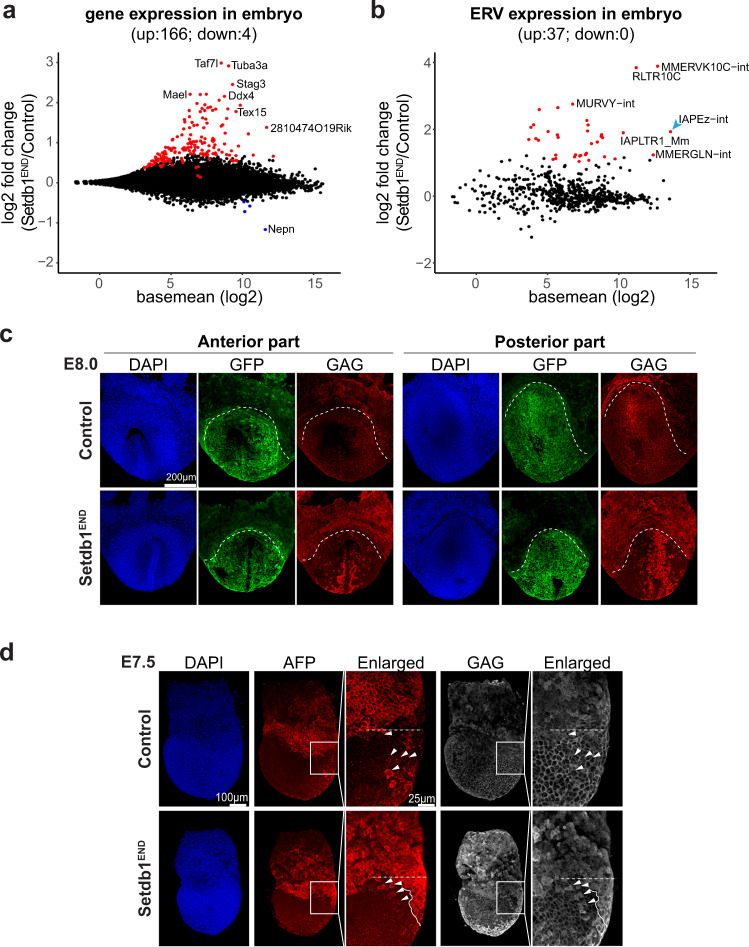
Loss of Setdb1 leads to selective de-repression of IAP elements in visceral endoderm cells. **a** Dot plot showing basemean expression vs. log2-fold change of protein coding genes in embryonic endoderm cells. Genes with significantly changed expression (adjusted *p* value <0.01; *n* = 3 for each condition) are colored (red = increased expression in Setdb1^END^ cells, blue = reduced expression in Setdb1^END^ cells). Selected genes are labeled. **b** Dot plot showing basemean expression vs. log2-fold change of ERV families in embryonic endoderm cells. ERV families with significantly changed expression (Wald test with Benjamini–Hochberg correction, adjusted *p* value <0.01, fold change >2; *n* = 3 for each condition) are colored (red = increased expression in Setdb1^END^ cells, blue = reduced expression in Setdb1^END^ cells). Selected ERV families are labeled. **c** Whole mount immunostaining of control and Setdb1^END^ embryos using GFP (to detect Cre reporter activity) and IAP-GAG antibodies. Strong expression of IAP-GAG can only be detected in a subpopulation of endoderm cells. Dashed lines indicate the border between extraembryonic and embryonic part. Representative images from *n* = 3 per genotype and stage. **d** Lateral view of E7.5 embryos stained with AFP (to mark visceral endoderm cells) and IAP-GAG antibodies (anterior to the left). The boxed regions indicate the positions of the enlargements. Dashed lines indicate the border between extraembryonic and embryonic part. White arrowheads indicate AFP expressing cells which are integrated in the embryonic endoderm region. In Setdb1^END^ embryos, these cells display clear IAP-GAG staining. Representative images from *n* = 3 per genotype and stage.

To investigate the role of *Setdb1* in ERV silencing we analyzed the expression of ERV families in control vs. *Setdb1*^*END*^ ex vivo endoderm cells. We observed strong de-repression of several ERV families (Fig. 2b, Supplementary Data 2). Expression of *LINE* elements was largely unchanged with only *L1Md_T* upregulated (Supplementary Fig. 2f). A prominent ERV family which is targeted by *Setdb1* in different cell types is *IAPEz*. Interestingly, *IAPEz* transcripts retained coding potential and, therefore, expression of *IAPEz* can be detected by presence of capsid protein GAG^34^. To investigate if ERV de-repression occurs in all embryonic endoderm lineage cells in *Setdb*^*END*^ embryos, we performed immunofluorescence analysis for IAPEz GAG. In E8.0 embryos we observe strong labeling of embryonic endoderm cells with the *EGFP* reporter, however, only a subset of reporter positive cells displayed GAG labeling (Fig. 2c). This suggests that *Setdb1* knock-out results in IAPEz de-repression in only a subset of embryonic endoderm cells. Embryonic endoderm is ontogenetically derived from both definitive endoderm which emerges around E6.5/E7.0 during gastrulation and visceral endoderm, which forms before gastrulation (Supplementary Fig. 1b). Since visceral endoderm cells assume morphology and function of definitive endoderm cells during gastrulation, they can only be distinguished using specific markers at the beginning of gastrulation. Therefore, to test if *IAPEz* de-repression may be specific to definitive or visceral endoderm in vivo, we stained E7.5 embryos for IAPEz GAG together with AFP, a specific marker of visceral endoderm^35^. AFP is strongly expressed in the visceral endoderm of the proximal extraembryonic part of the embryo at E7.5 (Fig. 2d, region above white dashed line). Visceral endoderm descendants in the embryonic part start losing AFP expression during gastrulation, but we could still detect several AFP positive cells in the embryonic endoderm region at E7.5 (Fig. 2d, region below white dashed line, cells marked by arrowheads). Notably, we detected clear IAPEz GAG expression in these AFP positive cells, whereas most AFP negative DE cells did not display GAG expression. These data suggest that *Setdb1* knockout results in specific *IAPEz* de-repression in the visceral, but not definitive endoderm.

### ERV de-repression in *Setdb1*-deficient visceral endoderm progenitors in vitro

To investigate the molecular mechanisms underlying *Setdb1*-dependent ERV de-repression in visceral vs. definitive endoderm cells, we employed an in vitro differentiation system (Fig. 3a). ESCs from control and *Setdb1*^*END*^ mice were stimulated with Wnt3a and Activin to induce definitive endoderm cells^36^. *Gata6* overexpression in these ESCs triggered differentiation to extraembryonic endoderm (XEN), a progenitor stage of visceral endoderm cells^37^. Both, DE and XEN cells show expression of the *EGFP Cre* reporter (Supplementary Fig. 3a) and efficiently delete *Setdb1* (Supplementary Fig. 3b, c). In support of our hypothesis, that *Setdb1*-dependent de-repression of ERVs mainly occurs in the extra-embryonic endoderm lineage, we observed strong expression of IAP GAG in *Setdb1*^*END*^ XEN cells, but not in *Setdb1*^*END*^ DE cells (Fig. 3b). 

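RNA-seq was performed on ESCs, XEN cells and DE cells of 1 control ES cell line and 1 *Setdb1* END ES cell line, with 3 replicates of each, 18 samples in all. The control line carries 1 floxed *Setdb1* allele and the other line carries both alleles floxed, next to *Sox17-2A-iCre* and the EGFP reporter. XEN cells were induced by a lentivirus that expresses *Gata6* and DE cells by 2 ng/ml Wnt3a and 10 ng/ml Activin A. The paper and the sample descriptions differ in the number of cells seeded for XEN differentiation. XEN and DE cells were sorted as EGFP positive on day 7, when Cre had acted, and ESCs as EGFP negative, without a sign of Cre activity. The ESCs are called undeleted here on that ground alone. The state of their *Setdb1* alleles was not tested, and their mean *Setdb1* level, given below, was lower in the *Setdb1* END line. Because each genotype is 1 ES cell line, the replicates repeat the differentiation and not the line, and the comparison of undeleted ESCs shows what differs between the lines before differentiation. Expected counts summed to between 12180111 and 19050134 in control ESCs (median 17329259), 14939138 and 22480148 in *Setdb1* END ESCs (median 19573099), 16578294 and 23146534 in control XEN cells (median 20533891), 13503774 and 18971696 in *Setdb1* END XEN cells (median 17777443), 22240892 and 27287368 in control DE cells (median 24039433) and 16542528 and 19565917 in *Setdb1* END DE cells (median 19369203). The paper lists between 11265408 and 26120693 uniquely aligned reads for these samples, and the values here use the expected counts. Library preparation, alignment and RSEM were those of the embryonic samples. All 18 samples were fitted together, with 15127 genes passing the low-count filter, 12 residual degrees of freedom and a common biological coefficient of variation of 0.229. Differences between 2 effects, such as that in XEN cells minus that in DE cells, were tested as interactions in the same fit. Across genes, the 3 samples with the same replicate number varied together in ESCs and XEN cells but not in DE cells. The main fit leaves this pairing out.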

To characterize *Setdb1* dependent transcriptional changes, we isolated differentiated control and *Setdb1* deficient DE and XEN cells for RNA-seq. 

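The paper used the plotPCA function of DESeq2 and its text names no transformation for it. Here, principal components were computed after DESeq2's variance-stabilizing transformation on the 500 most variable genes. The first component held 58.5% and the second 36.1% of the variance of the 18 samples. In the plane of both components, the nearest neighbour of each of the 18 samples was of its own cell type. The largest distance within a cell type was 5.2 among ESCs, 12.9 among XEN cells and 14.9 among DE cells, while the smallest distance to a sample of another type was 67.2, 67.2 and 79.7. Control and *Setdb1* END samples are included in each type. The use of all genes with at least 10 counts lowered the share of the first component most, to 45.0%, and with it each sample again lay nearest its own type. With each sample left out in turn, the shares stayed between 53.0% and 62.0% and between 32.5% and 41.5%.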

PCA analysis revealed clear clustering of ESCs, DE and XEN cells (Supplementary Fig. 3d). 

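For XEN cells 15 markers were examined, 6 of pluripotency (*Dppa5a*, *Klf4*, *Nanog*, *Pou5f1*, *Sox2* and *Zfp42*), 6 common to endoderm (*Ripk4*, *Dkk1*, *Gata4*, *Gata6*, *Foxa2* and *Sox17*) and 3 specific to XEN cells (*Cd38*, *Timd2* and *Sox7*), and for DE cells the last 3 were replaced by *Cxcr4*, *Gsc* and *Foxa1*. Against ESCs of the same line, 12 of 15 changed in the named direction in XEN cells and 15 of 15 in DE cells, with the same numbers in control and *Setdb1* END cells, at an adjusted p under 0.01 from edgeR's quasi-likelihood test. Among the alternatives, the largest move was to 13 of 15 in control XEN cells without a low-count filter. *Sox17* rose from 0.373 ± 0.0764 TPM in control ESCs to 106 ± 19 TPM in control XEN cells and 111 ± 13.7 TPM in control DE cells (SD, n = 3 each), by 8.53 (adjusted p = 1.19e-11) and 8.24 (1.71e-11) on the log2 scale. In *Setdb1* END cells it reached 88.2 ± 21.5 TPM in XEN and 86.3 ± 21.6 TPM in DE cells (SD, n = 3 each), by 8.34 (1.21e-11) and 8.15 (1.29e-11). *Sox7* rose by 8.11 in control and 7.05 in *Setdb1* END XEN cells, and *Cxcr4* by 4.24 in control and 4.66 in *Setdb1* END DE cells. *Gata6* rose by 8.22 in control and 7.36 in *Setdb1* END XEN cells, where it is also the gene that the lentivirus carries. *Nanog* fell by 7.10 in control and 6.41 in *Setdb1* END XEN cells, and *Zfp42* fell by 7.04 and 6.55 in DE cells. In XEN cells of either line, *Dppa5a*, *Klf4* and *Pou5f1* did not pass the threshold. *Dppa5a* had log2 fold changes of 0.10 and 0.37 in control and *Setdb1* END XEN cells, *Klf4* of −0.12 and −0.10, and *Pou5f1*, which went from 1106 ± 262 to 354 ± 75.2 TPM in the control line (SD, n = 3 each), of −1.44 (adjusted p = 0.0197) and −1.15 (0.0551). Over the whole set, 7548 genes differed between control XEN cells and ESCs, 7450 between control DE cells and ESCs, and 7774 and 8431 in *Setdb1* END cells.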

Examination of control genes for ESCs and endoderm markers confirmed efficient differentiation of both control and *Setdb1*^*END*^ cells (Supplementary Fig. 3e). We detected many up- and down-regulated genes in both *Setdb1*^*END*^ XEN and DE cells (Fig. 3c, Supplementary Data 3, 4).

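*Setdb1* had 9.75 ± 4.6 TPM in *Setdb1* END and 25.3 ± 4.78 TPM in control XEN cells (SD, n = 3 each), a log2 fold change of −1.35 (standard error 0.21, adjusted p = 0.000443 from edgeR's quasi-likelihood test), and 13.6 ± 0.745 against 40.0 ± 6.99 TPM in DE cells (SD, n = 3 each), a log2 fold change of −1.31 (0.21, 0.00074). In a fit of the 6 XEN samples alone, the adjusted p of *Setdb1* was 0.0291, the highest over its alternatives, which ranged down to 1.05e-07. In undeleted ESCs, *Setdb1* had 48.0 ± 9.94 TPM in the *Setdb1* END line and 81.8 ± 1.01 TPM in the control line (SD, n = 3 each), a log2 fold change of −0.71 that was not called (adjusted p = 0.965). With this lower mean, the ESCs of the *Setdb1* END line are not shown to be free of deletion. Of 15127 genes, 519 were higher and 226 lower in *Setdb1* END XEN cells, 457 and 139 of them by more than 2-fold, with 3422 genes at an unadjusted p under 0.05. In *Setdb1* END DE cells, 464 were higher and 443 lower, 295 and 313 by more than 2-fold, with 4711 genes at an unadjusted p under 0.05. The groups did not overlap for any of the 745 genes called in XEN cells and for 906 of 907 called in DE cells, and for 24.7% and 43.7% of all genes tested, against 10% by chance. Between undeleted ESCs of both lines, 3 genes were higher and 6 lower, with 360 at an unadjusted p under 0.05. Both called sets share few genes with that comparison, 8 genes in XEN and 7 in DE cells being called in the same direction in ESCs.

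With a block for the replicate number, the higher and lower genes in XEN cells numbered 759 and 551 in place of 519 and 226. The higher genes in undeleted ESCs numbered 5 in place of 3, and the number of lower genes there stayed within 1.5 times. The number of higher genes in XEN cells dropped to 320 without control replicate 2. The number of lower genes in XEN cells became 119 without control replicate 1, 94 without control replicate 2, 119 without *Setdb1* END replicate 1 and 109 without *Setdb1* END replicate 2. In DE cells, the higher genes numbered 137 without control replicate 1, 187 without control replicate 2, and 225, 174 and 308 without *Setdb1* END replicates 1, 2 and 3, and the lower genes 122 and 289 without control replicates 1 and 2, and 232 and 164 without *Setdb1* END replicates 1 and 2. In undeleted ESCs, 1 gene was higher without any one of control replicates 1, 2 and 3 and *Setdb1* END replicate 1.

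Ranked by fitted log2 fold change, which for genes without counts in a group depends on the fit and is no bound, the first rises in XEN cells, next to *Gabrr1*, were *Slc44a5* (at least 83.5-fold, with no count in control), *Ugt1a9* (at least 47.0-fold), *Asb12* (at least 43.5-fold) and *Tuba3b*, with 3 counts in control and a ratio of 332-fold (113 to 1610). *Tuba3a*, its paralog, rose by 7.59 on the log2 scale (adjusted p = 3.79e-08), and *Zfp558* (chromosome 9, 18453558 to 18478301) from 0.493 ± 0.160 to 55.3 ± 7.16 TPM (SD, n = 3 each), by 6.81 (4.34e-09). *Tex19.1* (chromosome 11, 121146143 to 121148314) rose from 50.8 ± 10.2 to 268 ± 23.7 TPM in XEN cells (SD, n = 3 each), by 2.43 (8.56e-07), and by 3.90 in DE cells (6.78e-07). In DE cells, the first rises by that rank were *Gm10334* (at least 50.1-fold), *H19* (chromosome 7, 142575530 to 142578146), from 1.12 ± 0.508 to 191 ± 27.6 TPM (SD, n = 3 each), by 7.64 (4.88e-07), *Ugt1a9* (at least 23.8-fold), *Ifi27l2a* (chromosome 12, 103433873 to 103443680), from 2.33 ± 1.01 to 235 ± 51.4 TPM (SD, n = 3 each), by 6.90 (1.02e-07), and *Cyp2c68* (at least 20.5-fold). *Eif2s3y*, *Ddx3y* and *Kdm5d*, on the Y chromosome, were at least 252-fold, at least 201-fold and at least 48.7-fold lower in *Setdb1* END DE cells, and *Eif2s3y*, *Ddx3y* and *Rbmy* were among the first 5 falls in XEN cells by the same rank. Y-linked transcripts were already low in the undeleted ESCs of that line, at 0.307 to 6.09 CPM against 36.9 to 47.5 in control ESCs. Also among the first 5 falls were *Gm13305* (at least 48.8-fold in XEN and at least 28.0-fold in DE cells), *Maml2* in XEN cells, with 3 counts in *Setdb1* END and a ratio of 80.5-fold (27.3 to 393), and *Bgn* in DE cells (at least 26.8-fold). The call of *Gm10334* was lost with DESeq2 (0.266, or 0.126 with its prior) and without DE control replicate 1, 2 or 3 (0.0222, 0.0153 and 0.0108) or *Setdb1* END replicate 1 or 2 (0.0186 and 0.0201), in a range of 0.000607 to 0.266 over the alternatives. That of *Cyp2c68* was lost with DESeq2 (0.187, or 0.0279 with its prior) and without DE control replicate 1, 2 or 3 (0.0338, 0.0234 and 0.0172) or *Setdb1* END replicate 1, 2 or 3 (0.0234, 0.0317 and 0.0207), in a range of 0.00356 to 0.187, and that of *Bgn* without DE control replicate 1 or 2 (0.0289 and 0.0154) or *Setdb1* END replicate 1, 2 or 3 (0.0229, 0.0252 and 0.0193). In XEN cells, the call of *Rbmy* was lost without control replicate 2 (0.012) or *Setdb1* END replicate 2 (0.0102), with DESeq2 (0.0306) and in a fit of the 6 XEN samples alone (0.0112), in a range of 0.000583 to 0.0306 over the alternatives, and those of *Gm13305* (0.0128, in a range of 1.25e-08 to 0.0128) and *Ddx3y* (0.0151, in a range of 4.23e-05 to 0.0151) in the latter fit. The germline list was higher in *Setdb1* END XEN cells (median log2 fold change 1.93, or 1.84 with genes absent from a whole group set to their bound, 50 of 59 tested members positive, adjusted p = 5.06e-08 by fry), with 25 members called and 34 adjusted over the list alone, and not in *Setdb1* END DE cells (median 0.00, or 0.30 with such genes at their bound, mean −0.20, adjusted p = 0.794 with 1 member higher and 2 lower). In DE cells, 20 of the 59 tested members had no count in a whole group, against 2 in XEN cells. The DE values therefore depend on how such genes are treated. The list was written after the paper's tables had been read, so these tests are not independent evidence.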

**Fig. 3:**
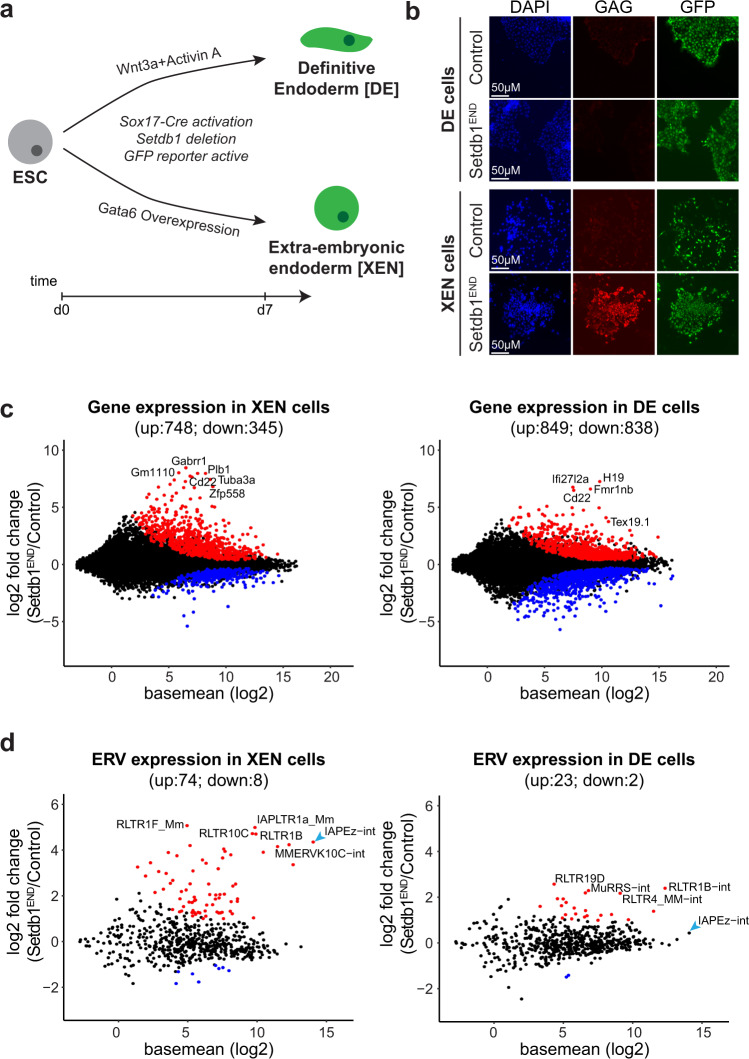
Setdb1 is critical for IAP silencing in visceral endoderm progenitors, but not in definitive endoderm cells. **a** Schematic of in vitro endoderm differentiation of control and Setdb1^END^ ESCs. Definitive endoderm cells were generated by Wnt3a/Activin stimulation. Visceral endoderm progenitor (XEN) cells were generated by overexpression of Gata6. **b** Immunofluorescence staining of in vitro differentiated control and Setdb1^END^ endoderm cells. Cells were stained after 7 days of in vitro differentiation using IAP-GAG (marks IAP de-repression) and GFP (marks Cre reporter activity) antibodies. Strong IAP de-repression is only observed in Setdb1^END^ XEN cells. Representative images from *n* = 3 experiments. **c** Dot plot showing basemean expression vs. log2-fold change of protein coding genes in in vitro differentiated control vs. Setdb1^END^ XEN and DE cells. Genes with significantly changed expression (Wald test with Benjamini–Hochberg correction, adjusted *p* value < 0.01; *n* = 3 for each condition) are colored (red = increased expression in Setdb1^END^ cells, blue = reduced expression in Setdb1^END^ cells). Selected genes are labeled. **d** Dot plot showing basemean expression vs. log2-fold change of ERV families in in vitro differentiated control vs. Setdb1^END^ XEN and DE cells. ERV families with significantly changed expression (Wald test with Benjamini–Hochberg correction, adjusted *p* value < 0.01; *n* = 3 for each condition) are colored (red = increased expression in Setdb1^END^ cells, blue = reduced expression in Setdb1^END^ cells). Selected ERV families are labeled.

When we analyzed ERV expression changes, we could detect strong de-repression of ERV classes in XEN cells, but only minor expression changes in DE cells (Fig. 3d, Supplementary Data 5, 6). *LINE* elements did not display strong expression changes (Supplementary Fig. 3f). *IAPEz* elements which we found de-repressed in visceral endoderm cells in *Setdb1*^*END*^ embryos did show strong de-repression in *Setdb1*^*END*^ XEN cells, but no change was observed in *Setdb1*^*END*^ DE cells (Fig. 3d, Supplementary Fig. 3g), even at a longer time period post *Setdb1* deletion (Supplementary Fig. 3h). Thus, in vitro differentiated XEN and DE cells reproduce the differential requirements for *Setdb1*-dependent ERV silencing, as observed in *Setdb1*^*END*^ embryos.

### Impaired H3K9me3 and DNA methylation on IAPEz elements specifically in *Setdb1*^*END*^ XEN cells

Next, we aimed to investigate whether selective changes in repressive chromatin modifications might explain the differential response of XEN or DE cells to *Setdb1* loss. To investigate this question, we generated H3K9me3 ChIP-seq data from control and *Setdb1*^*END*^ XEN and DE cells. The appearance of H3K9me3 distribution was strikingly different in DE vs XEN cells. In particular, we detected a number of large megabase-size H3K9me3 domains in DE cells, which were not present in XEN cells (Supplementary Fig. 4). In *Setdb1*^*END*^ DE cells, most of these regions were not compromised, suggesting that other H3K9me3-specific HMTases maintain these regions. Interestingly, in XEN cells, deletion of *Setdb1* resulted in appearance of large H3K9me3 domains, which were not present in control DE or XEN cells (Supplementary Fig. 4). Together these data suggest that alterations in the balance of H3K9me3 specific HMTases can lead to large-scale changes in the genome-wide distribution of this modification. To investigate to which extent changes in H3K9me3 would relate to gene expression changes, we identified peaks which lose H3K9me3 in *Setdb1*^*END*^ cells. In *Setdb1*^*END*^ DE cells, we detected 722 peaks with lost H3K9me3 signal, 84 of which occurred in the vicinity of regulated genes (Supplementary Fig. 5a). Only a small set of genes was upregulated and would suggest a repressive role for H3K9me3. For example, *Triml2* is marked by *Setdb1*-dependent H3K9me3 in DE cells and loss of H3K9me3 coincided with de-repression of *Triml2*. 

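*Triml2* lies on chromosome 8 of GRCm38 from 43180463 to 43193884. In DE cells it had 8.33 ± 0.116 TPM (SD, n = 3) in *Setdb1* END and 0.237 ± 0.163 TPM (SD, n = 3) in control cells, a log2 fold change of 5.36 (standard error 0.28, adjusted p = 3.37e-09 from edgeR's quasi-likelihood test). The 3 *Setdb1* END samples lay above the 3 control samples. With each DE sample left out in turn, the log2 fold change stayed between 4.91 and 5.83, and the gene was called under each of the 15 alternatives run.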

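In XEN cells, *Triml2* had 75.7 ± 8.19 TPM (SD, n = 3) in *Setdb1* END and 38.2 ± 2.77 TPM (SD, n = 3) in control cells, a log2 fold change of 1.02 (standard error 0.17, adjusted p = 0.000775 from edgeR's quasi-likelihood test), larger than the spread between replicates. The log2 fold change stayed between 0.92 and 1.13 with each XEN sample left out in turn, and the gene was called in each of its 15 alternatives. In undeleted ESCs it had 139 ± 6.66 TPM in the *Setdb1* END line and 72.4 ± 9.40 TPM in the control line (SD, n = 3 each), a log2 fold change of 1.01 that was not called (adjusted p = 0.0204). DESeq2 did call it in ESCs (7.55e-11), in a range of 7.46e-11 to 0.118 over the alternatives. The effect in XEN cells differed by 0.00 from that in undeleted ESCs (interaction, adjusted p = 1) and by −4.35 from that in DE cells (standard error 0.34, adjusted p = 1.25e-06).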

In XEN cells, *Triml2* was not modified by H3K9me3 and expression did not change between control and *Setdb1*^*END*^ cells (Supplementary Fig. 5b). In XEN cells, we detected 17438 peaks with *Setdb1*-dependent H3K9me3, of which 614 were in the vicinity of regulated genes (Supplementary Fig. 5a). The majority of H3K9me3 marked genes was upregulated in *Setdb1*^*END*^ cells, suggesting a role for *Setdb1* in gene repression. For example, *Gabrr1* is H3K9me3 modified in both DE and XEN cells, but only in XEN cells, we detected loss of H3K9me3 and de-repression of *Gabrr1* (Supplementary Fig. 5c).

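*Gabrr1* (chromosome 4 of GRCm38, 33132556 to 33163588) had 20.6 ± 8.37 TPM (SD, n = 3) in *Setdb1* END XEN cells and 0.0133 ± 0.0231 TPM (SD, n = 3) in control XEN cells. These means rest on 1192 counts and 1 count, a ratio of 1400-fold (251 to 55400) (adjusted p = 3.81e-06 from edgeR's quasi-likelihood test), and the gene was called with each XEN sample left out in turn. In DE cells it had 0.310 ± 0.292 TPM in *Setdb1* END and 0.197 ± 0.200 TPM in control (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.83, adjusted p = 0.541) within the spread between replicates. In undeleted ESCs the values were 0.453 ± 0.225 and 0.310 ± 0.0436 TPM (SD, n = 3 each), with an adjusted p of 1. The fitted effects in XEN and DE cells differed by 9.30 on the log2 scale (standard error 1.45, interaction, adjusted p = 0.000852), a value that depends on how the near absence of counts in control XEN cells is fitted. The difference was 8.28 with an adjusted p of 0.0218 without control replicate 1 of the DE cells, and its adjusted p ranged from 4.9e-11 to 0.0218 over the alternatives. The paper takes the loss of H3K9me3 together with the rise of genes such as *Gabrr1* in XEN cells to propose a role for *Setdb1* in gene repression.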

Next, we investigated H3K9me3 changes specifically on ERV families. In *Setdb1*^*END*^ XEN cells, we observed reduced H3K9me3 levels in several ERV families, including many upregulated ERVs (Fig. 4a, left panel). In contrast, H3K9me3 was reduced on very few ERV families in *Setdb1*^*END*^ DE cells (Fig. 4a, right panel). H3K9me3 was unaltered on *LINE* elements in both *Setdb1*^*END*^ XEN and DE cells (Supplementary Fig. 6a). Cumulative coverage analysis on *IAPEz* elements revealed that H3K9me3 was completely lost in *Setdb1*^*END*^ XEN cells, whereas no difference could be observed in *Setdb1*^*END*^ DE cells (Fig. 4b). These data suggest that *Setdb1* is the major H3K9me3 HMTase for *IAPEz* elements in XEN cells and, that other HMTases compensate for the loss of *Setdb1* in DE cells to maintain H3K9me3 on *IAPEz* elements and other ERVs.

**Fig. 4:**
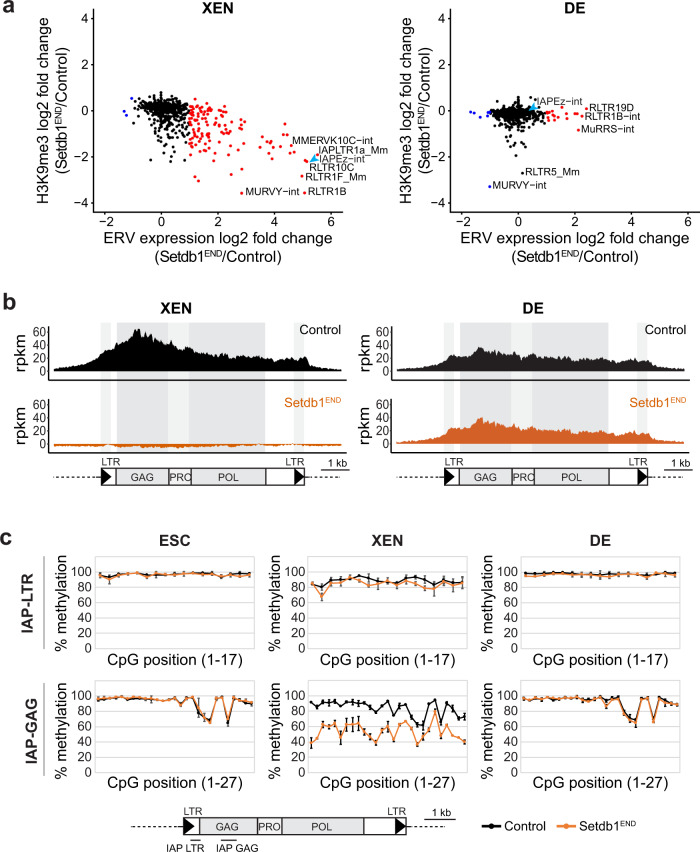
Setdb1 is critical to maintain H3K9me3 and DNA methylation on ERVs in XEN, but not DE cells. **a** Dot plot showing expression vs. H3K9me3 changes on ERV families between control and Setdb1^END^ XEN and DE cells. ERV families with significantly changed expression (fold change > 2; *n* = 3 for each condition) are colored (red = increased expression in Setdb1^END^ cells). Selected ERV families are labeled. **b** Cumulative H3K9me3 ChIP-seq coverage across IAP elements in control and Setdb1^END^ XEN and DE cells. The structure of IAP elements is shown schematically. (rpkm = reads per kilobase per million of reads). **c** Bisulfite-PCR analysis for DNA methylation in IAP-LTR and IAP-GAG regions. Positions of the PCR products are indicated in the schematic. Plots display the percentages of DNA methylation in individual CpG positions of IAP-LTR and IAP-GAG PCR fragments. DNA methylation analysis was performed in control and Setdb1^END^ ESCs, XEN and DE cells. Error bars depict standard deviation (*n* = 2; 500 sequences each). Source data are provided as a Source Data file.

Reduced H3K9me3 often correlates with reduced maintenance of DNA methylation^8,17^. To determine if reduced H3K9me3 in *Setdb1*^*END*^ XEN cells would compromise DNA methylation, we measured DNA methylation levels specifically on *IAPEz* and *LINE1* elements using locus-specific bisulfite sequencing. Control ESCs as well as XEN and DE cells display high DNA methylation levels across *IAP-LTR* and *IAP-GAG* regions (Fig. 4c). *LINE1* elements only showed moderate DNA methylation in ESCs and XEN cells, but full methylation in DE cells (Supplementary Fig. 6b). Upon loss of *Setdb1*, DNA methylation is only affected in XEN cells, where we detected reduced levels across the *IAP-GAG* region (Fig. 4c). These data agree with current models that maintenance of DNA methylation on repressive chromatin regions is coupled with the presence of H3K9me3^15–17^. Further, our data suggest that reduced H3K9me3 and DNA methylation allow higher transcriptional activity of ERVs in *Setdb1*^*END*^ XEN cells. It is interesting to note that DNA methylation reduction on *LINE1* elements does not coincide with strongly reduced H3K9me3 (Supplementary Fig. 6). Perhaps, *Setdb1* is required for recruitment of de novo methylation by *Dnmt3a/b* during differentiation and other H3K9me3 HMTases could deposit H3K9me3 in absence of *Setdb1* on these elements.

In DE cells, SETDB1 localizes to *IAP* elements (Supplementary Fig. 7a), indicating that SETDB1 could mediate H3K9me3 in this cell type. However, loss of *Setdb1* in DE cells even for extended time periods did not result in noticeable *IAPEz* de-repression (Supplementary Fig. 7b). In vitro differentiation allows DE cells to proliferate until around day 14 (Supplementary Fig. 7c), which would allow for passive loss of H3K9me3 upon *Setdb1* deletion, but we could not detect reduced H3K9me3 on *IAPEz* elements at day 12 or day 14 (Supplementary Fig. 7d). These data suggest that H3K9me3 is maintained by other histone methyltransferases. We assessed whether *Suv39h* enzymes would be responsible for H3K9me3 deposition in DE cells. In *Suv39h* dko DE cells, we detected largely unaltered H3K9me3, DNA methylation and ERV transcription (Supplementary Fig. 8), suggesting a minor role for IAP regulation. However, it is still possible that *Suv39h* enzymes could compensate for the loss of *Setdb1*, or that other H3K9me3 HMTases could mediate H3K9me3 in DE.

### Loss of *Dnmt1* leads to ERV de-repression in both DE and XEN cells in presence of H3K9me3

To investigate if maintenance of repressive chromatin in *Setdb1*^*END*^ DE cells prevents ERV de-repression we used *Dnmt1* knock-out ESCs to study the effect of impaired DNA methylation on ERV activity. *Dnmt1* ko ESCs and genetic background matched wildtype ESCs were in vitro differentiated to XEN and DE cells, respectively. We then performed RNA-seq analysis to determine transcriptional changes in *Dnmt1* ko XEN and DE cells. 

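RNA-seq was performed on ESCs, XEN cells and DE cells of *Dnmt1* ko and wild type J1 ES cells, with 2 replicates of each, 12 samples in all. Cells were not sorted, so the samples hold whatever cells did not differentiate. The paper's methods state ribosomal RNA depletion and NEBNext Ultra II Directional libraries for these samples, and the sample descriptions name SMARTer v4 and MicroPlex v2. The ribosomal transcript *Rn45s* took between 7.93% and 13.7% of the counts in these samples and at most 4.3% in those of the *Setdb1* experiments. Reads were aligned and counted as for the other samples. Expected counts were 24938187 and 16921979 in J1 ESCs, 28667803 and 21677747 in *Dnmt1* ko ESCs, 28868894 and 29000988 in J1 XEN cells, 18528336 and 23746945 in *Dnmt1* ko XEN cells, 17512469 and 16226193 in J1 DE cells, and 17302149 and 20933594 in *Dnmt1* ko DE cells, in the order of replicates 1 and 2. The paper lists between 18815839 and 37256711 uniquely aligned reads, and the values here use the expected counts. All 12 samples were fitted together, with 15835 genes tested, 6 residual degrees of freedom and a common biological coefficient of variation of 0.18. With 2 samples against 2, groups that do not overlap arise by chance for 33.3% of genes, and 2 pairs are too few to tell whether replicate numbers pair the samples. Each genotype is again 1 ES cell line. With 1 replicate left out, the remaining sample of its group is assumed to vary like the samples of the other groups.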

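On the 500 most variable genes, the first principal component held 55.3% and the second 35.4% of the variance of the 12 samples, and each of the 12 lay nearest to a sample of its own cell type. The largest distance within ESCs, XEN cells and DE cells was 9.0, 24.2 and 9.9, and no sample lay closer than 52.5 to one of another cell type. The first share was 38.0% on log2(TPM + 0.1), its lowest value over the alternatives. Leaving out each sample gave 47.4% to 60.7% for the first component and 30.0% to 43.7% for the second.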

PCA analysis showed clear clustering of ESCs, DE and XEN cells (Supplementary Fig. 9a). 

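The markers used were those of the *Setdb1* experiment, 15 for each cell type. In XEN cells, 10 changed in the named direction in J1 and 13 in *Dnmt1* ko cells against ESCs of the same line, at an adjusted p under 0.01 from edgeR's quasi-likelihood test, and all 15 had the named sign. In DE cells, 12 of 15 changed in J1 and 12 of 15 in *Dnmt1* ko cells, again with the named sign for all 15. A block for the replicate number moved these most, to 13 in J1 XEN, 14 in J1 DE and 15 in *Dnmt1* ko DE cells. *Sox17* (chromosome 1, 4490928 to 4497426) reached 70.2 ± 18.6 TPM in J1 and 80.1 ± 4.61 TPM in *Dnmt1* ko XEN cells (SD, n = 2 each), log2 fold changes over ESCs of 9.27 (adjusted p = 9.12e-08) and 8.19 (8.34e-08). In DE cells it reached 12.3 ± 2.37 TPM in J1 and 2.69 ± 0.205 TPM in *Dnmt1* ko cells (SD, n = 2 each), by 6.79 (1.24e-06) and 3.16 (1.68e-05). Between both DE cultures, *Sox17* was lower in *Dnmt1* ko cells, with a log2 fold change of −2.15 (standard error 0.19, adjusted p = 0.000367, and −2.28 to −2.01 with 1 sample left out), and *Gata6* had −1.14 (0.25, 0.0249), which was called under 7 of 13 alternatives with adjusted p from 0.000272 to 0.229 over all of them. *Foxa2* did not differ between the DE cultures, with log2 fold changes of −0.16 to 0.07 over the samples left out. *Nanog*, *Pou5f1* and *Sox2* did not pass the threshold in DE cells of either line. *Nanog* had 192 ± 12.2 TPM in J1 DE cells against 288 ± 23.8 TPM in J1 ESCs (SD, n = 2 each), a log2 fold change of −0.51 (adjusted p = 0.64), and −0.90 (0.404) in *Dnmt1* ko cells. *Pou5f1* had −0.97 and −0.95, and *Sox2* −1.73 and −2.66, in J1 and *Dnmt1* ko DE cells. In XEN cells, *Dppa5a* and *Klf4* did not pass in either line, and *Nanog*, *Pou5f1* and *Sox2* did not in J1. The 100 genes highest in ESCs against DE cells, 95 of them tested, had a median log2 fold change of 1.09 between *Dnmt1* ko and J1 DE cells (95% interval 0.56 to 1.57).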

Expression of specific marker genes revealed that *Dnmt1* ko ESCs efficiently differentiate to XEN and DE cells (Supplementary Fig. 9b). 

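*Dnmt1* (chromosome 9 of GRCm38, 20907206 to 20959888) had 13.8 ± 0.304 TPM in *Dnmt1* ko and 156 ± 3.04 TPM in J1 ESCs, 1.86 ± 0.976 and 125 ± 13.1 TPM in XEN cells, and 1.39 ± 0.474 and 113 ± 19.6 TPM in DE cells (SD, n = 2 each). Its log2 fold changes were −3.51 (standard error 0.29, adjusted p = 0.00162 from edgeR's quasi-likelihood test), −5.83 (0.33, 2.09e-05) and −6.28 (0.34, 3.01e-05). The call in ESCs was lost without *Dnmt1* ko replicate 1 (0.019) or 2 (0.025). In ESCs, 9 genes were higher and 14 lower in *Dnmt1* ko than in J1 cells, with 1939 at an unadjusted p under 0.05. In XEN cells, 180 were higher and 455 lower, 125 and 416 by more than 2-fold, with 3979 at an unadjusted p under 0.05. In DE cells, 239 were higher and 120 lower, 169 and 100 by more than 2-fold, with 3795 at an unadjusted p under 0.05. Groups did not overlap for 45.4%, 47.4% and 62.9% of all genes tested in ESCs, XEN and DE cells. Genes of chromosome 8, whose median was raised in *Dnmt1* ko cells, made up 46 of the higher and 10 of the lower genes in XEN cells and 66 and 0 of those in DE cells.

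These counts moved with single samples. In ESCs, the higher genes numbered 1, 2 and 1 without J1 replicate 1, J1 replicate 2 and *Dnmt1* ko replicate 2, and none was called by edgeR without *Dnmt1* ko replicate 1, where 1351 genes had an unadjusted p under 0.05 and 1 gene was lower. The lower genes in ESCs numbered 9 without J1 replicate 1 and 1 without *Dnmt1* ko replicate 2. In XEN cells, the higher genes numbered 87 and 101 without *Dnmt1* ko replicates 1 and 2, and the lower genes 147 without *Dnmt1* ko replicate 1. In DE cells, the higher genes numbered 19 and 35 without J1 replicates 1 and 2 and 79 and 51 without *Dnmt1* ko replicates 1 and 2, and the lower genes 11, 20, 26 and 13. A fit of the 4 XEN samples alone called no gene higher and 1 lower, *Igf2*, with 2256 genes at an unadjusted p under 0.05, while DESeq2 on all samples called 464 higher and 827 lower.

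*Igf2* (chromosome 7, 142650768 to 142666816) fell from 559 ± 34.1 to 5.46 ± 0.509 TPM in XEN cells and from 409 ± 70.4 to 12.6 ± 0.17 TPM in DE cells (SD, n = 2 each), with log2 fold changes of −6.49 (standard error 0.15, adjusted p = 1.21e-08) and −4.95 (0.14, 8.16e-08), and of −3.01 in ESCs (1.56e-05). *H19*, its imprinted neighbour, rose by 2.34 in ESCs, 1.24 in XEN cells and 2.06 in DE cells. The call of *H19* in XEN cells was lost without J1 replicate 1 (0.0248), *Dnmt1* ko replicate 1 (0.0489) or *Dnmt1* ko replicate 2 (0.0174), in DE cells without J1 replicate 1 (0.0143) or 2 (0.0189), and in ESCs without J1 replicate 1 (0.0306), J1 replicate 2 (0.0291) or *Dnmt1* ko replicate 1 (0.0164) and in a fit of the 4 ESC samples alone (0.0158, in a range of 7.05e-20 to 0.0306 over the alternatives). *Xlr5a* (chromosome X, 73107621 to 73118717) rose by 6.33 and 5.22 on the log2 scale in ESCs and XEN cells, and in DE cells from 1 count to 211, a ratio of 192-fold (34 to 7600), with adjusted p of 0.00162, 0.000365 and 0.000995. Its call was lost in ESCs whichever sample was left out (0.0114 to 0.0226) and in DE cells without J1 replicate 1 (0.0243) or 2 (0.0151). *Klrb1b* was at least 47.8-fold higher in *Dnmt1* ko XEN cells and *Rhox13* at least 125-fold higher in *Dnmt1* ko DE cells, both with no count in J1, and *Rhox13* was not called when any sample was left out (0.0129 to 0.0297). *Vmn2r-ps11*, *DXBay18*, *D130009I18Rik* and *Gm14458*, the other first 5 rises in XEN cells by fitted log2 fold change, and *AV320801*, *Gm5128*, *Gm7903* and *Xlr4b*, those in DE cells, likewise had no count in J1, so their rank depends on the fit. *Tmem119* and *Macc1* were at least 17.1-fold and at least 15.1-fold lower in *Dnmt1* ko XEN cells, and their calls were lost without *Dnmt1* ko replicate 1 (0.0178 and 0.0105) or 2 (0.0174 and 0.0103). *Grb10* fell by 5.28 on the log2 scale in DE cells (adjusted p = 0.0014), a call lost when any sample was left out (0.0122 to 0.0301).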

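Calls were compared with those of the *Setdb1* experiment over 14655 genes tested in both. Of 486 genes higher in *Setdb1* END XEN cells and 152 higher in *Dnmt1* ko XEN cells, 26 were shared, against 5.04 by chance (one-sided Fisher's exact test, p = 5.05e-12). Of 225 and 443 lower genes, 7 were shared, against 6.8 by chance (one-sided Fisher's exact test, p = 0.523). In DE cells, 17 of 438 and 213 higher genes were shared, against 6.37 by chance (p = 0.000231), and 9 of 436 and 119 lower genes, against 3.54 by chance (p = 0.00912, one-sided Fisher's exact tests). The shared genes were 5.3% and 3.1% of the genes higher and lower in *Setdb1* END XEN cells, and 3.9% and 2.1% of those in *Setdb1* END DE cells. In XEN cells, 10 genes were higher in *Setdb1* END and lower in *Dnmt1* ko cells and 5 the reverse, and in DE cells 11 and 7. Across 11615 genes, which are not independent replicates, the log2 fold changes of both experiments had a Pearson correlation of 0.101 in XEN and 0.063 in DE cells (Spearman 0.072 and 0.096). The 4 Fisher tests likewise take genes as independent, and adjusted over the 4 their p-values were 2.02e-11, 0.523, 0.000462 and 0.0122, in the order given. A block for the replicate number moved the overlap most, to 75 genes higher in XEN cells (26.22 by chance, p = 9.26e-17) and 92 lower (42.25 by chance, p = 5.78e-13, one-sided Fisher's exact tests), so that the shared lower genes exceed chance only under some alternatives, and to 76 higher (46.46 by chance, p = 1.29e-05) and 73 lower genes in DE cells (34.15 by chance, p = 4.21e-10, the same tests). Without *Dnmt1* ko replicate 1 or 2 of the XEN cells, 12 and 17 higher and 3 and 2 lower genes were shared, and the lower genes numbered 4 without control replicate 2, *Setdb1* END replicate 1 or *Setdb1* END replicate 2, and 14 without *Setdb1* END replicate 3. In DE cells, the shared higher genes numbered 11 without control replicate 1, 1 and 3 without J1 replicates 1 and 2, and 7 and 5 without *Dnmt1* ko replicates 1 and 2, and the shared lower genes 5 without control replicate 1 or *Setdb1* END replicate 2, 1 without J1 replicate 1 or 2, and 2 without *Dnmt1* ko replicate 1 or 2.

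**Figure D2:**
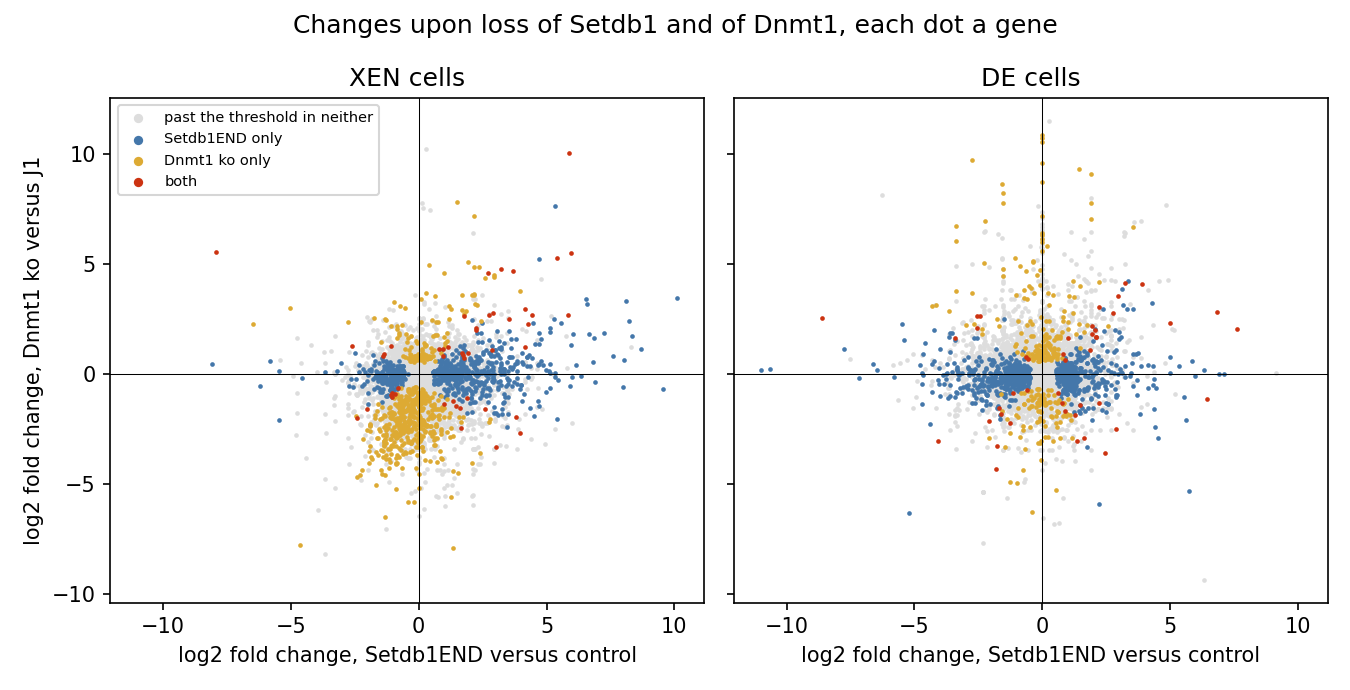
Log2 fold change of *Setdb1* END against control cells (horizontal axis) and of *Dnmt1* ko against J1 cells (vertical axis) in XEN cells (left) and DE cells (right), each dot a gene. Colours mark genes past the threshold in neither comparison, in 1 of them or in both.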

Transcriptional changes of coding genes between *Dnmt1* ko XEN and DE cells were observed (Supplementary Fig. 9c, Supplementary Data 7–9), with little overlap to transcriptional changes observed in *Setdb1*^*END*^ cells. We then investigated transcriptional changes of ERV and LINE families in response to *Dnmt1* ko (Supplementary Fig. 9d, e, Supplementary Data 10–12). Undifferentiated *Dnmt1* ko ESCs did not show elevated *IAPEz* expression (Supplementary Fig. 9d), in agreement with previous studies^21^. Importantly, loss of *Dnmt1* resulted in strongly reduced DNA methylation (Supplementary Fig. 10) and *IAPEz* de-repression in both XEN and DE cells (Supplementary Fig. 9d). These data demonstrate that DNA methylation is critical for ERV silencing in both endoderm lineages. To test if upregulated *IAPEz* expression in *Dnmt1* ko endoderm cells would be due to impaired H3K9me3, we performed ChIP-seq analyses for this modification in control and *Dnmt1* ko ESCs, XEN and DE cells. In ESCs, H3K9me3 was not affected on IAP regions (Fig. 5a, b), suggesting that maintained H3K9me3 could support *IAP* silencing in ESCs. However, in both *Dnmt1* ko XEN and DE cells H3K9me3 was also maintained on *IAP* sequences, although *IAPEz* elements were strongly de-repressed (Fig. 5a, b). These data were supported by ChIP-qPCR analyses for H3K9me3 in wild type and *Dnmt1* ko XEN and DE cells, where we failed to detect striking changes in H3K9me3 on *IAPEz* regions, although other control regions, such as *H19* and *Polrmt* could display reduced signals (Supplementary Fig. 9f). Since *IAPEz* elements show little polymorphisms, small read mapping to unique elements is challenging and we cannot be sure which *IAPEz* insertions become transcriptionally active while maintaining H3K9me3 in *Dnmt1* ko DE and XEN cells. However, some *IAPEz* elements lack proper transcriptional termination at their 3’LTRs and, H3K9me3 presence can be detected in uniquely mapping regions neighboring the *IAPEz* insertion. Using this approach, we could identify examples of individual *IAPEz* elements that displayed significant transcriptional activity only in *Dnmt1* ko DE or XEN cells while maintaining H3K9me3 (Fig. 5c). Based on these data we conclude that DNA methylation is critical for IAP repression in endoderm lineages and, that the presence of H3K9me3 is not sufficient to establish a repressive chromatin environment across these elements.

**Fig. 5:**
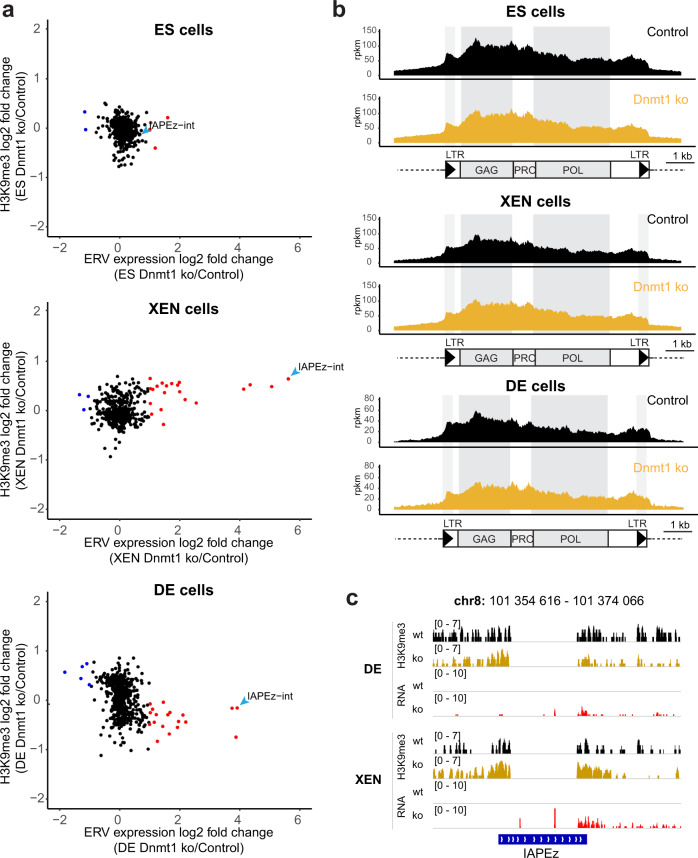
Loss of Dnmt1 leads to IAP de-repression in both XEN and DE cells, while H3K9me3 is maintained. **a** Dot plot showing basemean expression vs. H3K9me3 changes of ERV families in ESCs and in vitro differentiated wild type (J1) vs. Dnmt1 ko XEN and DE cells. ERV families with significantly changed expression (Wald test with Benjamini–Hochberg correction, adjusted *p* value < 0.01, fold change >2; *n* = 2 for each condition) are colored (red = increased expression in Dnmt1 ko cells, blue = reduced expression in Dnmt1 ko cells). Selected ERV families are labeled. **b** Cumulative H3K9me3 ChIP-seq coverage across IAP elements in control and Dnmt1 ko ES, XEN and DE cells. The structure of IAP elements is shown schematically. (rpkm = reads per kilobase per million of reads). **c** Improper transcriptional termination allows identification of individual IAPEz integrations with detectable expression in an H3K9me3 context. Genomic screenshot of an IAPEz integration with H3K9me3 coverage in uniquely mapping regions bordering the IAPEz sequence. In Dnmt1 ko DE and XEN cells, expression from this IAPEz element can be detected by presence of RNA in the uniquely mapping 3ʹ region of this element, which is likely due to improper transcriptional termination in the 3’LTR. H3K9me3 is unaltered in this region in Dnmt1 ko cells.

## Discussion

In this study, we have delineated the roles of H3K9me3 and DNA methylation for ERV regulation upon early embryonic vs. extra-embryonic endoderm development and differentiation. Our data demonstrate ontogenesis-dependent regulatory mechanism for IAP silencing in early endoderm development. In visceral endoderm cells, *Setdb1* is crucial to maintain H3K9me3 and DNA methylation on *IAP* elements. In definitive endoderm cells, H3K9me3 is not lost upon *Setdb1* deletion, suggesting compensation by other histone methyltransferases. This would be in agreement with a previous report that demonstrated reduced H3K9me3 only upon triple deletion of *Setdb1*, *Suv39h1* and *Suv39h2* in definitive endoderm-derived liver cells^38^. We could not detect reduced H3K9me3 and IAP-GAG expression in *Suv39h* dko definitive endoderm cells. This would suggest that *Suv39h* enzymes do not play a major role for mediating H3K9me3 on *IAP* in early definitive endoderm. However, because of the maintained H3K9me3 on *IAP* in *Setdb1*^*END*^ DE cells, *Suv39h* enzymes or other histone methyltransferases (*Setdb2*, *Prdm* enzymes) may compensate the loss of *Setdb1*.

Our data suggest a dominant role of DNA methylation over H3K9me3 for *IAP* silencing (Fig. 6). Loss of DNA methylation resulted in *IAP* de-repression in both visceral and definitive endoderm. Surprisingly, H3K9me3 on *IAP* elements was maintained under these conditions. Thus, our data demonstrate that H3K9me3 is not sufficient for ERV silencing in endoderm-derived cells. Based on the reduced DNA methylation upon *Setdb1* deletion in XEN cells and other cell types^8,16,17^ we speculate that one important role of *Setdb1*/H3K9me3 is to maintain high levels of DNA methylation. Currently, two mechanisms are being discussed: (1) H3K9me3 can be recognized by UHRF1 resulting in recruitment of DNMT1^18,19^, although this view is challenged by largely maintained DNA methylation in *Uhrf1* mutants lacking the H3K9me3 binding domain^20^. (2) *Setdb1*/H3K9me3 may protect ERVs from access of TET enzymes which would remove DNA methylation^16^. The function of DNA methylation in ERV silencing is currently not fully understood on the mechanistic level. It is possible that transcription factors which could activate ERVs bind DNA in a methylation-sensitive manner^39^. DNA methylation may also help to facilitate establishment of other chromatin modifications, or recruitment of repressive chromatin binding factors. Future studies are required to better clarify the roles of H3K9me3 and DNA methylation in this context.

**Fig. 6:**
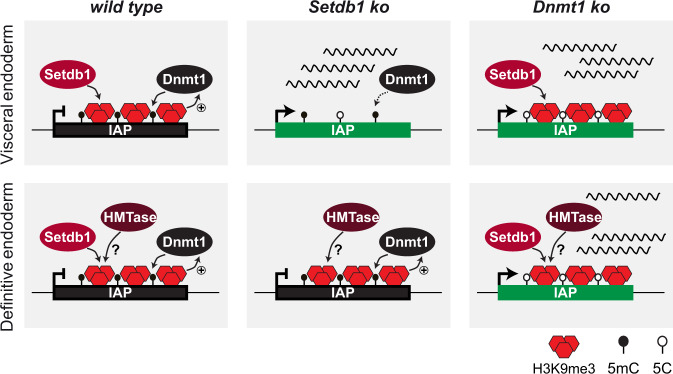
Model. Schematic depicts a dominant role of DNA methylation over H3K9me3 for ERV silencing in endoderm differentiation. Depletion of Setdb1 leads to augmented H3K9me3 and DNA methylation and impaired ERV silencing in visceral endoderm but not in definitive endoderm cells. In contrast, depletion of Dnmt1 impairs ERV repression in both visceral endoderm and definitive endoderm cells, although H3K9me3 is maintained. Together, our data suggest redundant cell type specific H3K9me3 maintenance pathways and a dominant role of DNA methylation for IAP silencing in endoderm cells.

A surprising finding of our study was that *IAP* de-repression upon loss of *Setdb1* was limited to extraembryonic endoderm cells in vivo. We showed this by co-staining of IAP-GAG with AFP as marker for extraembryonic endoderm cells in E7.5 embryos. During this time extraembryonic endoderm-derived cells integrate into the embryonic part of definitive endoderm and, upon integration, assume very similar transcriptional and phenotypic properties^40^. As we did not use a lineage reporter to follow extraembryonic endoderm-derived cells in later embryonic stages we cannot definitely state that all IAP-GAG expressing cells are of extraembryonic origin. However, our in vitro differentiation experiments strongly support the differential mode of ERV regulation in definitive vs. extraembryonic endoderm cells. The mechanistic basis for this differential mode of regulation remains obscure. Differences in expression of chromatin regulators or different transcription factor networks are unlikely to contribute. Recently, single cell RNA-seq analyses of endoderm cells from different embryonic stages revealed an almost indistinguishable expression pattern of cells derived from embryonic or extraembryonic origin^41^. As no significant transcriptional differences appear to exist between embryonic vs extraembryonic endoderm-derived cells in vivo, we hypothesize that the chromatin composition of ERVs established during endoderm differentiation is epigenetically maintained. More experiments are needed to determine the exact chromatin composition of ERVs in different cell types and to understand the cell type-specific recruitment of chromatin modifying factors. The mixed ontogeny of endoderm cells provides a unique opportunity to study the role and the mechanisms of epigenetic inheritance in different developmental stages and during aging in an in vivo model.

### Limitations of this study

*Setdb1* depletion in in vitro DE differentiation has minor effects on transcription of *IAPEz* elements and H3K9me3 is largely maintained. The intricacies of the DE differentiation protocol do not allow monitoring the fate of individual differentiated cells. In particular, we cannot determine how many cell divisions after *Setdb1* depletion have passed. It is, therefore, possible that even after extensive DE differentiation (day 14), cells have not undergone enough replication rounds to passively lose all *Setdb1*-dependent H3K9me3. We may therefore underestimate the role of *Setdb1* in establishing H3K9me3 in DE cells.

## Methods

### Generation of conditional Setdb1 knock-out strains

*Setdb1*^*ß-gal*^ mice (*Setdb1*^*tm1a(EUCOMM)Wtsi*^) were crossed with actin-Flp recombinase mice^42^ to remove the ß-gal cassette, resulting in the *Setdb1*^*flox*^ allele. To induce the specific deletion of *Setdb1* in endoderm cells, *Setdb1*^*flox*^ was combined with the *Sox17*^*2A-iCre*^ mouse line^28^. To monitor *Sox17-2A-iCre* activity, the *CAG-CAT-EGFP* reporter allele was introduced^43^.

Housing of mice was performed in the BMC animal core facility which is licensed by local authorities (Az. 5.1-5682/LMU/BMC/CAM, approved on 02-12-2017 by Landratsamt München) following the regulations of German Law (TierSchG, BGBl. I S. 1206, 1313).

### Establishment of ESC lines and cell culture conditions

Blastocysts were isolated at 3.5 dpc and cultured on feeder coated 48 well plates with ESC medium containing MEK-1 inhibitor (PD098059; New England Biolabs). After 5-7 days, the inner cell mass outgrowth was trypsinized and transferred to larger feeder-coated plates. Established ESC lines were split every 2 days.

MEF and ESCs were cultured in medium based on DMEM (D6429, Sigma) containing 15% FCS (F7542 Sigma), non-essential amino acids (M7145, Sigma), Penicillin/Streptomycin (P4333; Sigma), and 2-mercaptoethanol (Gibco, 31350-010). For ESC culture, the medium was supplemented with leukemia inhibitory factor (LIF).

### Whole mount in situ hybridization

In situ hybridization of whole-mount embryos was performed as previously described^44^.

### Whole mount embryo immunostaining

Embryos were isolated in PBS^+^ dissection medium [PBS containing Mg^2+^ and Ca^2+^]. Isolated embryos were fixed for 20 min at RT in 2% PFA in PBS^+^ followed by permeabilizing for 10-15 min in permeabilization solution [0.1 M glycine/0.1% Triton X-100]. Embryos were transferred into blocking solution [0.1% Tween-20; 10% FCS; 0.1% BSA; 3% Rabbit, Goat or Donkey serum]. Primary antibodies were added into the blocking solution and incubated o/n at 4 °C. The following antibodies were used: Foxa2 (Abcam, ab40874, 1:1000), Sox17 (Acris/Novus, GT15094,1:1000), GFP (Aves, GFP1020, 1:1000), AFP (R&D, AF5369, 1:1000) and IAP-GAG (Cullen lab, 1:1000). The next day, embryos were kept at RT for 2 hours. After 3 washes with PBST, embryos were incubated with secondary antibodies Donkey anti rabbit Alexa488 (Jackson Immuno Research, 711-545-152, 1:800), Donkey anti goat Alexa 555 (Invitrogen, A-21432, 1:1000), Donkey anti Chicken IgY Alexa488 (Jackson Immuno Research, 703-545-155, 1:800), Donkey anti mouse Cy3 (Jackson Immuno Research, 715-165-150, 1:800), Donkey anti rabbit Alexa647 (Jackson Immuno Research, 711-605-152, 1:500) for 3 hours at RT, followed by three washes. Embryos were then embedded in antifade medium (Invitrogen, P36930) for microscopy analysis.

### β-galactosidase staining and histology

Embryos were fixed with 4% paraformaldehyde/PBS at 4 °C [E7.5/5 min; E8.5/10 min; E9.5/20 min]. After washes with LacZ rinse solution [2 mM MgCl2; 0.02% NP-40; 0.01% sodium deoxycholate in PBS], embryos were stained with X-gal staining solution [1 mg/ml dimethylformamide; 5 mM potassium ferricyanide; 5 mM potassium ferrocyanide in LacZ rinse solution] o/n at 37 °C.

For histological sections, embryos were fixed overnight in 4% formaldehyde and embedded in paraffin. The embedded embryos were sectioned and stained with Hematoxylin and Eosin.

### In vitro endoderm differentiation

For in vitro differentiation towards definitive endoderm 0.1 Mio ESCs were seeded on FCS coated 6-well plates directly into endoderm differentiation medium (EDM) [500 ml Advanced DMEM/F-12 (1x) (Gibco/LifeTechnologies; 12634-10- 500 ml), 500 ml Advanced RPMI 1640 (1x) (Gibco/LifeTechnologies; 12633-012- 500 ml), 22 ml GlutaMAXTM – I CTSTM (Gibco/LifeTechnologies; 12860-01- 100 ml), 200 µl AlbuMAX 100 mg/ml (Gibco/LifeTechnologies; 11021-029 100 g, 22 ml HEPES 1 M (Gibco/LifeTechnologies; 15630-056- 100 ml), 70 µl Cytidine 150 mg/ml (SIGMA; C4654-5G), 0,9 ml ß-Mercaptoethanol 50 mM (Gibco/LifeTechnologies; 31350-10- 20 ml), 12 ml Pen/Strep (10000U/ml) (Gibco/LifeTechnologies; 10378016 – 100 ml), 1 ml Insulin-Transferin-Selenium Ethanolamine (Gibco/LifeTechnologies; 51500-056- 10 ml)], supplemented with 2 ng/ml of murine Wnt3a (1324 WN-CF, R&D systems) and 10 ng/ml of Activin A (338-AC, R&D systems). Cells were collected on day 7 for FACS isolation.

For in vitro differentiation towards extraembryonic endoderm, 0.2 million ESCs were seeded on gelatine coated 6-well plates directly in ESC medium and then were transduced with a lentiviral *Gata6* overexpression construct (#1582 pLenti6/EF1a-GATA6-IRES-Puro) on the next day. Two days after transduction, *Gata6* expressing cells were selected with 1 μg/ml puromycin. Five days after transduction, ESC medium was replaced with XEN medium [Advanced RPMI 1640 (1x) (Gibco/LifeTechnologies; 12633-012- 500 ml), supplemented with 15% FCS, 0.1 mM β-mercaptoethanol and 1% penicillin-streptomycin]. Cells were collected on day 7 for FACS isolation.

For the extended DE differentiation time-course cells were harvested at day 8 of differentiation. DE cells were detached with StemPro™ Accutase™ Cell Dissociation Reagent (Thermofisher) by incubation for 3 minutes at 37 °C. For later time-points cells were re-seeded onto Biotechne Cultrex Stem Cell Qualified Reduced Growth Factor BME coated dishes and harvested at day 10, 12 and 14.

### Cell cycle analysis

Cell cycle analysis of DE cells was performed using Hoechst 33342 Ready-Flow Reagent (Thermo Fisher Scientific) at 1 drop per 0.5 ml of cell suspension, incubated at 37 °C for 10 min. Cells were analyzed on FACSAriaFusion SORP or LSRFortessa SORP (both BD Biosciences) equipped with a UV laser (355 nm) for optimal excitation of Hoechst 33342. Dead cells were excluded using SYTOX™ Red Dead Cell Stain, for 633 or 635 nm excitation (ThermoFisher) in a 1:1000 dilution. Cell cycle profiles were analyzed with FlowJo v10.8.1 (BD). Doublets were excluded from analysis based on SSC-H versus -W and Hoechst-W versus -H plots.

### Immunofluorescence microscopy

Cells were carefully washed once with PBS. Fixation was carried out with 3.7% formaldehyde (Carl Roth) in PBS for 10 min at RT. Cells were then permeabilized with 3 mM sodium citrate tribasic dehydrate (Merck), 0.1% v/v Triton X-100. Permeabilized cells were washed twice with PBS and twice in washing solution [PBS, 0.1% v/v Tween 20, 0.2% w/v BSA] for 5 min. Cells were blocked with blocking solution [PBS, 0.1 % v/v Tween 20, 2.5% w/v BSA] for 30 min and incubated overnight at 4 °C with primary antibodies in blocking solution. The following antibodies were used: GFP (Aves, GFP1020, 1:1000), IAP-GAG (Cullen lab, 1:1000). Cells were washed three times in washing solution for 10 min before incubation with secondary antibodies Donkey anti Chicken IgY Alexa488 (Jackson Immuno Research, 703-545-155, 1:800) and Donkey anti rabbit Alexa 555 (Invitrogen, A-31572, 1:1000) in blocking solution containing 10% normal goat serum (Dianova-Jackson Immuno Research) at RT for 1 h. After washing three times in PBS, 0.1% Tween 20 for 10 min, cells were embedded with Vectashield/DAPI (Vector Laboratories) on standard microscope slides (Carl Roth). The immunofluorescence staining was examined with Axiovert 200 M inverted microscope for transmitted light and epifluorescence (Carl Zeiss Microscopy) with the help of the AxioVision Special Edition Software (Carl Zeiss Microscopy).

### Fluorescence activated cell sorting

Cells were resuspended in PBS/0.2% FCS before FACS collection. Cells from embryos were directly sorted into lysis buffer (Thermo Fisher, KIT0204) followed by RNA extraction. Cells from in vitro culture were sorted into PBS/0.2% FCS. FACS was performed using a FACS Aria instrument (BD Biosciences). Data were analysed using FlowJo software.

### RT-qPCR analyses

Total RNA from three independent biological replicates of sorted cells was isolated using the RNA Clean & Concentrator kit (Zymo Research) including digestion of remaining genomic DNA according to producer´s guidelines. qPCR was carried out with the Fast SYBR Green Master Mix (Applied Biosystems) in a LightCycler480 (Roche) according to the Fast SYBR Green Master Mix-protocol. Primers were evaluated for generating a single PCR product and for linear amplification in a wide range of DNA template dilutions. Every PCR-reaction was performed in a total volume of 10 μl in duplicates, triplicates or quadruplicates in a 384-well plate (Sarstedt). Two independent control genes (*Gapdh* and *HPRT*) were used as reference genes for qRT-PCR experiments and geometric mean of reference Ct values was used as normalization^45^. For qRT-PCR of repetitive regions like *IAP* elements, negative control samples that were not treated with reverse transcriptase were used to control for genomic DNA background. Ct-values were generated by the LightCycler480-Software (Roche) using the 2nd derivative max function and fold changes were calculated using the 2^–ΔΔCt^ method.

### Western blot

Whole cell proteins extracts were prepared by resuspending 1 million cells in 40 µl of freshly prepared lysis buffer containing 50 mM Tris/HCl pH 7.5, 2% w/v SDS, 1% v/v Triton X-100, 1 mM PMSF, 0.5x Roche Complete Protease Inhibitor Cocktail. Samples were vortexed for 10 s at max speed and boiled for 10 min at 95 °C. After incubation with 1 µl of Benzonase/ 2.5 mM MgCl_2_ at 37 °C for 15 min, protein extracts were mixed with 12 µl 4x sample buffer (Roth) and boiled again for 5 min at 95 °C. The boiled protein extracts were separated through SERVAGel TG PRiME 4-12 % precast SDS Page (SERVA Electrophoresis) in running buffer 25 mM Tris, 200 mM glycine, 1% (m/v) SDS at RT for 1 h and 25 mA per gel. Gels were blotted onto methanol activated PVDF membranes in a wet-blotting chamber (Bio-Rad Laboratories) containing blotting buffer 50 mM Tris, 40 mM glycine, 10% v/v methanol, 5 μM SDS for 1.5 h at 4 °C. Membranes were incubated in blocking buffer 1x PBS, 2.5% w/v BSA and 2.5 % w/v milk at RT for 1 h under mild agitation. Blocked membranes were incubated with primary Ab in blocking buffer at 4 °C for 16 h. The antibodies used were Setdb1 (Santa Cruz, sc66884-X, 1:250) and α-Tubulin (Sigma, T5168, 1:1000). Membranes were washed 3 times with PBST buffer 1x PBS, 0.1% v/v Tween 20 for 20 min. Incubation with secondary Ab 680RD Goat anti-Mouse (LI-COR, 926-68070, 1:3000) and 800CW Goat anti-Rabbit (LI-COR, 926-32211, 1:3000) was done in blocking buffer at RT for 1.5 h. The probed membranes were washed 3 times in PBST for 20 min. Based on the detection method, Immobilon Western Chemiluminescent HRP Substrate (Merck Millipore) was used for ECL method and IRDye 800CW Secondary Antibodies for LI-Cor method. Chemoluminescence was detected in by ChemiDoc MP Imaging System with the Image Lab Software using ECL Western blot detection reagent (Amersham Biosciences) or by Li-Cor Odyssey Imaging System with the Image studio software.

### RNAseq analysis

The Agilent 2100 Bioanalyzer was used to assess RNA quality and only high-quality RNA samples (RIN > 8) were further processed for cDNA synthesis using SMART-Seq v4 Ultra Low Input RNA Kit (Clontech cat. 634888) according to the manufacturer´s instruction. cDNA was fragmented to an average size of 200-500 bp in a Covaris S220 device (5 min; 4 °C; PP 175; DF 10; CB 200). Fragmented cDNA was used as input for library preparation using MicroPlex Library Preparation Kit v2 (Diagenode, cat. C05010012) and processed according to the manufacturer´s instruction. RNA samples from Dnmt1 ko cells were Ribodepleted using the NEBNext rRNA Depletion Kit (Human/Mouse/Rat) (NEB #E6310) and, RNAseq libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB #E7760) according to the manufacturer’s instructions. All libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on HiSeq 1500 system according to the standard Illumina protocol for 50 bp single end reads.

### ChIP-seq of histone modifications

0.5 million FACS-sorted cross-linked cells (1% formaldehyde, 10 min RT) were lysed in 100 µl Buffer-B-0.5 (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 0.5% SDS, 1x protease inhibitors -Roche) and sonicated in a microtube (Covaris; 520045) using a Covaris S220 device until most of the DNA fragments were between 200-500 base pairs long (settings: temperature 4 °C, duty cycle 2%, peak incident power 105 Watts, cycles per burst 200). After shearing, lysates were centrifuged for 10 min, 4 °C, 12000 g and supernatant diluted with 400 µl of Buffer-A (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl, 1x protease inhibitors-Roche). 150 µl of sonicated chromatin was then incubated 4 h at 4 °C on a rotating wheel with 3 µg of H3K9me3 antibody (Active Motif; 39161) conjugated to 10 µl of magnetic beads. Beads were washed four times with Buffer-A (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl, 1x protease inhibitors - Roche) and once with Buffer-C (10 mM Tris-HCl pH 8.0, 10 mM EDTA). Beads were re-suspended in 100 µl elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS) and incubated 20 min at 65 °C. Supernatant was transferred to a new tube. Crosslink reversal of immunoprecipitated DNA was carried out overnight at 65 °C. Then 100 µl TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA) was added, RNA was degraded by 4 μl RNase A (10 mg/ml) for 1 hour at 37 °C and proteins were digested with 4 μl Proteinase K (10 mg/ml) at 55 °C for 2 hours. Finally, DNA was isolated by phenol:chloroform:isoamyl alcohol purification followed by ethanol precipitation. Purified DNA was used as input for library preparation using MicroPlex Library Preparation Kit v2 (Diagenode, cat. C05010012) and processed according to the manufacturer´s instruction. Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on HiSeq 1500 system according to the standard Illumina protocol for 50 bp single-end reads.

For the extended DE differentiation time-course cells (day 12 and day 14) ChIPseq was was done using the following protocol. Briefly, 50.000 FACS-sorted cross-linked cells (1% formaldehyde, 10 min RT) were lysed in 100 ul Buffer-B-0.3 (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 0,3%SDS, 1x protease inhibitors -Roche) and and sonicated in a microtube (Covaris; 520045) using a Covaris S220 device until most of the DNA fragments were between 200-500 base pairs long (settings: temperature 4 °C, duty cycle 2%, peak incident power 105 Watts, cycles per burst 200). After shearing, lysates were diluted with 1 volume of Dilution Buffer (1 mM EGTA 300 mM NaCl, 2% Triton x-100, 0.2% sodium deoxycholate, 1x protease inhibitors-Roche). Sonicated chromatin) was then incubated 4 h at 4 °C on a rotating wheel with 1 ug of H3K9me3 (Diagenode C15410193) antibody conjugated to 10 µl of Protein-G Dynabeads (Thermofisher). Beads were washed four times with Buffer-A (10 mM Tris-HCl, pH 7.5, 1 mM EDTA, 0.5 mM EGTA,1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl, 1x protease inhibitors) and once with Buffer-C (10 mM Tris-HCl, pH 8.0, 10 mM EDTA). Beads were then incubated with 70 μl elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris HCl pH 8.0) containing 2 μl of Proteinase K (20 mg/ml) for 1 hour at 55 °C and 8 hours at 65 °C to revert formaldehyde crosslinking, and supernatant was transferred to a new tube. Another 30 μl of elution buffer was added to the beads for 1 minute and eluates were combined and incubated with another 1 μl of Proteinase K for 1 h at 55 °C. Finally, DNA was purified with SPRI AMPure XP beads (Beckman Coulter) (sample-to-beads ratio 1:2). Purified DNA was used as input for library preparation with Thruplex DNA-seq kit (Takara, cat. R400674) and processed according to the manufacturer´s instruction. Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on Illumina NextSeq device.

### Oxidative bisulfite analysis

Genomic DNA was prepared using the DNEasy Blood and Tissue Kit (Qiagen) and subjected to bisulfite conversion using the EpiTect Bisulfite Kit (Qiagen) according to the manufacturer’s protocol. Jumpstart Taq polymerase (Sigma Aldrich) was used to amplify the IAP GAG region, IAP LTR region and a 200 bp region of LINE-1. PCR primers for bisulfite-converted DNA were modified by adding Illummina adaptors for library preparation based on previous studies^15,46,47^. The gel-purified amplicons were indexed with index primers/universal PCR primers and Illumina P5/P7 primers. Before amplification, the DNA was purified with SPRI AMPure XP beads (sample-to-beads ratio 1:0.8). Libraries were checked for quality control and correct fragment length on a Bioanalyzer 2100 (Agilent) and concentrations were determined with Qubit dsDNA HS Assay Kit (Life Technologies). Sequencing was carried out on a MiSeq sequencer (2 × 300 bp and 2 × 250 bp paired end) with v3 chemistry (Illumina).

### Intracellular Staining for IAP-GAG

ESCs and endoderm differentiated cells were resuspended in 500 µl PBS containing 2 µl zombie aqua (Biolegend, cat no.423101). Fixation/Permeabilization was performed in 1 ml of Foxp3 fixation/permeabilization buffer. After 30 min incubation at 4 °C in the dark, samples were washed with 2 ml of 1x permeabilization buffer and centrifuged at 400 g at RT for 5 min. The pellet was resuspended in 100 µl of 1x permeabilization buffer after a second wash and incubated with primary antibodies IAP-GAG (Cullen lab, 1:1000) and Sox17 (Acris/Novus, GT15094, 1:1000) for at least 30 minutes at room temperature in the dark. After washes with 2 ml of 1x permeabilization buffer, the pellet was resuspended in 100 µl of 1x permeabilization buffer and incubated with secondary antibodies anti-rabbit (Jackson; 711605152, 1:800) and anti-goat (Invitrogen; A21432, 1:1000) at room temperature for 60 min in the dark. After two washes with 2 ml of 1x permeabilization buffer, cells were resuspended in 300 µl of FACS buffer. ESCs and differentiated cells were then analyzed by flow cytometry using FACS Aria instrument (BD Biosciences). Data were further processed using the FlowJo v10 Software. FITC-A channel (Sox17) was used to distinguish endoderm differentiated from undifferentiated cells.

### Reagents

Cell lines, antibodies, primers and plasmids are listed in the Supplementary Information.

### Bioinfomatic analysis

#### RNA-seq

Single end reads were aligned to the mouse genome version mm10 using STAR^48^ with default options “--runThreadN 32 --quantMode TranscriptomeSAM GeneCounts --outSAMtype BAM SortedByCoordinate”. Read counts for all genes and repeats were normalized using DESeq2^49^. Significantly changed genes were determined through pairwise comparisons using the DESeq2 results function (adjusted *p* value < 0.01). The expression levels of different repeat classes was assessed using Homer through analyzeRepeats.pl with the repeats function. The repeat definitions were loaded from UCSC. Significantly changed ERV families were determined through pairwise comparisons using the DESeq2 results function (log2 fold change threshold = 1, adjusted *p* value < 0.01). PCA analyses were done using the plotPCA function of the DESeq2 package. Bargraphs showing expression data for selected genes were plotted using ggplot2 with RSEM-normalized data (TPM = Transcript Per Million). Heatmap with differentially expressed ERV families was plotted with pheatmap using rlog-normalized expression values.

#### ChIP-seq

ChIP-seq single end reads were aligned to the mouse genome mm10 using Bowtie with options “-q -n 2 --best --chunkmbs 2000 -p 32 -S”. The H3K9me3 enrichment of different repeat classes was assessed using Homer through analyzeRepeats.pl with the repeats function. The repeat definitions were loaded from UCSC. Correlation of expression and H3K9me3 changes for ERVs were plotted by log2foldchange of H3K9me3 enrichment over input versus log2foldchange of expression. Cumulative read coverage across IAP elements was calculated using coverageBed and normalized to the library size. Coverage profiles were plotted using ggplot2.

H3K9me3 domains were identified using chromstaR^50^ with options binsize = 5000, stepsize = 1000 in mode “separate”. Differential H3K9me3 peaks were detected with chromstaR using options binsize = 1000, stepsize = 500 in mode “differential”.

#### Bisulfite sequencing

Bisulfite sequencing paired end reads were aligned using CLC Genomics Workbench. Methylation analysis of sequencing data was performed using QUMA: quantification tool for methylation analysis^51^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. NGS data (Supplementary Data 13) were deposited on NCBI GEO database with accession number GSE139128. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dominant role of DNA methylation over H3K9me3 for IAP silencing in endoderm
**Source:** Nat Commun. 2022 Sep 19;13:5447. doi: 10.1038/s41467-022-32978-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Cell lines used and generated in this study

| Cell line                                                                        | ID    | type                                 | origin                   | generation                  |
|----------------------------------------------------------------------------------|-------|--------------------------------------|--------------------------|-----------------------------|
| <i>Setdb1</i> <sup>flox/+</sup> ; <i>Sox17-2A-iCre</i> ; <i>EGFP-reporter</i>    | B70-1 | feeder-dependent<br>mouse ES cells   | this study               | derived from<br>blastocysts |
| <i>Setdb1</i> <sup>flox/flox</sup> ; <i>Sox17-2A-iCre</i> ; <i>EGFP-reporter</i> | B63-4 | feeder-dependent<br>mouse ES cells   | this study               | derived from<br>blastocysts |
| J1 wildtype ES cells                                                             | J1 wt | feeder-independent<br>mouse ES cells | Leonhardt lab            | -                           |
| Dnmt1 ko ES cells                                                                | D1 ko | feeder-independent<br>mouse ES cells | Leonhardt lab            | -                           |
| 293T cells                                                                       | 293T  | human embryonic<br>kidney cells      | ATCC                     | -                           |
| Suv39h dko ES cells                                                              | dn57  | feeder-independent<br>mouse ES cells | (Peters et al.,<br>2001) | -                           |
| wild type control ES<br>cells                                                    | wt26  | feeder-independent<br>mouse ES cells | (Peters et al.,<br>2001) | -                           |

### Antibodies

| Epitope   | Host    | Type       | Company       | Product Number                 |
|-----------|---------|------------|---------------|--------------------------------|
| Setdb1    | Rabbit  | polyclonal | Santa Cruz    | Anti-Setdb1 (sc66884-X)        |
| a-Tubulin | Mouse   | monoclonal | Sigma Aldrich | anti-a-Tubulin (clone B-5-1-2) |
| GFP       | Chicken | polyclonal | Aves          | Anti-GFP (GFP1020)             |

|         |        |            |                  |                      |
|---------|--------|------------|------------------|----------------------|
| AFP     | Mouse  | polyclonal | R&D              | Anti-AFP (af5369)    |
| Foxa2   | Rabbit | polyclonal | Abcam            | Anti-Foxa2 (ab40874) |
| Sox17   | Goat   | polyclonal | Neuromics        | Anti-Sox17 (gt15094) |
| IAP-GAG | Rabbit | polyclonal | Bryan Cullen lab | Anti-IAP-GAG         |
| H3K9me3 | Rabbit | polyclonal | Active Motif     | Anti-H3K9me3 (39161) |

### qPCR Primers

| target           | ID      | direction | sequence (5' to 3' direction) | use                  | taken from<br>reference |
|------------------|---------|-----------|-------------------------------|----------------------|-------------------------|
| Gapdh            | GS276.1 | fw        | TCAAGAAGGTGGTGAAGCAG          | used as<br>reference |                         |
|                  | GS276.2 | rw        | GTTGAAGTCGCAGGAGACAA          |                      |                         |
| Hprt             | GS279.1 | fw        | ATGAGCGCAAGTTGAATCTG          | used as<br>reference |                         |
|                  | GS279.2 | rw        | CAGATGGCCACAGGACTAGA          |                      |                         |
| Setdb1-<br>exon4 | GS958   | fw        | AGCAGAACTCCAAAAGACCAGA<br>AGC | Fig S2D,<br>Fig S3B  |                         |
|                  | GS959   | rw        | TCTTGCCCAGAATCCGCATG          |                      |                         |
| Sox17            | GS2755  | fw        | GCTAGGCAAGTCTTGGAAGG          | Fig S3B              |                         |
|                  | GS2756  | rw        | CTTGTA GTTGGGGTGGTCCT         |                      |                         |
| IAP-global       | GS2512  | fw        | CGGGTCGCGGTAATAAAGGT          | Fig S3B              | (Sadic et al.<br>2015)  |
|                  | GS2513  | rw        | ACTCTCGTTCCCCAGCTGAA          |                      |                         |

### Primers for bisulfite-PCR-analysis

| target | ID | direction | sequence (5' to 3' direction) | use | taken from |
|--------|----|-----------|-------------------------------|-----|------------|
|--------|----|-----------|-------------------------------|-----|------------|

|         |        |    |                                    |         |                       |
|---------|--------|----|------------------------------------|---------|-----------------------|
|         |        |    |                                    |         | reference             |
| IAP-Gag | GS4289 | fw | AGGTTAGTTTGTTGATTGGTTTTAG          | Fig 4C  | (Sadic et al. 2015)   |
|         | GS4290 | rw | AATCAACAAAATAAACTCCCTAACC          |         |                       |
| IAP-LTR | GS4261 | fw | GGTTTTGGAATGAGGGATTTT              | Fig 4C  | (Rowe et al. 2013)    |
|         | GS4262 | rw | CTCTACTCCATATACTCTACCTTC           |         |                       |
| LINE-1  | GS4291 | fw | GTTAGAGGATTTGATAGTTTTTGA<br>ATAGG  | Fig S4B | (Tommasi et al. 2012) |
|         | GS4292 | rw | CCAAAACAAAACCTTTCTCAAACAC<br>TATAT |         |                       |

### ChIP-qPCR Primers

| target     | ID     | direction | sequence (5' to 3' direction) | use    | taken from<br>reference |
|------------|--------|-----------|-------------------------------|--------|-------------------------|
| Gapdh      | GS485  | fw        | CCATCCCACGGCTCTGCAC           | Fig 5B |                         |
|            | GS486  | rw        | GCAAGGCTTCCGTGCTCTCG          |        |                         |
| Polrmt     | GS1650 | fw        | TCAGCAAACCTCCAATAGCGCAC       | Fig 5B |                         |
|            | GS1651 | rw        | TTGCCGCACAACATGGACTT          |        |                         |
| H19        | GS928  | fw        | AGCTTTGAGTACCCCAGGTTCA        | Fig 5B |                         |
|            | GS929  | rw        | GCCTCTGCTTTTATGGCTATGG        |        |                         |
| IAP-LTR    | GS3804 | fw        | GCTCCTGAAGATGTAAGCAATAAAG     | Fig 5B | (Maksakova et al. 2013) |
|            | GS3805 | rw        | CTTCCTTGCGCCAGTCCCGAG         |        |                         |
| IAP-global | GS2512 | fw        | CGGGTCGCGGTAATAAAGGT          | Fig 5B | (Sadic et al. 2015)     |
|            | GS2513 | rw        | ACTCTCGTTCCCCAGCTGAA          |        |                         |

|         |        |    |                                |        |                      |
|---------|--------|----|--------------------------------|--------|----------------------|
| IAP-GAG | GS3908 | fw | CACGCTCCGGTAGAATACTTACAAA<br>T | Fig 5B | (Sharif et al. 2016) |
|         | GS3909 | rw | CCTGTCTAACTGCACCAAGGTAAAA<br>T |        |                      |

## Plasmids

| ID     | plasmid name                 | Inserted fragments | origin                        | comment and usage             |
|--------|------------------------------|--------------------|-------------------------------|-------------------------------|
| GS183  | psPAX2                       | -                  | Didier Trono (Addgene: 12260) | Used for lentiviral packaging |
| GS811  | pLPeco-env                   | -                  | (Dambacher et al, 2012)       | Used for lentiviral packaging |
| GS1582 | pLenti6/EF1a-GATA6-IRES-Puro | GATA6              | (Sadic et al. 2015)           | Stable overexpression         |

**a**

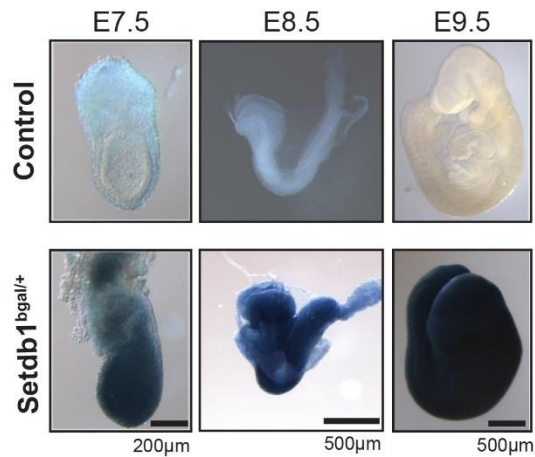

**b**

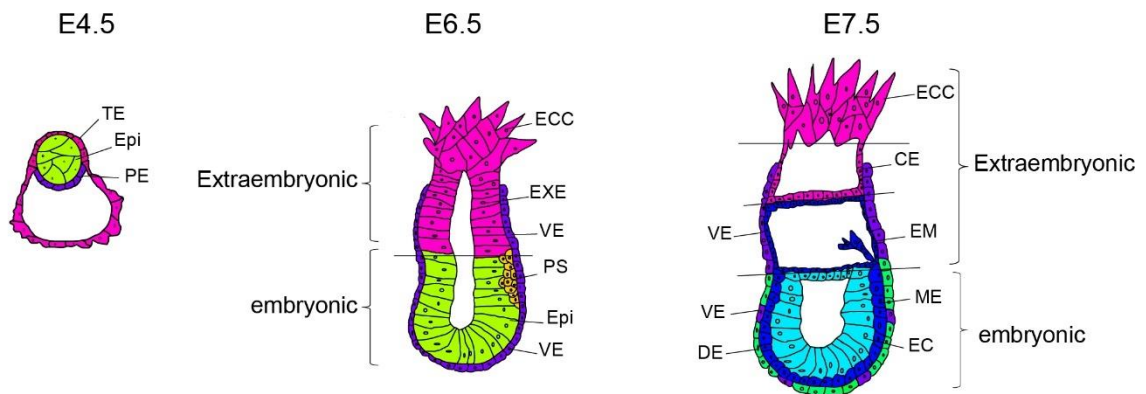

TE: Trophectoderm

Epi: Epiblast

PE: Primitive Endoderm

EXE: Extraembryonic Ectoderm

ECC: Ectoplacental Cone

PS: Primitive Streak

VE: Visceral endoderm

CE: Chorionic ectoderm

EM: Extraembryonic mesoderm

ME: Mesoderm

DE: Definitive endoderm

EC: Ectoderm

At E6.5, extraembryonic and embryonic visceral endoderm cells are derived from primitive endoderm cells. Meanwhile, cells start to migrate through the primitive streak region to form definitive endoderm and mesoderm. At E7.5, the visceral endoderm cells become displaced by the intercalation of the definitive endoderm cells.

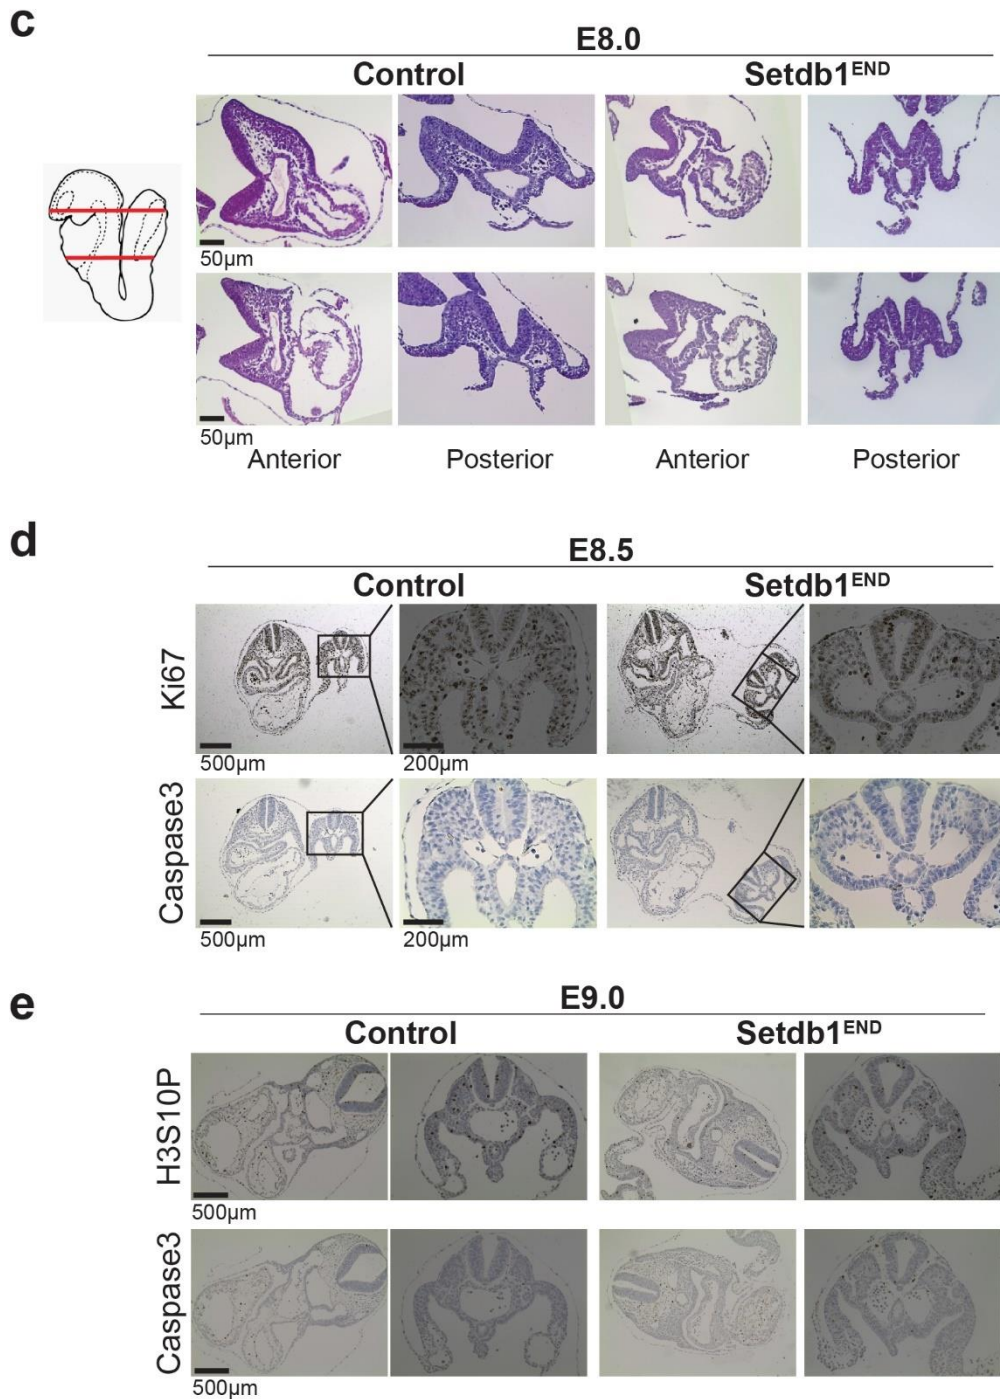

### Supplementary Figure 1.

(a) *Setdb1* is ubiquitously expressed in early embryos. Activity of  $\beta$ -galactosidase was measured in control (no staining) and *Setdb1* <sup>$\beta$ gal</sup> embryos from E7.5 to E9.5 (anterior to the left). Representative images from n=3 per genotype and stage.

(b) Schematic of early embryonic development and lineage differentiation. Deletion of *Setdb1* occurs in visceral and definitive endoderm cells.

(c) Hematoxylin/Eosin staining of transverse sections of E8.0 control and *Setdb1*<sup>END</sup> embryos. The approximate positions of the sections are indicated in the schematic. No obvious structural aberrations could be detected. Representative images from n=3 per genotype.

(d) Immunohistochemistry analysis of Caspase3 (apoptosis marker) and Ki67 (proliferation marker) of transverse sections from E8.5 control and *Setdb1*<sup>END</sup> embryos. Rectangles mark the posterior parts shown in the magnified views. Representative images from n=3 per genotype.

(e) Immunohistochemistry analysis of Caspase3 (apoptosis marker) and H3S10P (mitosis marker) of transverse sections from E9.0 control and *Setdb1*<sup>END</sup> embryos. Rectangles mark the posterior parts shown in the magnified views. Representative images from n=3 per genotype.

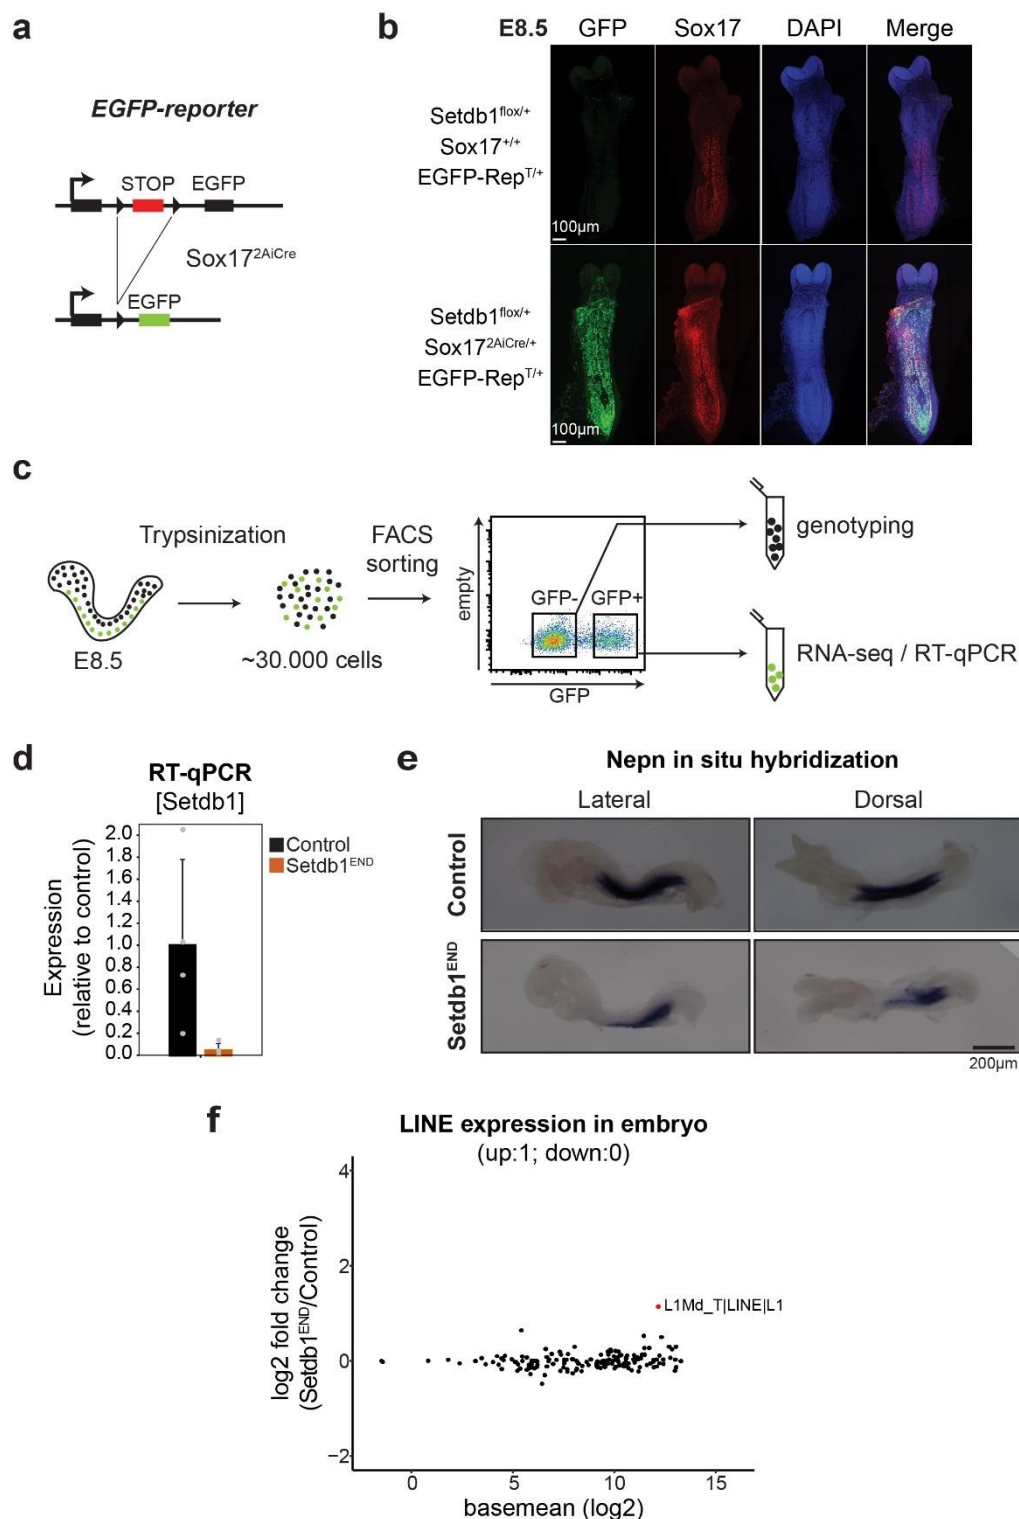

**Supplementary Figure 2.**

(a) Schematic of the *EGFP Cre* reporter allele. A floxed STOP cassette precedes the EGFP coding region. Deletion of this STOP cassette by *Sox17*<sup>2A-Cre</sup> results in EGFP expression in cells with *Cre* activity.

(b) Whole mount staining of EGFP (marks activity of the *Cre* reporter) and *Sox17* (marks endoderm cells) in E8.5 control embryos with (lower panel) or without (upper panel) *Sox17*<sup>2A-</sup>

*iCre* allele. EGFP reporter activity strictly depends on presence of *Sox17*<sup>2A-iCre</sup> and overlaps with the *Sox17* expression domain. Representative images from n=3 per genotype.

(c) Schematic of the FACS sorting strategy for endoderm cells from E8.5 embryos based on EGFP reporter expression.

(d) Expression analysis of *Setdb1* by RT-qPCR in control and *Setdb1*<sup>END</sup> embryonic endoderm cells relative to control. Data are presented as mean values +/- SD from replicate experiments (n=4). Source data are provided as a Source Data file.

(e) In situ hybridization analysis for *Nepn* in control and *Setdb1*<sup>END</sup> embryos. Reduced *Nepn* expression was detected in *Setdb1*<sup>END</sup> embryos. Representative images from n=3 control and n=2 mutant embryos.

(f) Dot plot showing basemean expression vs. log2-fold change of LINEs in embryonic endoderm cells. LINEs with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01, fold change > 2; n=3 for each condition) are colored (red = increased expression in *Setdb1*<sup>END</sup> cells, blue = reduced expression in *Setdb1*<sup>END</sup> cells). Selected LINEs are labeled.

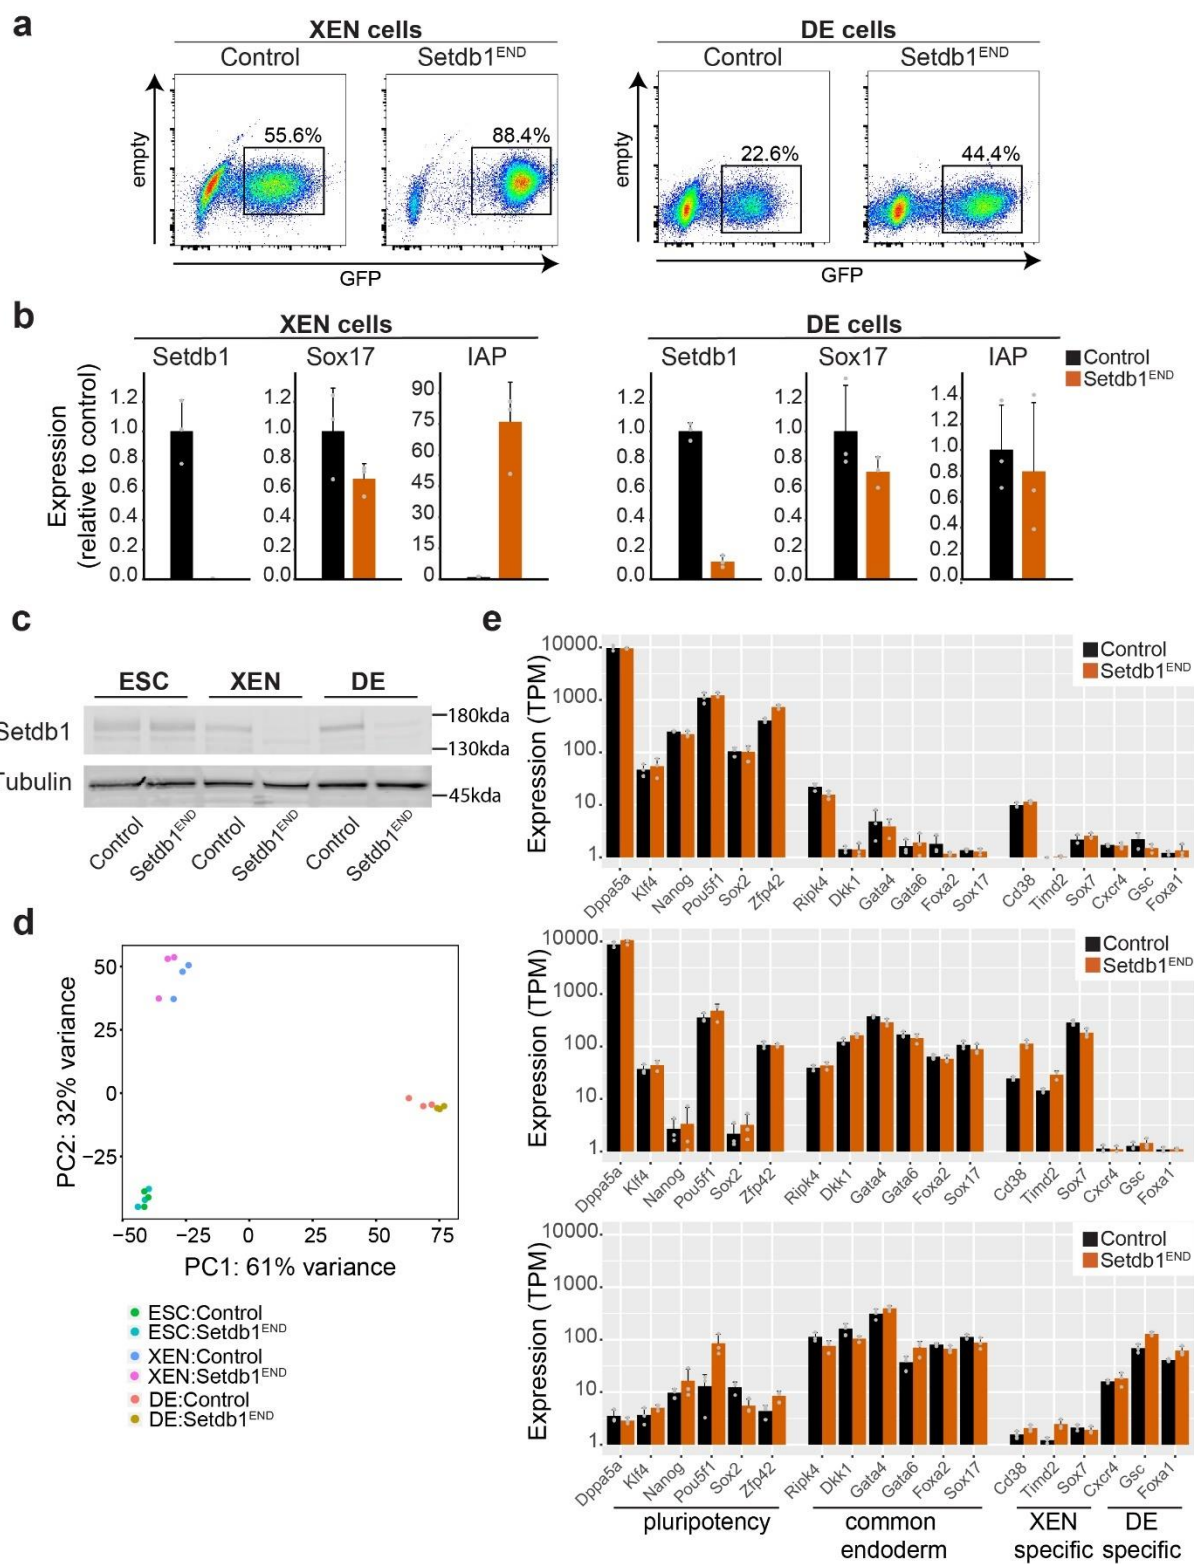

**f**

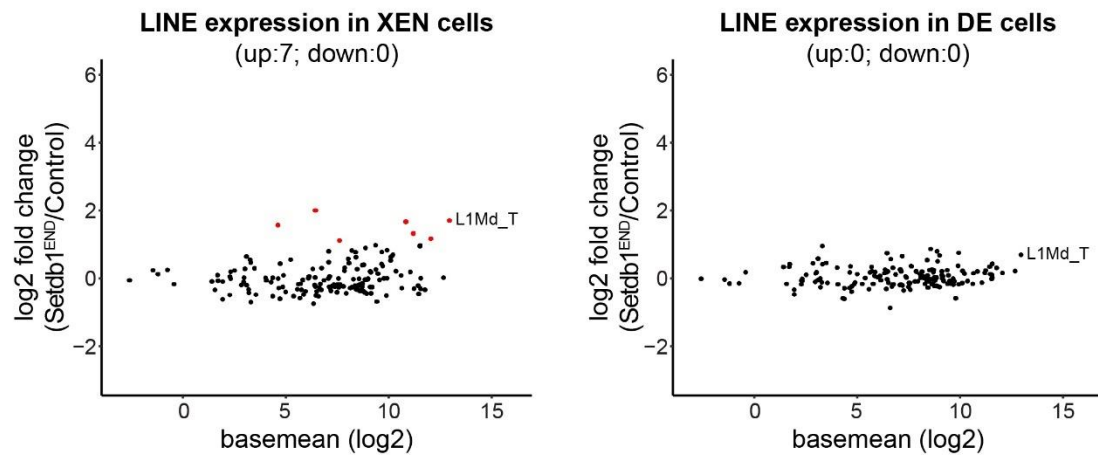

**g**

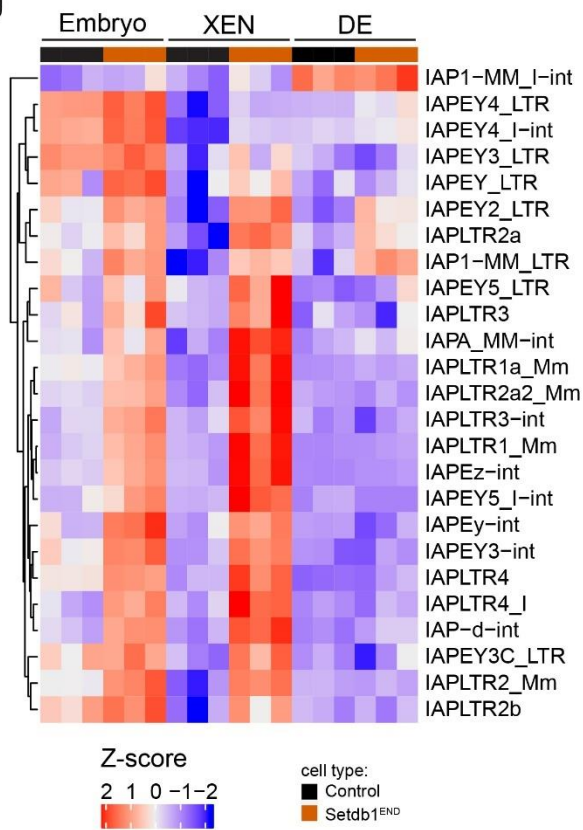

**h**

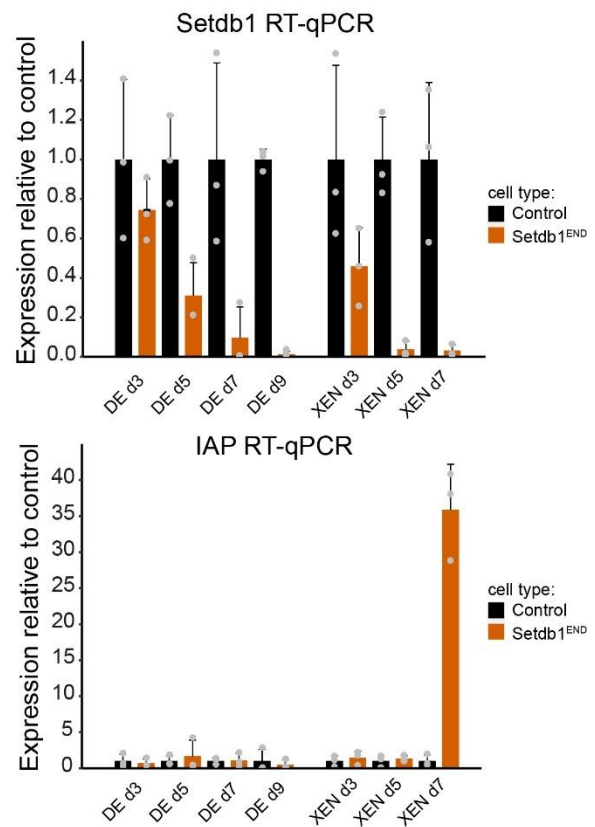

### Supplementary Figure 3.

(a) Representative FACS plots of *in vitro* differentiated ESCs. EGFP expression corresponds to activation of the EGFP reporter by *Sox17*<sup>2A-iCre</sup> upon endoderm commitment. EGFP positive XEN od DE cells were FACS sorted for subsequent analyses.

(b) Expression of *Setdb1*, *Sox17* and *IAP* elements was detected by RT-qPCR in *in vitro* differentiated control and *Setdb1*<sup>END</sup> XEN and DE cells relative to control cells. Data are

presented as mean values +/- SD from replicate experiments (n=3). Source data are provided as a Source Data file.

(c) Western blot detection of SETDB1 protein expression in control and *Setdb1*<sup>END</sup> ESCs, XEN and DE cells. Tubulin serves as loading control. Source data are provided as a Source Data file.

(d) PCA analysis of RNA-seq data from control and *Setdb1*<sup>END</sup> ESCs, XEN and DE cells. Each dot represents one individual replicate.

(e) Average expression levels of genes detected by RNA-seq for pluripotency, extra-embryonic endoderm and definitive endoderm markers in ESCs, XEN and DE cells. TPM: Transcripts Per Kilobase Million. Data are presented as mean values +/- SD from replicate experiments (n=3).

(f) Dot plot showing basemean expression vs. log2 fold change of LINEs in *in vitro* differentiated control and *Setdb1*<sup>END</sup> XEN and DE cells. LINEs with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01, log2foldchange > 1; n=3 for each condition) are colored (red = increased expression in *Setdb1*<sup>END</sup> cells, blue = reduced expression in *Setdb1*<sup>END</sup> cells). Selected LINEs are labeled.

(g) Heatmap showing expression of *IAP* family members in control and *Setdb1*<sup>END</sup> embryonic endoderm and *in vitro* differentiated XEN and DE cells. Z score indicates expression differences (red = high, blue= low). Hierarchical clustering was performed using complete agglomeration method and a Euclidean distance metric (n=3 for each condition).

(h) Time-course experiment for *Setdb1* deletion in *Setdb1*<sup>END</sup> DE and XEN cells. Expression analysis of *Setdb1* and *IAPEz* by RT-qPCR in control and *Setdb1*<sup>END</sup> DE cells relative to control. Data are presented as mean values +/- SD from replicate experiments (n=3). Source data are provided as a Source Data file.

Control and *Setdb1*<sup>END</sup> ES cells were *in vitro* differentiated. RNA was isolated at day 3,5,7 (DE and XEN) and 9 (DE) days of differentiation. RT-qPCR analysis for *Setdb1* and *IAPEz* expression revealed that XEN cells display strong *IAPEz* de-repression at day 7 of differentiation when *Setdb1* was strongly deleted for 2 days. In contrast, DE cells did not display *IAPEz* expression even at day 9 of differentiation.

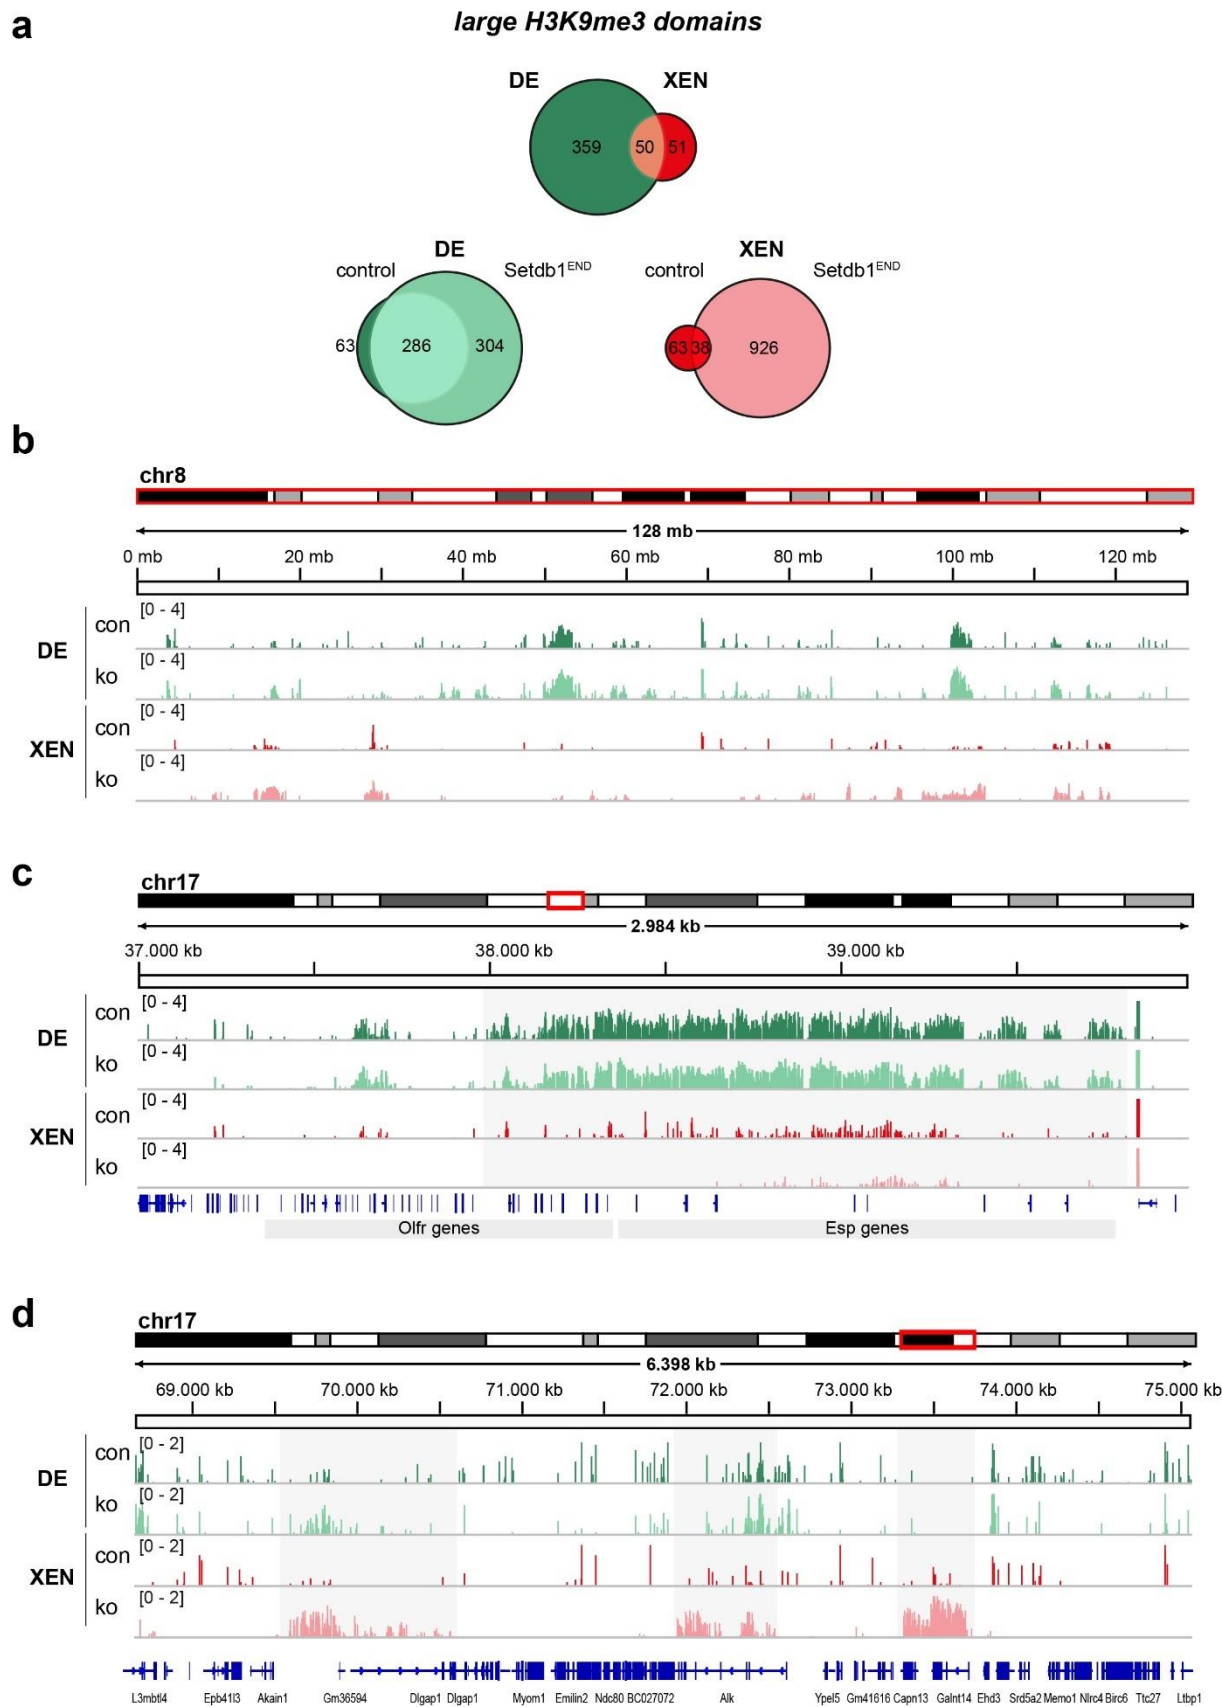

**Supplementary Figure 4.**

(a) Megabase-size H3K9me3 domains are detected predominantly in DE cells. ChromstaR was used to detect large stage-specific H3K9me3 domains. In DE cells, prominent domains

could be identified, which only partially overlapped with XEN cell, where large H3K9me3 domains were less apparent. In *Setdb1*<sup>END</sup> DE cells these domains are largely unaltered. Appearance of new H3K9me3 domains was observed in *Setdb1*<sup>END</sup> XEN cells.

(b) Visualization of megabase-sized H3K9me3 domains on chromosome 8. H3K9me3 tracks for control and *Setdb1*<sup>END</sup> DE and XEN cells are shown.

(c) Example of a DE-specific H3K9me3 domain (gray box) on chromosome 17 covering *Olf* and *Esp* genes which are not expressed in DE or XEN cells.

(d) Example of *Setdb1*<sup>END</sup>-specific H3K9me3 domains in XEN cells (gray boxes).

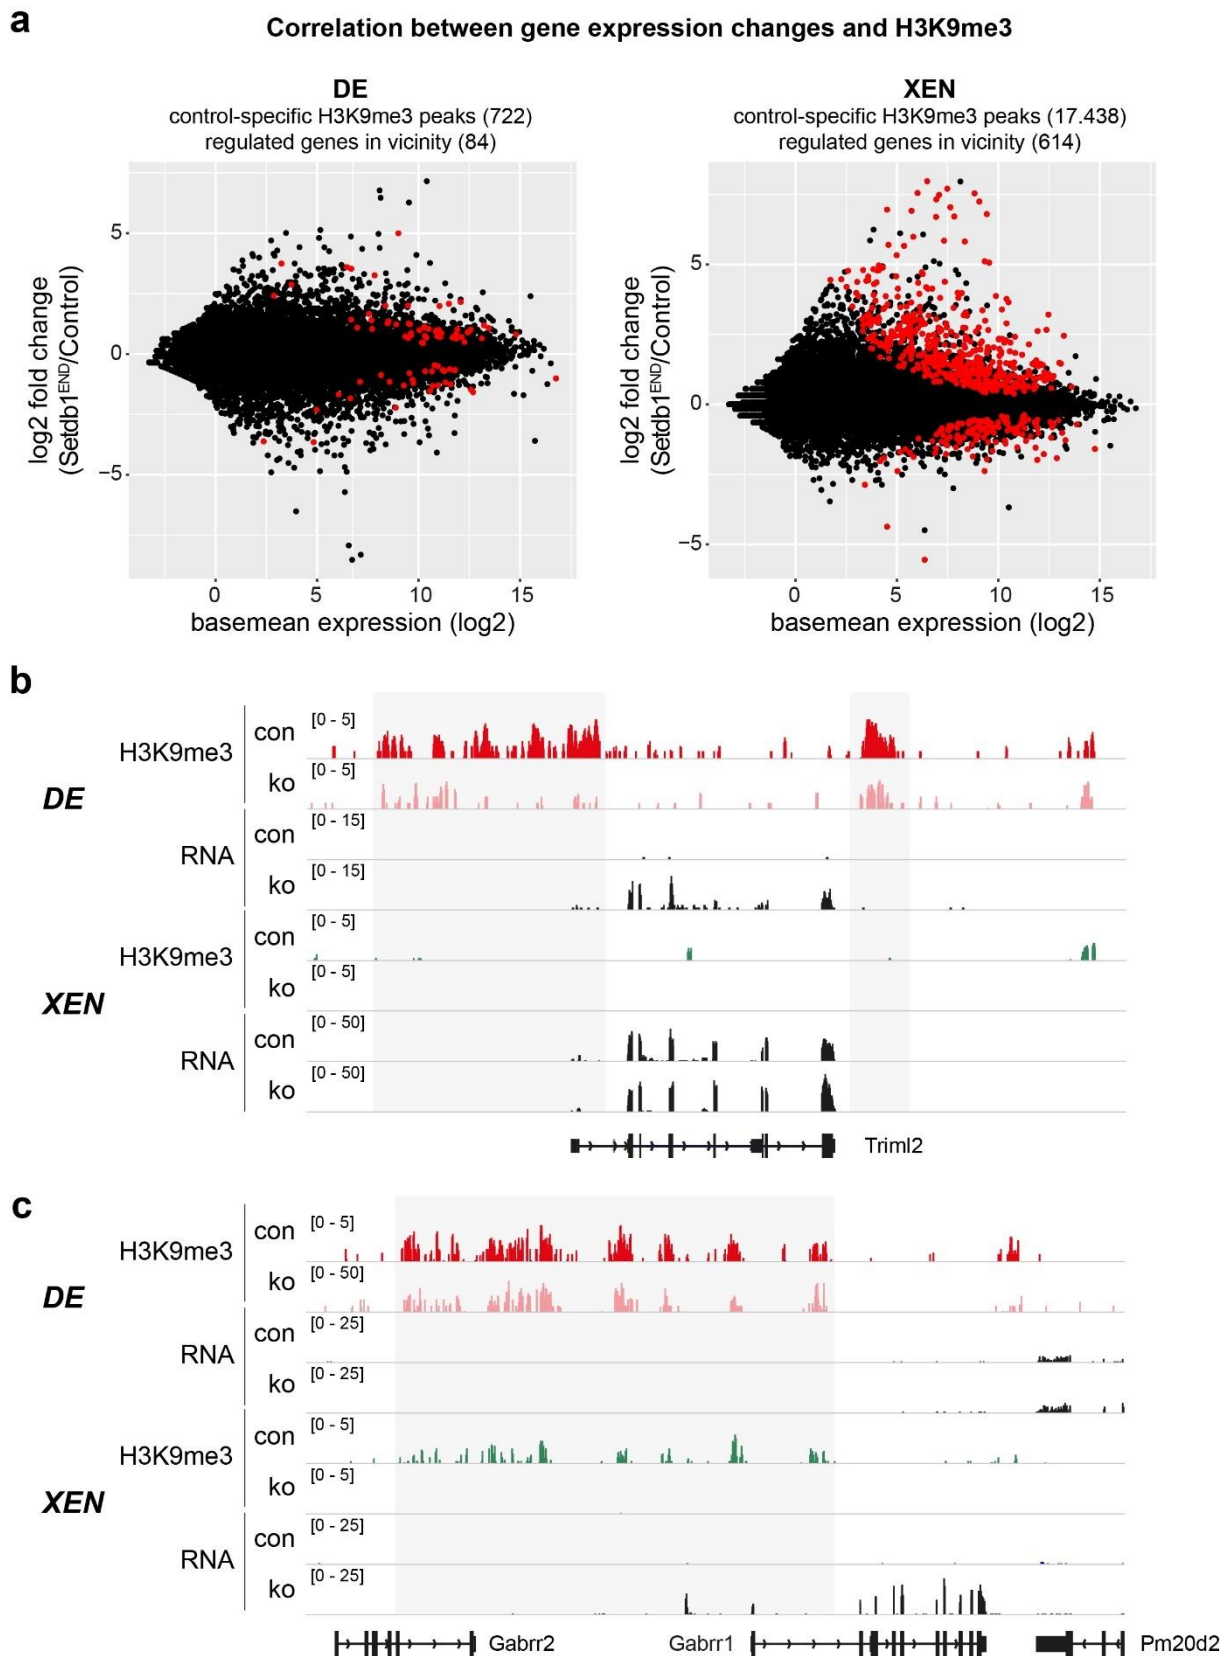

**Supplementary Figure 5.**

(a) Correlation between gene expression changes and changes in H3K9me3 in *Setdb1*<sup>END</sup> DE and XEN cells. H3K9me3 peaks which lose the modification in *Setdb1*<sup>END</sup> cells were detected

with chromstaR. Regulated genes in vicinity of these peaks (< 100 kb to TSS) were identified. Dot plot showing basemean expression vs. log2-fold change of protein coding genes in *in vitro* differentiated control vs. *Setdb1*<sup>END</sup> XEN and DE cells. Genes with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01; n=3 for each condition) and presence of a H3K9me3 peak with lost signal in *Setdb1*<sup>END</sup> cells are colored in red.

(b) Example for a gene with H3K9me3-dependent expression change in DE cells. H3K9me3 was lost in the promoter region and a region downstream of *Triml2* (gray boxes). *Triml2* is not expressed in DE cells but becomes active upon loss of H3K9me3 in *Setdb1*<sup>END</sup> DE cells.

(c) Example for a gene with H3K9me3-dependent expression change in XEN cells. H3K9me3 was lost in several regions upstream of *Gabrr1* specifically in *Setdb1*<sup>END</sup> XEN cells. *Gabrr1* is not expressed in XEN cells but becomes active upon loss of H3K9me3 in *Setdb1*<sup>END</sup> XEN cells.

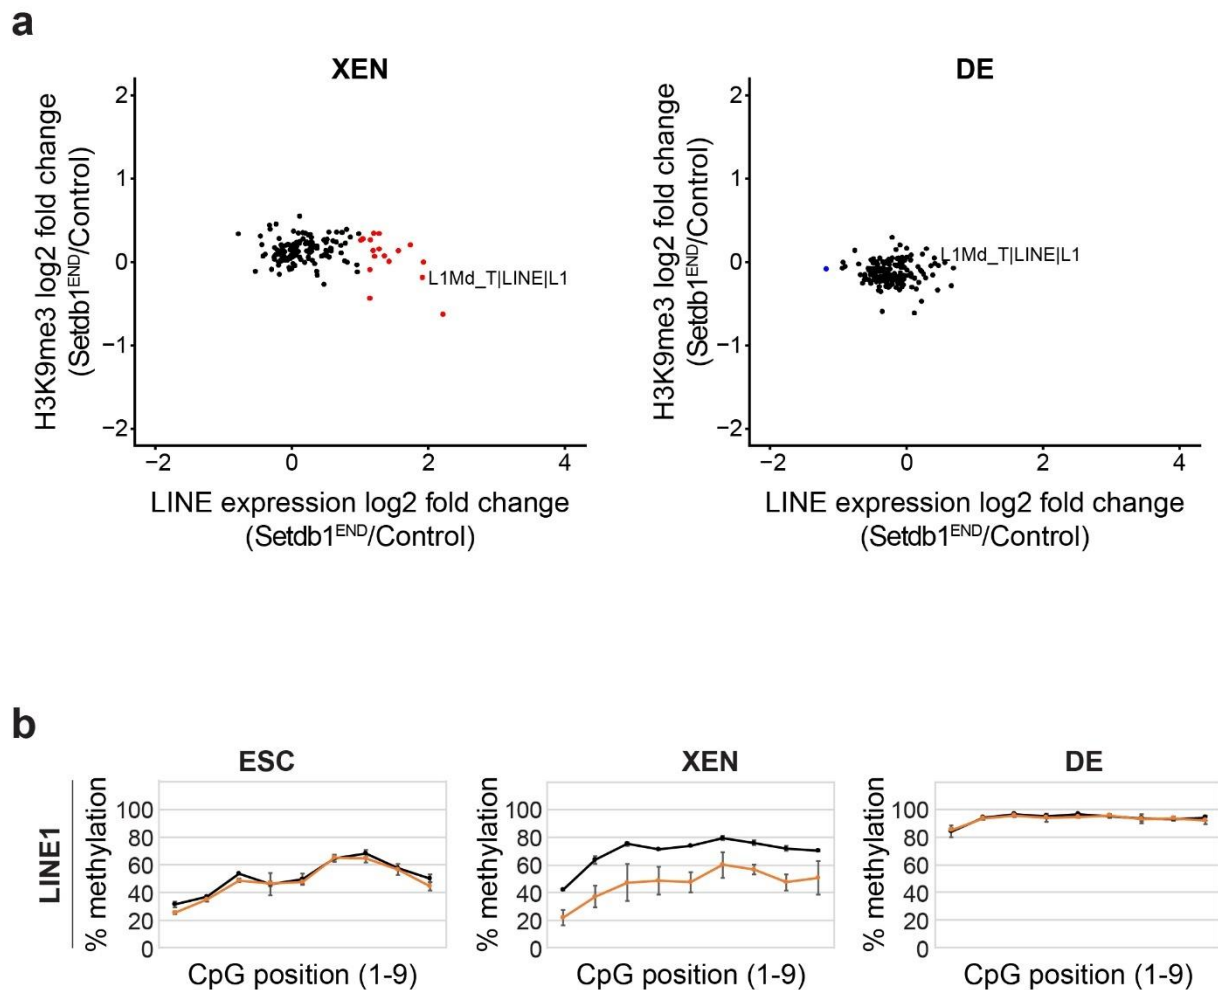

### Supplementary Figure 6.

(a) Dot plot showing expression vs. H3K9me3 changes between control and *Setdb1*<sup>END</sup> XEN and DE cells. LINEs with significantly changed expression (fold change > 2; n=3 for each condition) are colored (red = increased expression in *Setdb1*<sup>END</sup> cells). Selected LINEs are labeled.

(b) Bisulfite-PCR analysis for DNA methylation in LINE1 elements. Plots display the percentages of DNA methylation in individual CpG positions of LINE1 PCR fragments. DNA methylation analysis was performed in control and *Setdb1*<sup>END</sup> ESCs, XEN and DE cells. Data are presented as mean values  $\pm$  SD from replicate experiments (n=2; 500 sequences each). Source data are provided as a Source Data file.

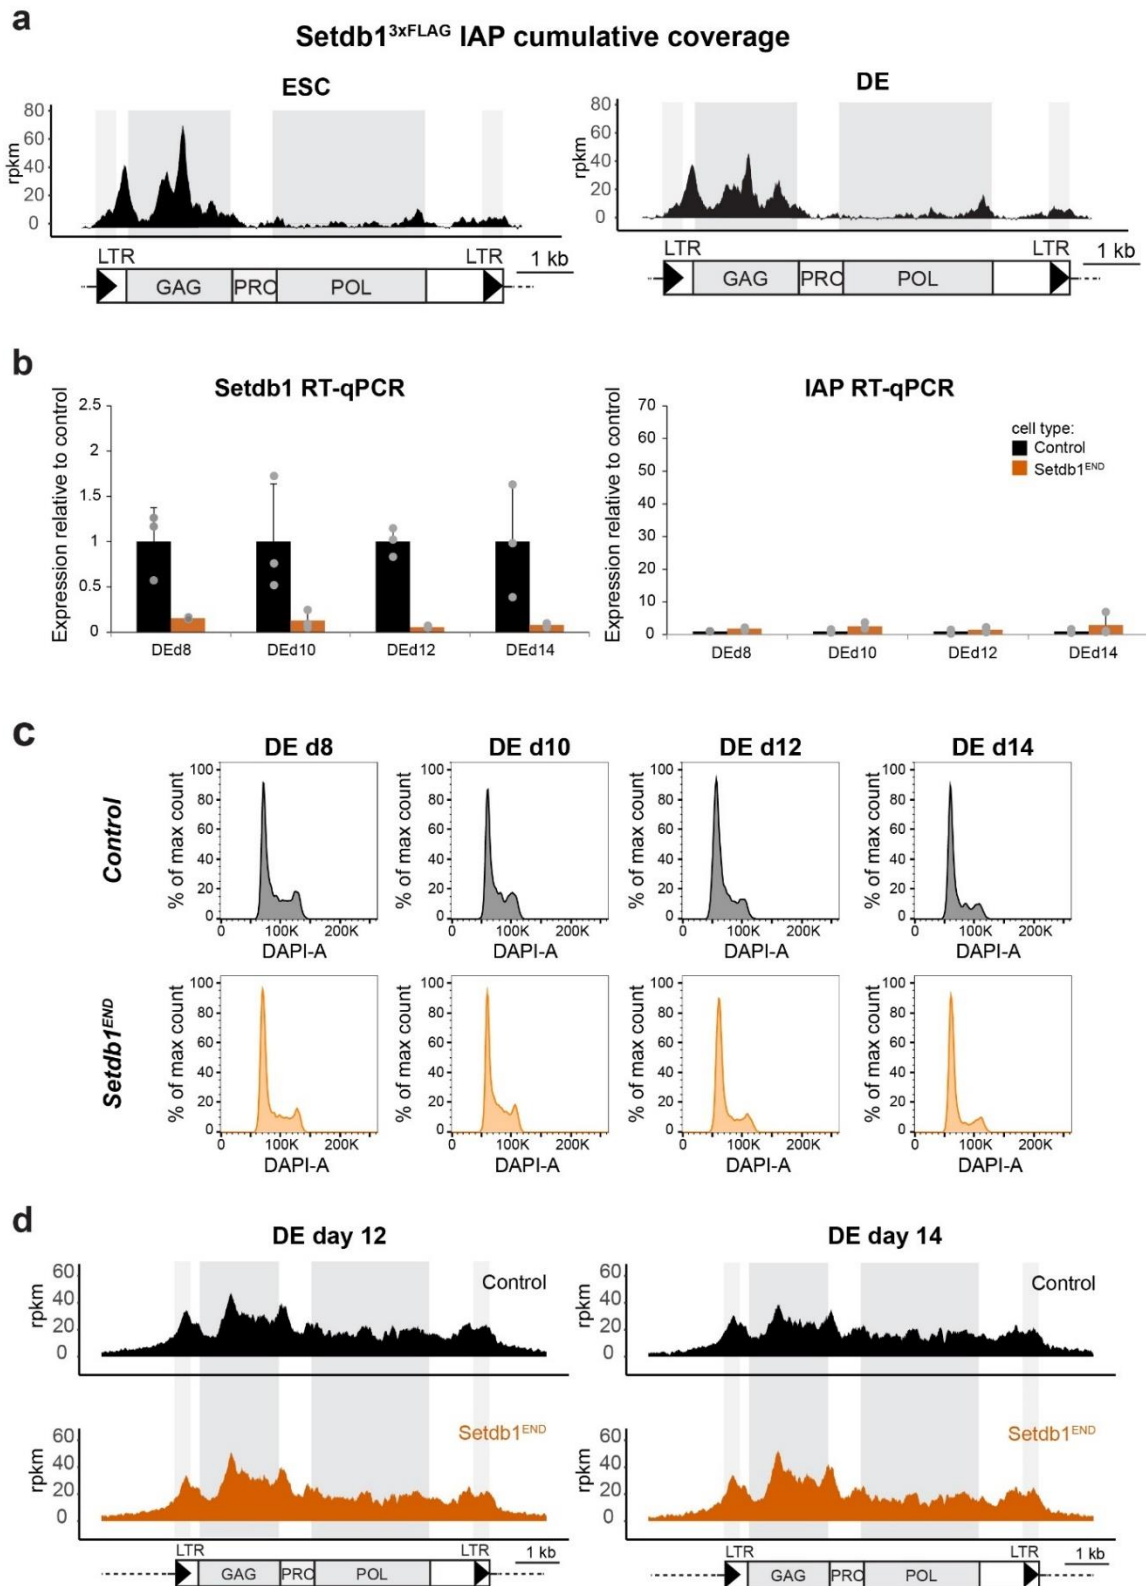

**Supplementary Figure 7.**

(a) Cumulative Setdb1-3xFLAG ChIP-seq coverage across *IAP* elements in wild type ES and DE cells. The structure of *IAP* elements is shown schematically. (rpkm = reads per kilobase per million of reads).

(b) Extended time-course experiment for *Setdb1* deletion in *Setdb1*<sup>END</sup> DE cells. Expression analysis of *Setdb1* and *IAPez* by RT-qPCR in control and *Setdb1*<sup>END</sup> DE cells relative to control. Data are presented as mean values +/- SD from replicate experiments (n=3).

Control and *Setdb1*<sup>END</sup> ES cells were *in vitro* differentiated. RNA was isolated at days 8,10,12 and 14 of differentiation. DE cells did not display noticeable *IAPez* expression within this time-course. Source data are provided as a Source Data file.

(c) Cell cycle analysis of DE cells during the extended differentiation time-course. Control and *Setdb1*<sup>END</sup> DE cells at days 8, 10, 12 and 14 of differentiation were stained with Hoechst to stain DNA and analyzed by FACS for DNA content representing G1, S and G2/M populations. Cell cycle profiles representative of 3 replicates are shown.

(d) Cumulative H3K9me3 ChIP-seq coverage across IAP elements in control and *Setdb1*<sup>END</sup> DE cells at days 12 and 14 of differentiation. The structure of *IAP* elements is shown schematically. (rpkm = reads per kilobase per million of reads).

**a** ERV and Satellite expression changes in Suv39h dko

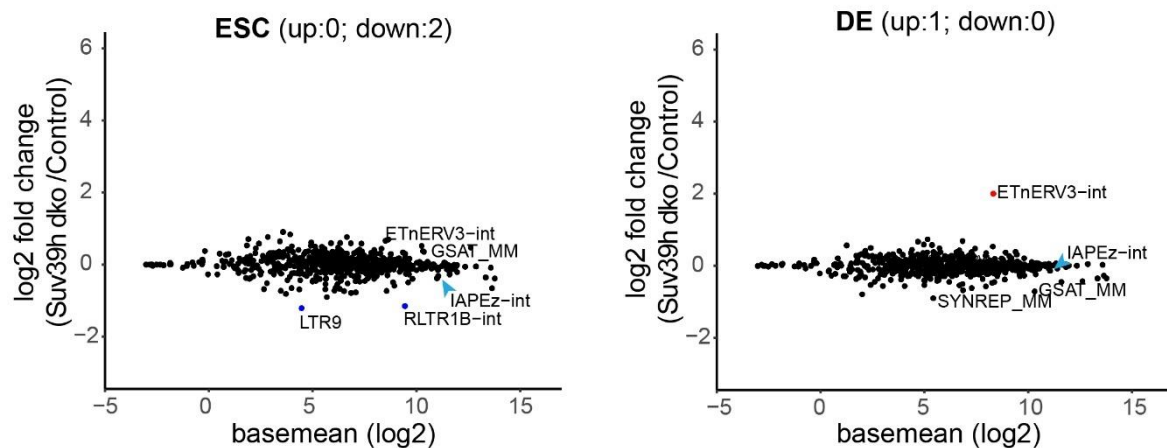

**b** ERV and Satellite H3K9me3 changes in Suv39h dko

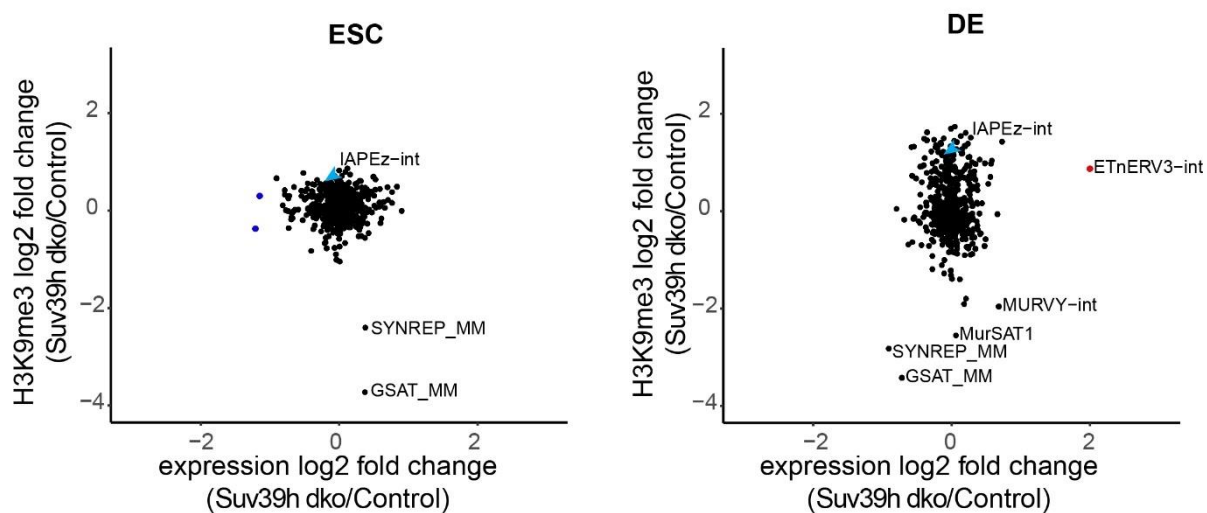

**c**

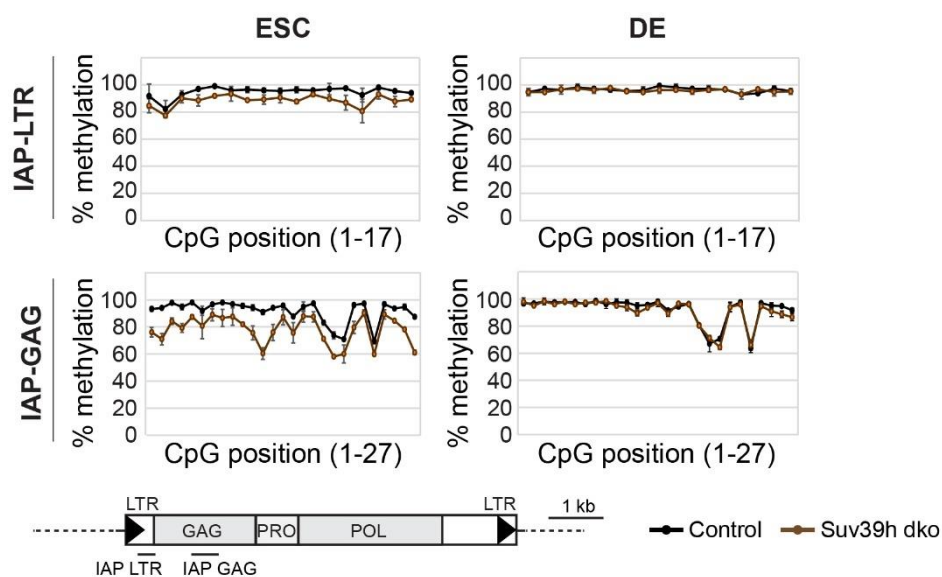

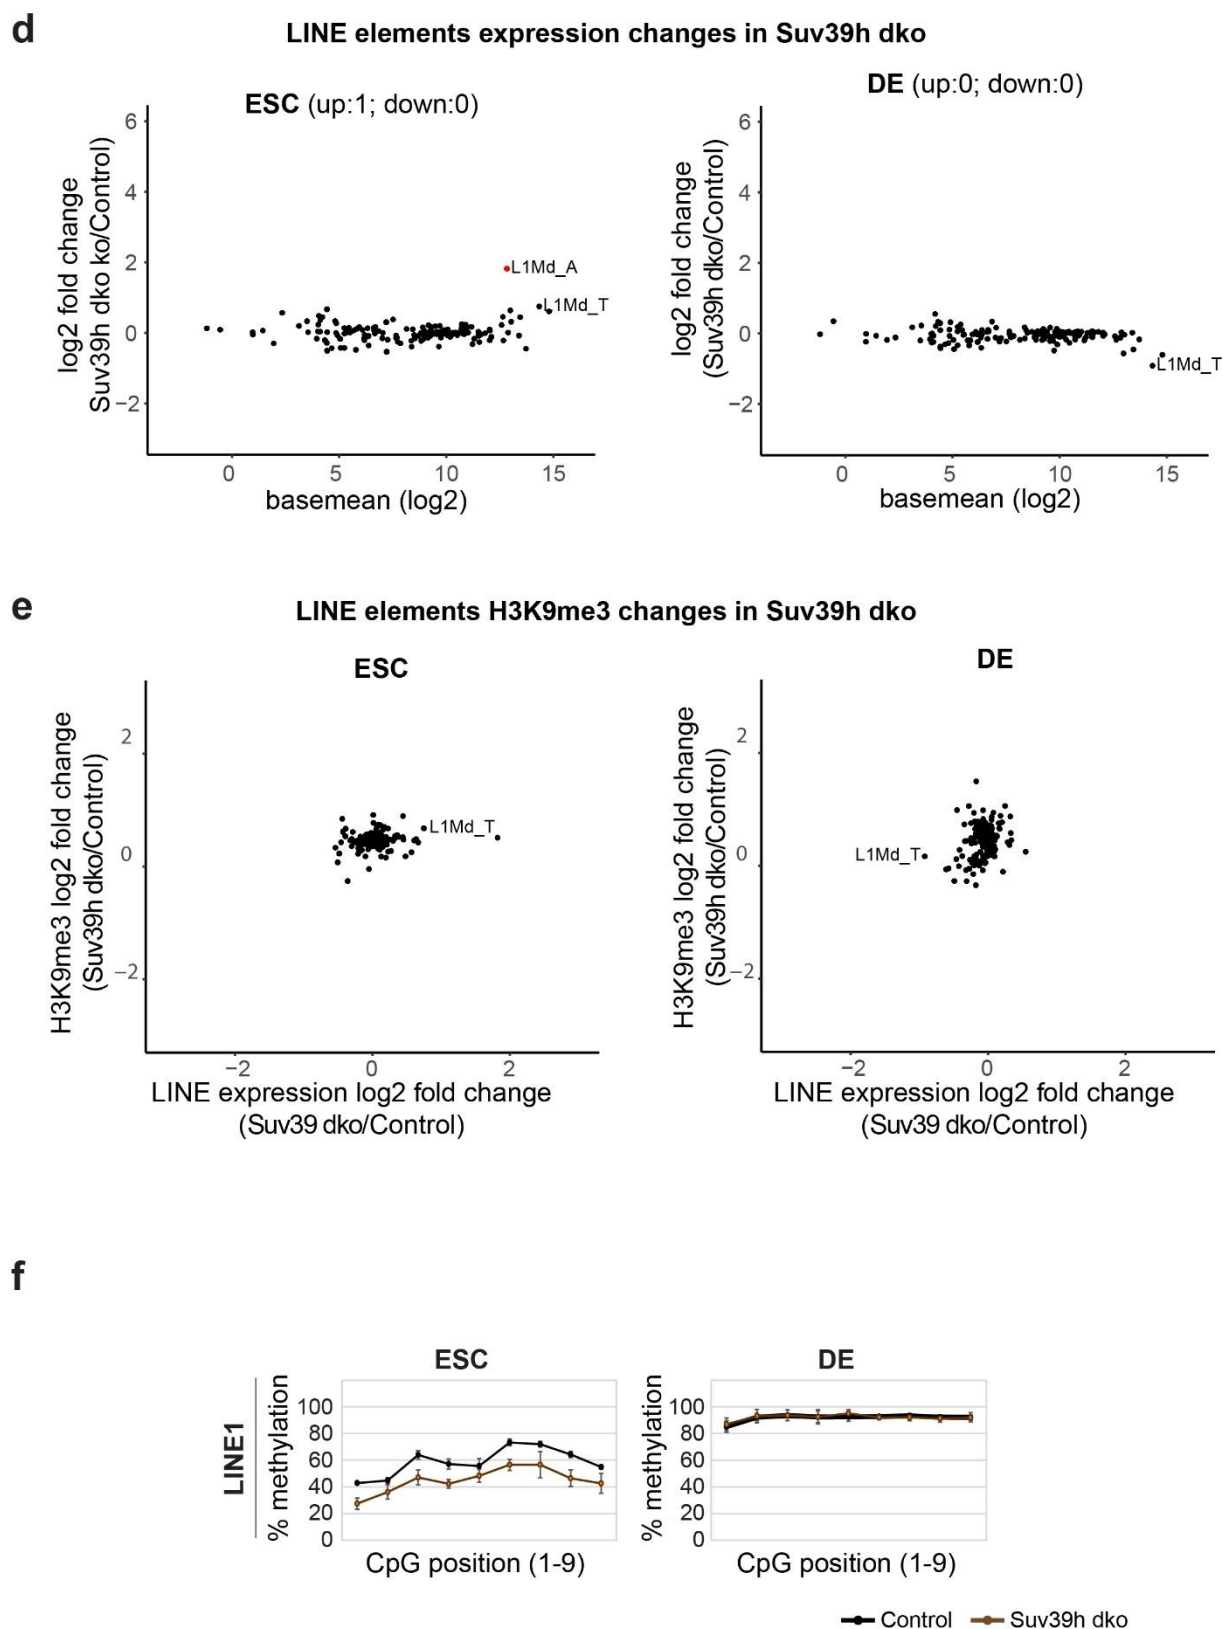

**Supplementary Figure 8.**

(a) Dot plot showing basemean expression vs. log2-fold change of ERV and satellite repeats families in *in vitro* differentiated control vs. *Suv39h* dko ES and DE cells. Families with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-

value < 0.01; n=3 for each condition) are colored (red = increased expression in *Suv39h* dko cells, blue = reduced expression in *Suv39h* dko cells). Selected families are labeled.

(b) Dot plot showing basemean expression vs. H3K9me3 change of ERV and satellite repeats families in ESCs and *in vitro* differentiated wild type vs. *Suv39h* dko ES and DE cells. Families with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01, fold change > 2; n=2 for each condition) are colored (red = increased expression in *Suv39h* dko cells, blue = reduced expression in *Suv39h* dko cells). Selected families are labeled.

(c) Bisulfite-PCR analysis for DNA methylation in *IAP-LTR* and *IAP-GAG* regions. Positions of the PCR products are indicated in the schematic. Plots display the percentages of DNA methylation in individual CpG positions of *IAP-LTR* and *IAP-GAG* PCR fragments. DNA methylation analysis was performed in control and *Suv39h* dko ESCs and DE cells. Data are presented as mean values +/- SD from replicate experiments (n=2; 500 sequences each). Source data are provided as a Source Data file.

(d) Dot plot showing basemean expression vs. H3K9me3 change of LINE families in *in vitro* differentiated control vs. *Suv39h* dko ES and DE cells. LINE families with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01; n=3 for each condition) are colored (red = increased expression in *Suv39h* dko cells, blue = reduced expression in *Suv39h* dko cells). Selected LINE families are labeled.

(e) Dot plot showing basemean expression vs. log2-fold change of LINE families in ESCs and *in vitro* differentiated wild type vs. *Suv39h* dko XEN and DE cells. LINE families with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01, fold change > 2; n=2 for each condition) are colored (red = increased expression in *Suv39h* dko cells, blue = reduced expression in *Suv39h* dko cells). Selected LINE families are labeled.

(f) Bisulfite-PCR analysis for DNA methylation in LINE1 regions. Plots display the percentages of DNA methylation in individual CpG positions of LINE1 PCR fragments. DNA methylation analysis was performed in control and *Suv39h* dko ESCs and DE cells. Data are presented as mean values +/- SD from replicate experiments (n=2; 500 sequences each).

**a**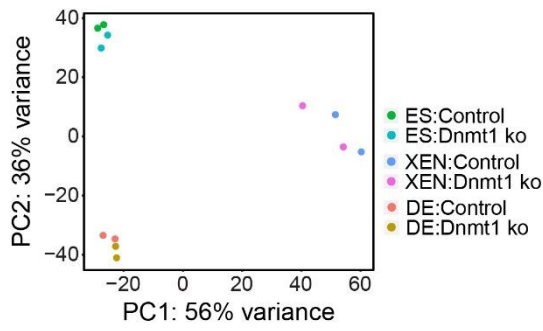**b**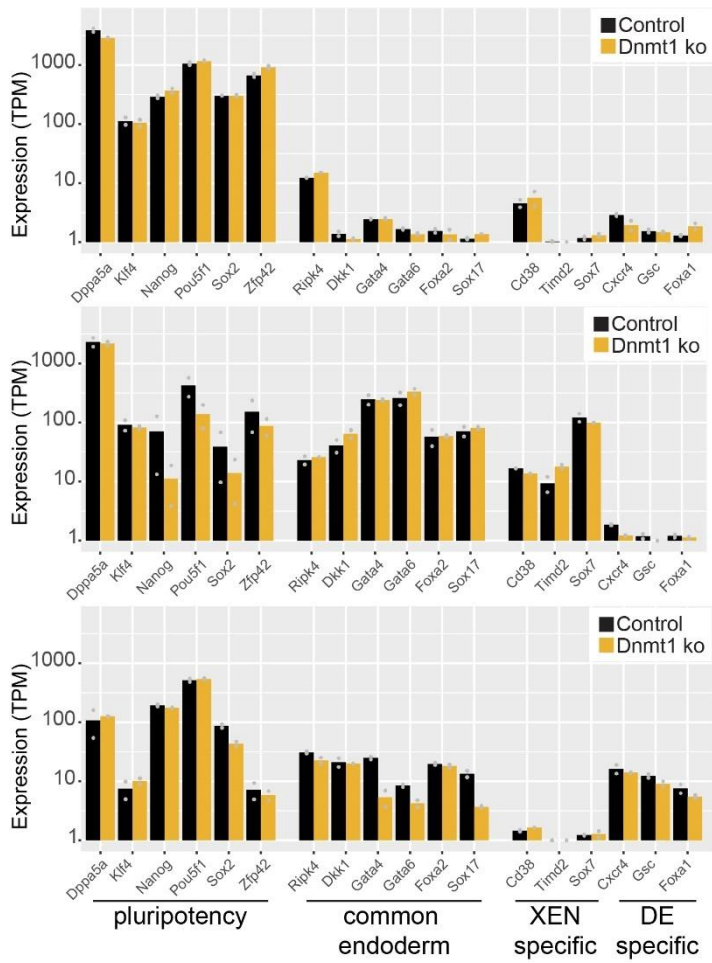**c**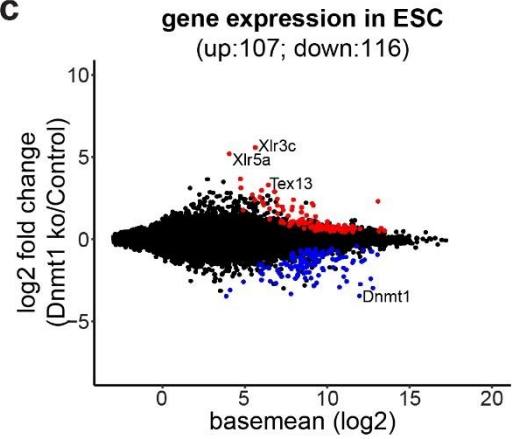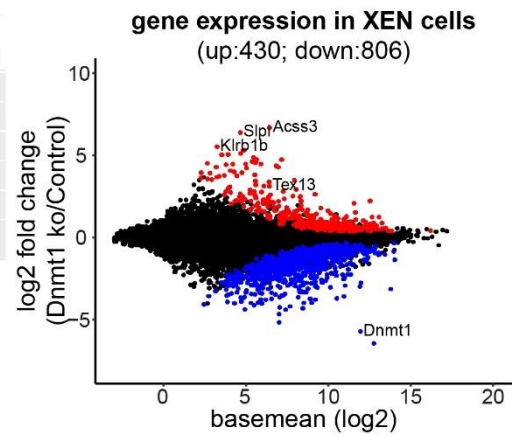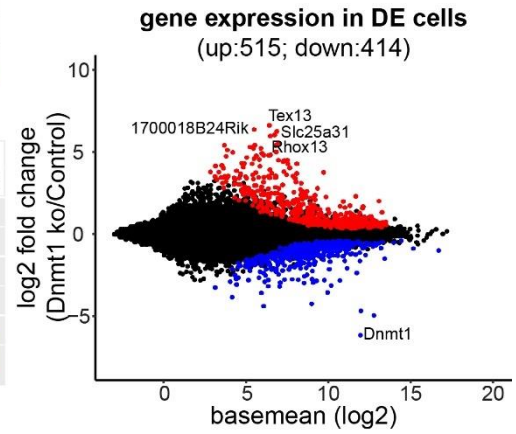

**d****ERV expression**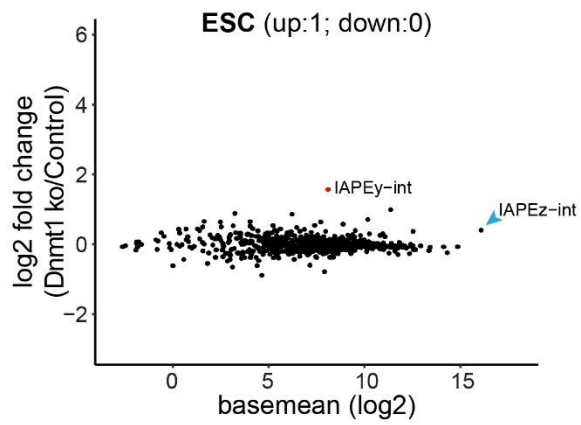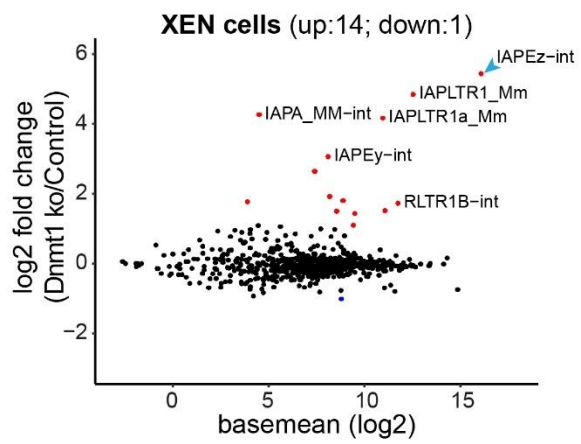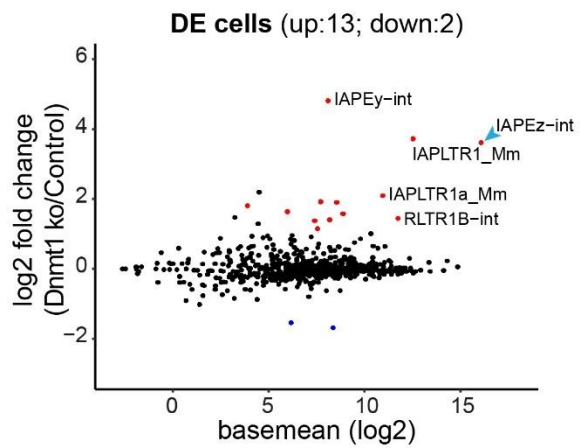**e****LINE expression**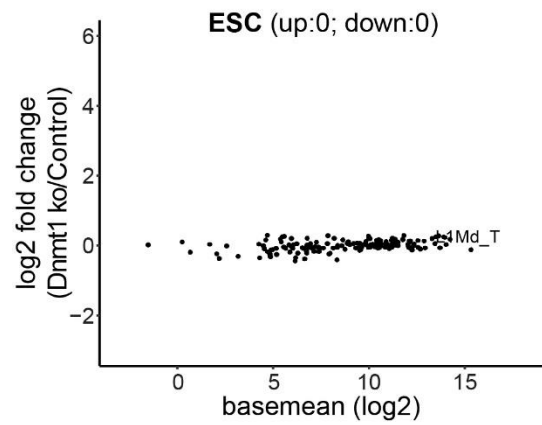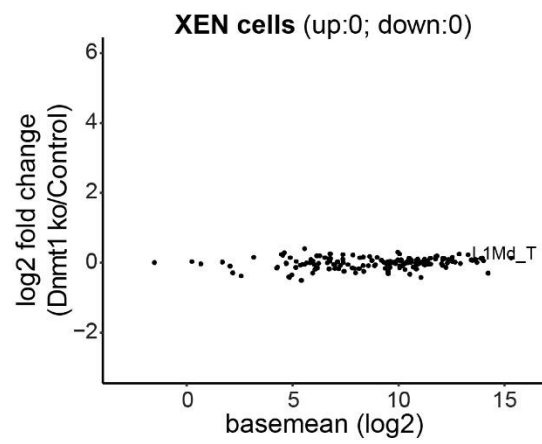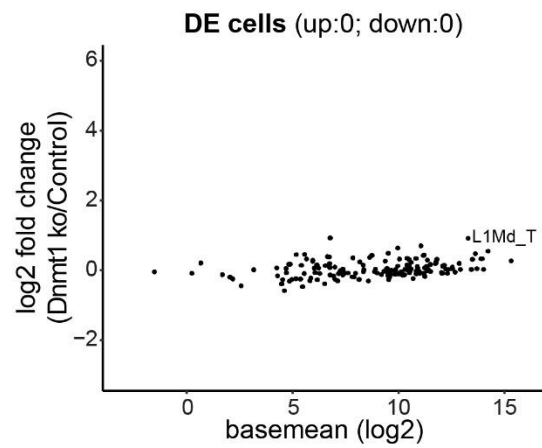

**f**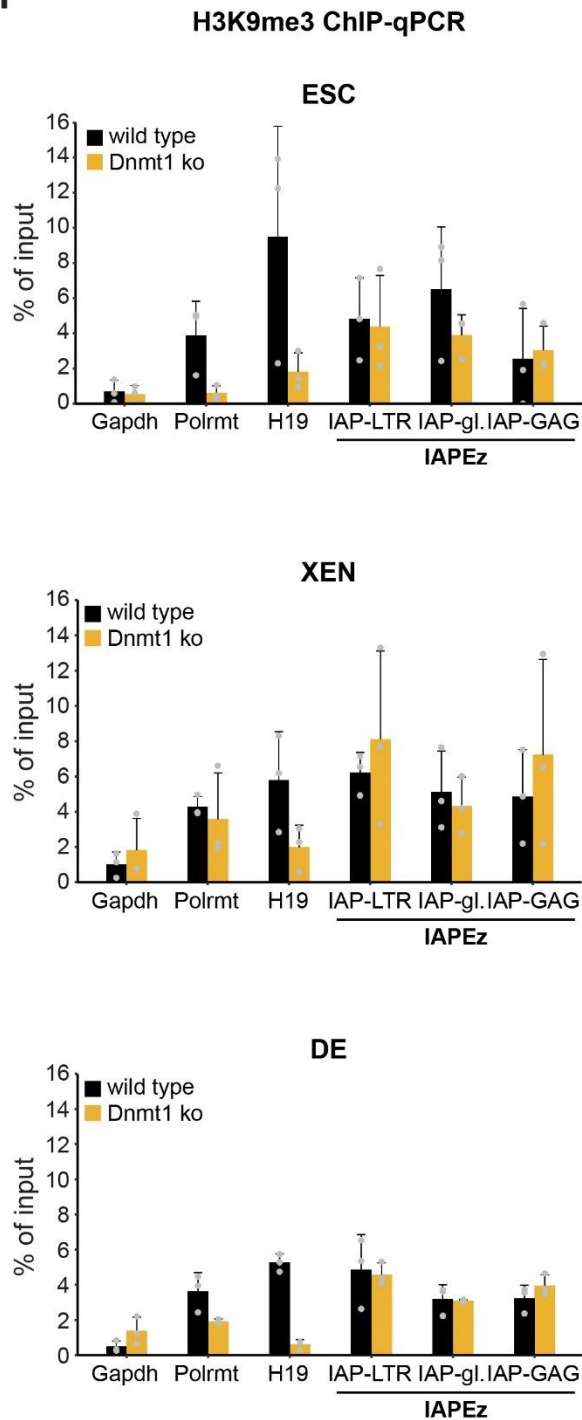**g**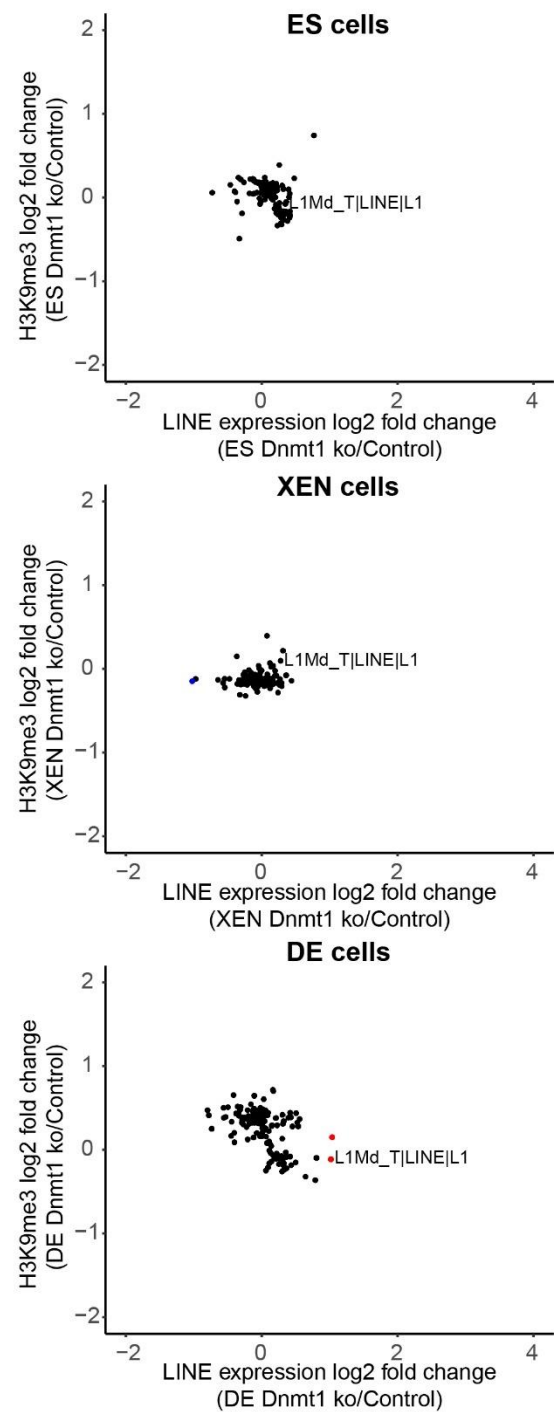

### Supplementary Figure 9.

(a) PCA analysis of RNA-seq data from wild type and *Dnmt1* ko ESCs, XEN and DE cells. Each dot represents one individual replicate.

(b) Average expression levels of genes detected by RNA-seq for pluripotency, extra-embryonic endoderm and definitive endoderm markers in ESCs, XEN and DE cells. TPM: Transcripts Per Kilobase Million.

(c) Dot plot showing basemean expression vs. log2-fold change of protein coding genes in *in vitro* differentiated wild type vs. *Dnmt1* ko ESCs, XEN and DE cells. Genes with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01; n=2 for each condition) are colored (red = increased expression in *Dnmt1* ko cells, blue = reduced expression in *Dnmt1* ko cells). Selected genes are labeled.

(d) Dot plot showing basemean expression vs. log2 fold change of ERV families in *in vitro* differentiated wild type and *Dnmt1* ko ESCs, XEN and DE cells. ERV families with significantly changed expression (Wald test with Benjamini-Hochberg correction, adjusted p-value < 0.01, fold change > 2; n=2 for each condition) are colored (red = increased expression in *Dnmt1* ko cells, blue = reduced expression in *Dnmt1* ko cells). Selected ERV families are labeled.

(e) Dot plot showing expression vs. H3K9me3 changes on LINEs between wild type and *Dnmt1* ko ESCs, XEN and DE cells. LINEs with significantly changed expression (fold change > 2; n=2 for each condition) are colored (red = increased expression in *Dnmt1* ko cells). Selected LINEs are labeled.

(f) H3K9me3 is unaltered on IAP elements in *Dnmt1* ko cells. H3K9me3 ChIP-qPCR analysis in wild type (J1) and *Dnmt1* ko ESCs, XEN and DE cells. Bar plots indicate mean H3K9me3 enrichment over input. Data are presented as mean values +/- SD from replicate experiments (n=3). Positive control regions: *Polrmt*, *H19*; Negative control region: *Gapdh*. Source data are provided as a Source Data file.

(g) Dot plot showing expression vs. H3K9me3 changes between control and *Dnmt1* ko ESC, XEN and DE cells. LINEs with significantly changed expression (fold change > 2; n=2 for each condition) are colored (red = increased expression in *Dnmt1* ko cells). Selected LINEs are labeled.

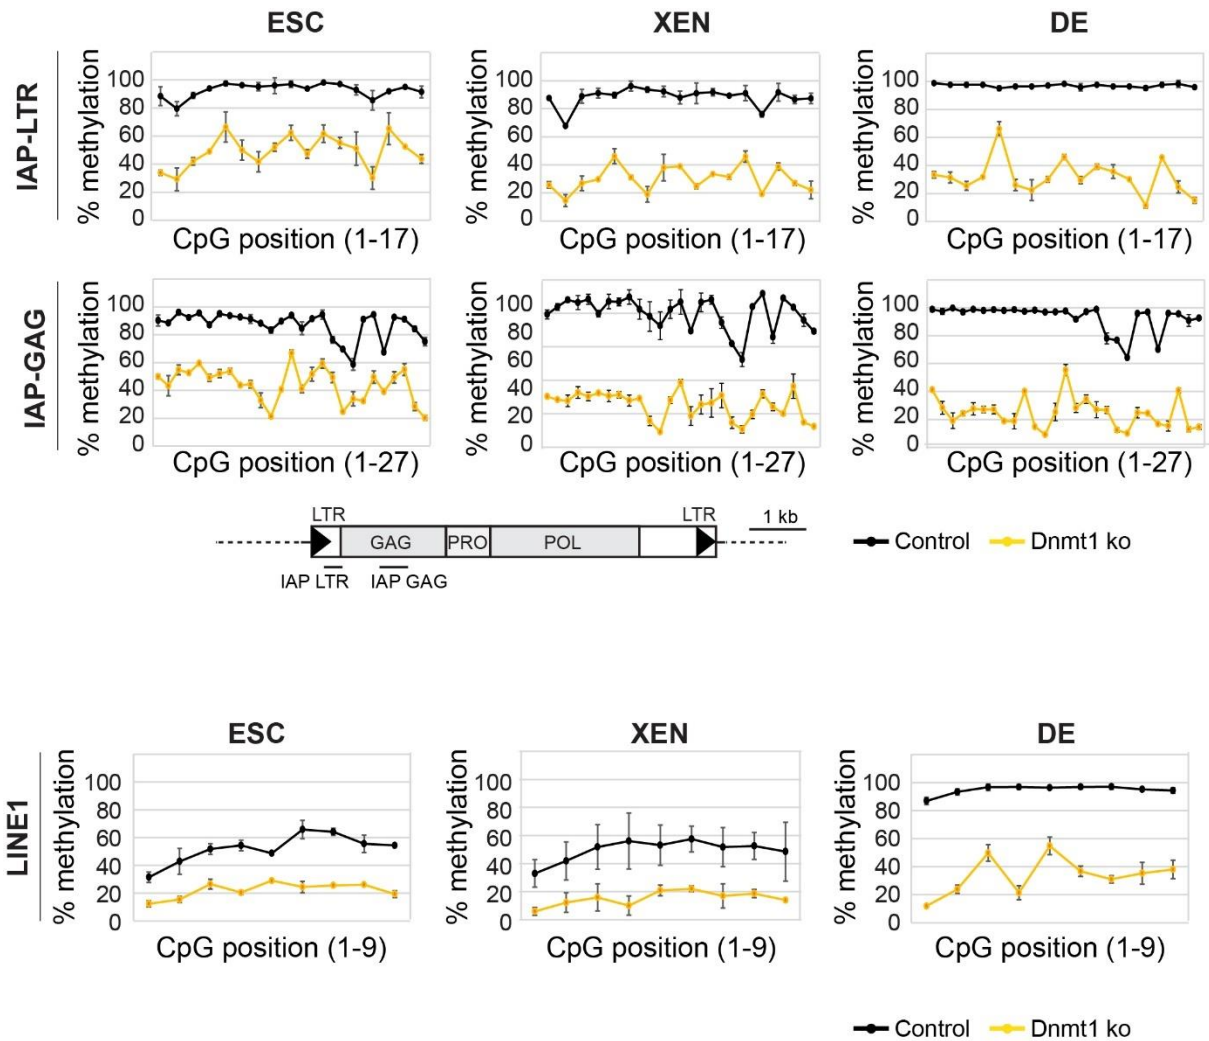

**Supplementary Figure 10.**

Bisulfite-PCR analysis for DNA methylation in *IAP-LTR*, *IAP-GAG* and *LINE1* regions. Positions of the PCR products are indicated in the schematic. Plots display the percentages of DNA methylation in individual CpG positions of *IAP-LTR*, *IAP-GAG* and *LINE1* PCR fragments. DNA methylation analysis was performed in control and *Dnmt1* ko ESCs, XEN and DE cells. Data are presented as mean values  $\pm$  SD from replicate experiments (n=2; 500 sequences each). Source data are provided as a Source Data file.

# Supplementary material for: Dominant role of DNA methylation over H3K9me3 for IAP silencing in endoderm
**Source:** Nat Commun. 2022 Sep 19;13:5447. doi: 10.1038/s41467-022-32978-7
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Descriptions of additional Supplementary Files**

Supplementary Data 1. Significantly regulated genes between control and Setdb1END embryonic endoderm cells.

Supplementary Data 2. Significantly regulated ERVs between control and Setdb1END embryonic endoderm cells.

Supplementary Data 3. Significantly regulated genes between in vitro differentiated control and Setdb1END XEN cells.

Supplementary Data 4. Significantly regulated genes between in vitro differentiated control and Setdb1END DE cells.

Supplementary Data 5. Significantly regulated ERVs between in vitro differentiated control and Setdb1END XEN cells.

Supplementary Data 6. Significantly regulated ERVs between in vitro differentiated control and Setdb1END DE cells.

Supplementary Data 7. Significantly regulated genes between control and Dnmt1 ko ES cells.

Supplementary Data 8. Significantly regulated genes between in vitro differentiated control and Dnmt1 ko DE cells.

Supplementary Data 9. Significantly regulated genes between in vitro differentiated control and Dnmt1 ko XEN cells.

Supplementary Data 10. Significantly regulated ERVs between control and Dnmt1 ko ES cells.

Supplementary Data 11. Significantly regulated ERVs between in vitro differentiated control and Dnmt1 ko DE cells.

Supplementary Data 12. Significantly regulated ERVs between in vitro differentiated control and Dnmt1 ko XEN cells.

Supplementary Data 13. Next generation sequencing datasets generated and analyzed in this study.

How the deposited data were processed for this re-analysis (not part of the article)

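RNA-seq was measured in sorted endoderm cells of E8.5 embryos (3 control and 3 *Setdb1* END samples), in ESCs, XEN cells and DE cells of a control and a *Setdb1* END ES cell line (3 replicates of each, 18 samples) and in ESCs, XEN cells and DE cells of J1 and *Dnmt1* ko ES cells (2 replicates of each, 12 samples). The condition and replicate number of each of the 36 samples were taken from the sample labels. ChIP-seq, bisulfite and repeat expression data were not used here, so nothing below concerns H3K9me3, DNA methylation or the expression of ERV families.

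The authors aligned single-end reads to mm10 with STAR and ran RSEM, which gives for each gene an expected count and a TPM, a value scaled by transcript length. The files list 24054 genes by symbol with RefSeq transcripts, 20619 of them with a messenger RNA transcript. The paper's calls come from DESeq2 at an adjusted p under 0.01, on read counts of genes and repeats, with STAR run in its mode for gene counts. Those counts were not used here, and the RSEM values of the files were taken unchanged, expected counts for tests and TPM for expression levels. RSEM, run by the authors, also gives an FPKM, a count scaled by transcript length and library size, which was not used here. Rounding to whole counts changed between 0.0044% and 0.0111% of the counts of a sample. Gene positions and gene features were taken from the RefSeq annotation of GRCm38.p6, which is mm10. A chromosome was found for 99.6% of the genes (23949) and a GC content and length for 94.6% (22750).

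Expected counts were compared in R 4.3.3 with edgeR 4.0.16, using TMM scaling, filterByExpr and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.01. Each experiment was fitted as a whole, with a group for each cell type and genotype. The embryonic fit tested 14270 genes with 4 residual degrees of freedom and TMM factors of 0.96 to 1.032, the *Setdb1* fit 15127 genes with 12 and factors of 0.852 to 1.116, and the *Dnmt1* fit 15835 genes with 6 and factors of 0.852 to 1.078. Within each fit, *Setdb1* END was compared with control and *Dnmt1* ko with J1 in each cell type, XEN and DE cells were compared with ESCs of the same line, and the differences between effects in 2 cell types were tested as interactions. Embryonic samples were not fitted with the others.

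The depth of each sample sets what can be seen. The sum of expected counts ranged from 12180111 to 29000988 per sample, so a floor of 3 counts over a group of 3 samples lies near 0.0578 CPM in embryonic control samples. Floors and the exact 95% intervals of ratios cover counting error only.

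The methods were tested on simulated data with the mean expression of the cell type, library sizes and dispersions of the real samples, in which 200 genes had been changed by known folds. In the embryonic design, edgeR recovered 68.0% of the changed genes with 2.2% false calls, and DESeq2 78.0% with 8.8%. In the XEN design of the *Setdb1* lines the values were 69.0% and 0.7% for edgeR and 78.0% and 3.1% for DESeq2, and in the XEN design of the *Dnmt1* experiment 66.5% and 0.7% for edgeR and 79.0% and 8.7% for DESeq2. Simulated samples were drawn independently, without pairs, from dispersions that edgeR had estimated, and weakly expressed genes were left unchanged. In the embryonic design this gave 139 calls with edgeR and 171 with DESeq2. That gap is smaller than between the 45 and 191 higher genes of the real samples. These shares are therefore not the false-call rates of the real lists.

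Whether replicate numbers pair the samples was checked by correlating, across genes, how far samples of the same number in both groups deviate from their group means. The correlations were 0.177 to 0.326 in embryonic endoderm, 0.453 to 0.607 in undeleted ESCs and 0.386 to 0.782 in XEN cells of the *Setdb1* lines, so numbers were taken to pair those samples. They were −0.086 to 0.088 in DE cells, which were not taken as paired. The *Dnmt1* experiment has 2 pairs per comparison, with correlations of 0.563 in ESCs, 0.615 in XEN cells and 0.198 in DE cells, too few to decide. The main fits hold no term for the replicate number, so their p-values leave this pairing out. A block for the replicate number was run as an alternative throughout. With it, 60 genes were higher and 2 lower in embryonic endoderm, and 759 higher and 551 lower in *Setdb1* END XEN cells.

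Lists of 81 germline genes, 71 imprinted genes, 34 interferon-stimulated genes, 27 chromatin regulators and 18 markers were written from general knowledge and the paper. The paper's tables of changed genes in these samples had been read before. Tests of the germline list are therefore not independent evidence in any comparison. Lists were tested as sets with fry of limma 3.58.1, with p-values adjusted over 7 comparisons, and with camera at its preset correlation. The calls by fry at 0.05 were the germline list in embryonic endoderm, in *Setdb1* END XEN cells and in *Dnmt1* ko DE cells, and the imprinted list (0.0102) and the chromatin regulators (0.0388) in *Dnmt1* ko XEN cells. Of these, the calls for the germline list held under camera and the other 2 did not (0.107 and 0.149), while camera also called the germline list in undeleted ESCs, *Dnmt1* ko ESCs and *Dnmt1* ko XEN cells, and the interferon list in embryonic endoderm.

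Genes named in the text were chosen by a rule: the genes that the paper names, the 18 markers, the first 5 rises and falls of each comparison by fitted log2 fold change among called genes whose groups do not overlap (3 each way for interactions), the genes called in the same direction in undeleted ESCs, XEN and DE cells, and the sex-linked genes and largest called list members. The fits, the alternatives, the lists and this rule were set before the data were examined, except where stated otherwise. The paper's tables had been read by then, so its own values for these genes count as seen.

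The alternatives were RLE scaling, no low-count filter, a replicate block, protein-coding transcripts only, DESeq2 1.42.0 without and with its fold change prior, a fit of only the 2 groups compared, and each sample left out in turn. For principal components they were log2(TPM + 1), log2(TPM + 0.1) and all genes with at least 10 counts, for lists camera and a blocked fry, and for TPM directions TMM-scaled CPM, pseudocounts and a minimal mean of 1 TPM. DESeq2 without a low-count filter, with and without the prior, was added after the data had been seen. The overlap of the paper's XEN gene list with the calls made here was left out, because the number of genes with a rise in that table differs from the number in the paper's figure.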

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

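The comparisons with other splits of the samples were chosen only after the results were seen, as were the tests of a line difference that appears only on differentiation, of missing Y-linked transcripts as the source of autosomal calls, of 2 active X chromosomes, of ESC calls against chance in XEN and DE cells, of called genes outside chromosome 8 and of an extra copy of chromosome 8. The other tests in this part were chosen before.

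The effect of the *Setdb1* END genotype differed between cell types when the difference itself was tested. It differed between XEN and DE cells for 437 genes, 273 more positive and 164 more negative in XEN cells, with 3534 at an unadjusted p under 0.05. The effect in XEN cells differed from the difference between undeleted ESCs for 209 genes, 185 of them more positive (1978 at an unadjusted p under 0.05), and for 411 with a block for the replicate number. The effect in DE cells differed from that in undeleted ESCs for 53 genes, 34 of them more positive (2409 at an unadjusted p under 0.05). Of 100 random splits of the samples within each cell type, the real one included, 2 gave as many genes for XEN minus DE, 3 for XEN minus ESCs and 8 for DE minus ESCs. Replicate numbers pair the ESC and XEN samples, so the splits that part all of those pairs were counted as well. Of these, 2 of 80 gave as many genes for XEN minus DE, 2 of 32 for XEN minus ESCs (6.25%) and 6 of 80 for DE minus ESCs (7.5%). For XEN minus DE, under 5% of the splits gave as many genes, which argues against chance as the source of that count. For the other differences this count alone does not exclude chance. In each case it tells little about the difference itself, because splits that keep the first cell type as it is still carry the effect there. All splits that reached the real count kept the samples of the first cell type as they are, which 9 of the drawn splits did. With that cell type reassigned, the highest counts were 83, 36 and 1, or 21, 4 and 1 among splits that part all pairs. With XEN cells as they are and ESCs reassigned, the splits that part all pairs gave 174 to 252 genes for XEN minus ESCs, so that count rests mainly on the effect in XEN cells.

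These numbers move with single samples. For XEN minus DE, the count was 249, 225 and 272 without XEN control replicates 1 and 2 and *Setdb1* END XEN replicate 2, and 236, 269 and 235 without DE control replicates 1 and 2 and *Setdb1* END DE replicate 2. For XEN minus ESCs, it was 117, 130 and 124 without ESC control replicates 1 and 2 and *Setdb1* END ESC replicate 1, and 126, 107 and 129 without XEN control replicates 1 and 2 and *Setdb1* END XEN replicate 2. For DE minus ESCs, it was 27, 34, 24, 21 and 25 without ESC control replicates 1 to 3 and *Setdb1* END ESC replicates 1 and 2, and 28, 26, 83, 34, 20 and 31 without DE control replicates 1 to 3 and *Setdb1* END DE replicates 1 to 3.

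Among single genes, *Gabrr1* differed between XEN and DE cells by 9.30 and *Triml2* by −4.35 on the log2 scale. The value of *Gabrr1* depends on how 1 count in control XEN cells is fitted (ratio in XEN cells 1400-fold, 251 to 55400). The call of *Gabrr1* was lost without DE control replicate 1 (adjusted p 0.0218, in a range of 4.9e-11 to 0.0218 over the alternatives), and that of *Triml2* was kept under each alternative run, with differences of −4.79 to −3.88. As a list, the germline genes rose more in XEN than in DE cells (fry, adjusted p = 0.00532 over 4 differences, 7 of 59 called) and more in XEN cells than between undeleted ESCs (5.8e-07, 14 called), and did not differ between DE cells and undeleted ESCs (0.509). Their median log2 fold change, with genes absent from a whole group at their bound, was 1.84 in XEN cells, 0.30 in DE cells and −0.14 in undeleted ESCs. In DE cells, 20 of the 59 members had no count in a whole group, against 2 in XEN cells, which limits the contrast between XEN and DE cells. In *Dnmt1* ko cells the germline difference between XEN and DE cells was not called by fry (adjusted p 0.0705, medians 0.20 and 2.32), while camera gave an unadjusted p of 2.53e-12.

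Several explanations of the calls behind these differences were tested. A difference between both ES cell lines that is present without deletion is argued against for most genes, since 8 of 745 genes called in XEN cells and 7 of 907 called in DE cells were also called in the same direction in undeleted ESCs. Signed in the direction of the called change, the median change in ESCs was 0.02 (0 to 0.04) against 1.70 in XEN cells and 0.09 (0.067 to 0.114) against 1.32 in DE cells. Of the called genes, 206 in XEN and 53 in DE cells also passed the test against undeleted ESCs itself. The part of the test set in advance that concerned shared control samples was not used, because no control sample is shared between these comparisons. A copy number difference of a whole chromosome in all cells is argued against, since no chromosome shifted in the same direction in ESCs and in differentiated cells by more than 0.129 (XEN cells) or 0.07 (DE cells) on the log2 scale, taking the smaller of both shifts (that of chromosome 14), below the limit of 0.3. The genes of chromosome 14 had medians of −0.13 (−0.129, 95% interval −0.155 to −0.103, 20.1% of genes higher) in ESCs, −0.28 (−0.278, −0.324 to −0.247, 23.9%) in XEN cells and −0.07 (−0.148 to −0.007, 44.3%) in DE cells, and the source of this was not tested. Those of chromosome 8 moved in opposite directions, with 0.12 (0.115, 72.8% of genes higher) in ESCs and −0.16 (−0.156, 26%) in XEN cells, and 0.03 (0.033, 54%) in DE cells, which was not tested further. A line difference that appears only on differentiation is argued against for 33 genes called in XEN cells (32 higher, one-sided Fisher's exact test, p = 5.14e-38) and 13 called in DE cells (12 higher, p = 4.6e-09, the same test), which were called in the same direction in embryonic endoderm, since the embryos do not come from these lines. A variant linked to the targeted allele, which embryos and lines could share, was not tested. With 1 line per genotype, a line difference that appears only on differentiation cannot be told apart from the loss of *Setdb1* for the remaining 704 and 887 genes.

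The effect of *Dnmt1* loss also differed between XEN and DE cells, for 167 genes, 42 more positive and 125 more negative in XEN cells (2861 at an unadjusted p under 0.05). With 2 samples in each group, other splits were not counted. The count was 314 and 261 without XEN J1 replicates 1 and 2, 68 without *Dnmt1* ko XEN replicate 1, 11 and 23 without DE J1 replicates 1 and 2, and 34 and 46 without *Dnmt1* ko DE replicates 1 and 2. Unsorted cultures may add to it: the 100 genes highest in ESCs against DE cells had a median log2 fold change of 1.09 between *Dnmt1* ko and J1 DE cells, and those highest in ESCs against XEN cells one of −0.73 in XEN cells.

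Between undeleted ESCs of both *Setdb1* lines, 9 genes were called although the ESCs of both lines were sorted as EGFP negative. Of these, 7 were called in the same direction in XEN and DE cells as well. Their log2 fold changes in ESCs, XEN and DE cells were −4.70, −5.47 and −7.18 for *Uty*, −3.21, −4.56 and −6.48 for *Fn3krp*, −3.04, −3.67 and −3.27 for *Wdfy1*, −1.05, −1.47 and −0.70 for *Pdrg1*, 2.99 and 3.68 in ESCs and XEN cells for *C330024D21Rik* (in DE cells 92 counts against 1, a ratio of 132-fold with an exact interval of 23 to 5250), 2.97, 3.50 and 3.45 for *Tmem87a*, and 1.59, 1.81 and 1.28 for *Atp10d*. *Dynlt1b* (−1.21 in ESCs) was also called lower in XEN cells (−1.38), and *Erdr1* (−2.16) was called in ESCs alone. The call of *C330024D21Rik* in ESCs was lost without control replicate 1, 2 or 3 (0.0158, 0.027 and 0.0249) or *Setdb1* END replicate 1 (0.0133), and in a fit of the 6 ESC samples alone (0.0566, in a range of 1.09e-08 to 0.0566 over the alternatives), as was that of *Fn3krp* in the same fit (0.0566, in a range of 2.39e-15 to 0.0566). Of 10 splits of the 6 ESC samples, 1, the real one, gave 9 genes or more and the others at most 2, but with 10 splits this count alone cannot exclude chance. Chance is argued against by separate samples of the same lines: in XEN cells, 3 of the 3 higher genes (0.1 by chance, p = 4.02e-05, one-sided Fisher's exact test) and 5 of the 6 lower genes (0.09 by chance, p = 4.22e-09, the same test) were called in the same direction. In DE cells these were 3 (0.09 by chance, p = 2.87e-05, one-sided Fisher's exact test) and 4 (0.18 by chance, p = 1.04e-05, the same test). Variants within 20 Mb of *Setdb1* or *Sox17* are argued against as the source of this set. Of the 7 genes, 0 lie within 20 Mb of these loci or of the position assumed for the reporter, against 4.1% of other genes. With 0 genes near, the one-sided Fisher's exact test (p = 1) cannot give a small p and adds nothing to this. The paper gives no integration site of the reporter, so linkage to it stays open. Variants that act from a greater distance and other strain variants between the lines were not tested, and no biological explanation was tested.

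The paper's text does not discuss Y-linked genes, and its tables of changed genes in XEN and DE cells of the *Setdb1* lines list none. Their transcripts were near 0 in XEN and DE cells of the *Setdb1* END line. *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* together had 0.113 to 0.58 CPM in *Setdb1* END XEN cells against 13.6 to 31.7 in control XEN cells (1.31%), and 0.102 to 0.207 against 42.4 to 62.5 in DE cells (0.274%). In undeleted ESCs they had 0.307 to 6.09 against 36.9 to 47.5. Of 7 Y-linked genes tested, 4 were called lower in XEN cells, 4 in DE cells and 1 in ESCs. A loss of the Y chromosome in the *Setdb1* END line may explain these values. A different sex of both lines would also remove Y-linked transcripts, but *Xist* was low in both lines. It had 0.211 to 1.52 CPM in *Setdb1* END XEN cells against 0.292 to 1.45 in control. In DE cells it had 0.0604 to 0.258 against 0.0416 to 0.18, and in undeleted ESCs 1.84 to 2.4 against 0.635 to 1.42. Embryonic control replicate 3 had 344. This argues against a line with 1 active and 1 inactive X chromosome. A line with 2 active X chromosomes is argued against, since the genes of the X chromosome had a median log2 fold change of −0.04 (−0.043) between undeleted ESCs. Both tests concern lines with 2 X chromosomes. They cannot tell a lost Y chromosome from a line with a single X chromosome that never had a Y. The Y-linked genes are a small part of the called genes, of which 94.6% in XEN and 96.1% in DE cells lie on autosomes. Whether the absence of Y-linked transcripts changes some of those autosomal genes cannot be told apart from the loss of *Setdb1*, as each genotype is 1 line.

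The paper does not report the sex of the samples. In the embryonic samples, control replicate 3 had 344 CPM of *Xist* and 0.354 of the Y-linked genes, while the other 5 samples had 1.54 to 4.56 of *Xist* and 200 to 264 of the Y-linked genes. This could come from female embryos in that sample and male embryos in the others. Without it, 36 genes were higher in *Setdb1* END endoderm cells in place of 45. A wrong genotype label of that sample is argued against. Of 10 splits of the 6 samples, only the real one gave calls, 47 genes. *Gabrr1* and *Tktl2* had no count in any of the 3 control samples, against 1084 and 369 counts in *Setdb1* END samples. A mixture of male and female embryos in it is argued against by its 0.354 CPM of the Y-linked genes. Other mixtures were not tested, and sex-linked genes were not left out of the comparison.

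A shift of a whole chromosome is not reported in the paper. In *Dnmt1* ko cells, the genes of chromosome 8 had a median log2 fold change of 0.38 (0.376) in ESCs, 0.37 in XEN cells and 0.44 (0.437) in DE cells. In each of the 6 *Dnmt1* ko samples, the median of chromosome 8 against J1 was 0.342 to 0.448, and that of the other autosomes −0.025 to 0.049. It was 0.353 to 0.458 over the alternative settings. Chromosome 11 was lower, with medians of −0.21 (−0.212, 95% interval −0.223 to −0.199, 12.4% of genes higher) in ESCs, −0.12 (−0.119) in XEN cells and −0.11 (−0.113) in DE cells, below the limit of 0.3, and the source of this was not tested. Of the genes called in XEN cells, 46 higher and 10 lower ones lie on chromosome 8, and in DE cells 66 higher and 0 lower ones (edgeR). A copy number difference of a whole chromosome between the lines is consistent with the smaller of the medians in ESCs and XEN cells (0.37) and in ESCs and DE cells (0.376), both above the limit of 0.3. Of the genes called in XEN and DE cells, 91.2% and 81.6% lie outside chromosome 8. Whether an extra copy changes genes elsewhere cannot be told apart from the loss of *Dnmt1*, as each genotype is 1 line. An extra copy of the chromosome in part or all of the cells may explain the rise: each of 4 parts of the chromosome was raised in each cell type, by 0.291 to 0.508. No biological explanation was tested, and DNA copy number was not measured here.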

How the results depend on the processing

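The values given for DESeq2 without a low-count filter, with and without the prior, come from settings chosen only after the data had been seen. The other alternatives were set beforehand. Where a range over samples left out is given, it runs from the lowest to the highest value with 1 sample removed. Each removal also lowers the residual degrees of freedom, so calls can be lost for that reason alone. With 1 of 2 *Dnmt1* samples removed, the lone sample of its group is assumed to vary like the other groups. A fit of only the 2 groups compared was not run for overlaps, interactions, markers or gene lists, and in the embryonic experiment it is the fit itself. In each case the cause of a change was not tested.

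In embryonic endoderm, 45 genes were higher. This became 85 with no low-count filter, 191 with DESeq2, 162 with its prior, and 202 and 166 with DESeq2 without and with the prior when no low-count filter was used, and 0 to 39 with a sample left out. The 2 lower genes became 6 with DESeq2, 6 with the prior, 5 and 5 without a low-count filter, and 0 to 1 with a sample left out. The count of 0 higher genes arose in edgeR without embryo control replicate 2, where 894 genes had an unadjusted p under 0.05. The other values were 27 without control replicate 1, 36 without control replicate 3, and 22, 39 and 20 without *Setdb1* END replicates 1 to 3.

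Between undeleted ESCs, 3 genes were higher. They became 5 with a replicate block, 8 with each of DESeq2, DESeq2 with the prior and both versions without a low-count filter, 1 in a fit of only the 2 groups, and 1 to 3 with a sample left out. The 6 lower genes became 13 with DESeq2, 14 with the prior, 13 and 14 without a low-count filter and 2 with only the 2 groups.

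In *Setdb1* END XEN cells, 519 higher genes became 785 with DESeq2, 794 with the prior, 781 and 793 without a low-count filter, 255 with only the 2 groups, and 320 to 524 with a sample left out. The 226 lower genes became 551 with a replicate block, 380 with DESeq2, 379 with the prior, 371 and 369 without a low-count filter, 40 with only the 2 groups, and 94 to 283 with a sample left out. In DE cells, 464 higher genes became 1075 with the block, 878 with DESeq2, 879 with the prior, 878 and 879 without a low-count filter, and 137 to 359 with a sample left out, and 443 lower genes became 1045, 875, 882, 880, 882 and 122 to 446 in the same order.

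In *Dnmt1* ko ESCs, 9 higher genes became 26 with no low-count filter, 142 with the block, 117 with DESeq2, 119 with the prior, 116 and 118 without a low-count filter, 17 with only the 2 groups, and 0 to 2 with a sample left out (the 0 in edgeR without *Dnmt1* ko replicate 1, with 1351 at an unadjusted p under 0.05). The 14 lower genes became 40, 90, 113, 112, 113, 113, 4 and 1 to 21 in the same order.

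In *Dnmt1* ko XEN cells, 180 higher genes became 589 with the block, 464 with DESeq2, 467 with the prior, 459 and 462 without a low-count filter, 0 in an edgeR fit of only the 2 groups (2256 genes at an unadjusted p under 0.05) and 87 to 189 with a sample left out. The 455 lower genes became 1154, 827, 842, 830, 841, 1 and 147 to 597 in the same order. In DE cells, 239 higher genes became 716 with the block, 575 with DESeq2, 582 with the prior, 574 and 582 without a low-count filter, 1290 with only the 2 groups, and 19 to 79 with a sample left out. The 120 lower genes became 190 with no low-count filter, then 487, 389, 388, 390, 392, 1126 and 11 to 26 in the same order.

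Among differences between effects, XEN minus DE of the *Setdb1* lines (437 genes) became 1158 with the block, 1022 with DESeq2, 1047 with the prior, 1020 and 1048 without a low-count filter, and 225 to 591 with a sample left out. XEN minus undeleted ESCs (209) became 411, 478, 490, 477, 481 and 107 to 281. DE minus undeleted ESCs (53) became 82 with no low-count filter, then 291, 326, 339, 326, 332 and 20 to 83. XEN minus DE in *Dnmt1* ko cells (167) became 358 with no low-count filter, then 749, 607, 588, 609, 586 and 11 to 314.

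Of the overlaps between *Setdb1* END and *Dnmt1* ko cells, the 26 genes higher in XEN cells became 75 with the block, 55 with DESeq2, 55 with the prior, 54 and 53 without a low-count filter, and 12 to 39 with a sample left out. The 7 lower ones became 13 with no low-count filter, then 92, 25, 24, 23, 22 and 2 to 14. In DE cells, the 17 higher ones became 76, 45, 44, 45, 44 and 1 to 16, and the 9 lower ones 14 with no low-count filter, then 73, 47, 47, 47, 46 and 1 to 7.

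Camera with its preset correlation called the germline list where fry did not, in undeleted ESCs (0.0268, lower), *Dnmt1* ko ESCs (0.0171), *Dnmt1* ko XEN cells (0.000113) and for the difference of the *Dnmt1* ko effect between XEN and DE cells (2.53e-12, unadjusted). The log2 fold changes that took the other sign were near 0 and not called. They were those of *Foxa2* (−0.35 to 0.31), *Sox17* (−0.19 to 0.34) and *Gata6* (−0.009 to 0.206) in embryonic endoderm and of *Foxa2* in *Dnmt1* ko DE cells (−0.156 to 0.069), each over the samples left out.

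For 40 results on which statements rest, 538 values under alternatives were computed. Of these, 316 stayed as they were, 219 moved by more than the limit, 3 crossed the threshold to a call and 0 took the other sign. For 128 further results, 1575 values were computed, of which 1376 stayed, 144 lost the call, 20 gained one, 27 moved and 8 took the other sign. Among the embryonic endoderm, ESC and XEN genes named, a block for the replicate number changed no call. In the *Dnmt1* experiment it added calls of *Gata6* in XEN cells (log2 fold change 0.61, adjusted p 0.00688) and in DE cells (−1.15, 0.00201).

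Depth limits rare transcripts. With 3 counts over a group as the floor, a gene near 0.0578 CPM in embryonic control samples is not seen, so that genes absent from a control group have a lower bound of their rise and no value for it.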

Differences from the paper's values

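The paper's numbers of changed genes come from its supplementary tables, made with DESeq2 on counts of genes and repeats, and those here from edgeR on expected counts of genes. For the paper's tables of *Dnmt1* ko XEN and DE cells, the listed descriptions name the other cell type than the sheets do. Their log2 fold changes had a Pearson correlation of 0.982 with those computed here in XEN cells for Supplementary Data 8 and of 0.964 with those in DE cells for Supplementary Data 9, so both tables were used by their sheets. Below, a count came within the limits when neither it nor the paper's was more than 1.5 times the other, and a log2 fold change when it lay no further from the paper's than the standard error of the fit in question. That error differs between fits, so a value may come within although it lies further from the paper's than the main value does. A gene without counts in a group was compared by its bound in the main fit, which differs when it is over 1.5 times the paper's fold.

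In embryonic endoderm, the paper lists 166 higher and 4 lower genes, against 45 and 2 here. Of the alternatives set before the data were examined, DESeq2 (191 and 6) and DESeq2 with the fold change prior (162 and 6) came within the limits of both values, and RLE scaling, no low-count filter, the replicate block, protein-coding transcripts only and each sample left out did not. Of the paper's genes, 39 higher and 2 lower ones are among those called here, and 156 and 4 among those of DESeq2. DESeq2 with the prior and without a low-count filter, chosen after seeing the values, gave 166 higher and 5 lower genes and drops 27 of the paper's higher genes and 0 of its lower ones, and DESeq2 without a low-count filter, also chosen after seeing the values, gave 202 and 5 and drops 6 and 0.

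In *Setdb1* END XEN cells, the paper's table lists 345 lower genes, against 226 here. DESeq2 (380), DESeq2 with the prior (379) and the count without XEN control replicate 3 (283) came within, and RLE scaling, no low-count filter, the replicate block, protein-coding transcripts only, only the 2 groups compared and the other samples left out did not. Both DESeq2 versions without a low-count filter, chosen after seeing the values, gave 371 and 369, and how many of the paper's genes they drop was not counted, because the paper's table and figure differ in the number of higher genes and the lists were not compared.

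In *Setdb1* END DE cells, the paper lists 849 higher and 838 lower genes, against 464 and 443 here. The replicate block (1075 and 1045), DESeq2 (878 and 875) and DESeq2 with the prior (879 and 882) came within for both, and only the 2 groups compared (568) for the lower genes alone. RLE scaling, no low-count filter, protein-coding transcripts only and each sample left out did not. Of the paper's genes, 437 higher and 428 lower ones are called here, 804 and 802 by DESeq2 and 732 and 710 with the block. DESeq2 without a low-count filter and the same with the prior, chosen after seeing the values, gave 878 and 880 and 879 and 882, and each drops 43 of the paper's higher genes and 32 of its lower ones.

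In *Dnmt1* ko ESCs, the paper lists 107 higher and 116 lower genes, against 9 and 14 here. The replicate block (142 and 90), DESeq2 (117 and 113) and DESeq2 with the prior (119 and 112) came within, and RLE scaling, no low-count filter, protein-coding transcripts only, only the 2 groups compared and each sample left out did not. Of the paper's genes, 9 and 14 are called here, 97 and 108 by DESeq2 and 69 and 76 with the block. DESeq2 without a low-count filter and the same with the prior, chosen after seeing the values, gave 116 and 113 and 118 and 113, and each drops 11 and 8 of the paper's genes.

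In *Dnmt1* ko XEN cells, the paper lists 430 higher and 806 lower genes, against 180 and 455 here. The replicate block (589 and 1154), DESeq2 (464 and 827) and DESeq2 with the prior (467 and 842) came within for both, and no low-count filter (665) and the count without XEN J1 replicate 2 (597) for the lower genes alone. RLE scaling, protein-coding transcripts only, only the 2 groups compared and the other samples left out did not. Of the paper's genes, 156 and 442 are called here, 396 and 783 by DESeq2 and 358 and 760 with the block. DESeq2 without a low-count filter and the same with the prior, chosen after seeing the values, gave 459 and 830 and 462 and 841, and drop 39 and 20 and 38 and 16 of the paper's genes.

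In *Dnmt1* ko DE cells, the paper lists 515 higher and 414 lower genes, against 239 and 120 here. The replicate block (716 and 487), DESeq2 (575 and 389) and DESeq2 with the prior (582 and 388) came within for both, and no low-count filter (355) for the higher genes alone. RLE scaling, protein-coding transcripts only, only the 2 groups compared and each sample left out did not. Of the paper's genes, 212 and 120 are called here, 494 and 371 by DESeq2 and 452 and 339 with the block. DESeq2 without a low-count filter and the same with the prior, chosen after seeing the values, gave 574 and 390 and 582 and 392, and drop 22 and 41 and 21 and 40 of the paper's genes.

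Several log2 fold changes in embryonic endoderm differ. For *Setdb1* the paper gives −0.73, against −0.83 here. No low-count filter, DESeq2, DESeq2 with the prior and the values without embryo control replicates 1 and 2 (−0.815 and −0.84) and *Setdb1* END replicates 1 and 3 (−0.83 and −0.81) came within their wider standard errors, and RLE scaling, the replicate block, protein-coding transcripts only and the other samples left out did not. For *Nepn* the paper gives −1.18, against −1.50 here, and DESeq2 with the prior and the value without embryo control replicate 1 came within. The paper gives 2.15 for *Ddx4*, 1.77 for *Tex15*, 2.44 for *Stag3* and 2.91 for *Tuba3a*, against 3.71, 2.14, 3.23 and 7.24 here, and for each DESeq2 with the prior alone came within. For *Gabrr1*, which had no count in any control sample, the paper gives 2.2, against at least 8.46 here. For *Taf7l* the paper gives 2.98, against 7.93, for *Gm1110* 1.33, against 7.82 (1 count in control, ratio 313-fold, 55.7 to 12400), and for *Mael* 2.20, against 7.09 (3 counts in control, ratio 154-fold, 52.5 to 751). For *Gabrr1*, *Taf7l*, *Gm1110* and *Mael*, none of the alternatives set before the data were examined came within. The alternatives that did not come within for *Nepn*, *Ddx4*, *Tex15*, *Stag3* and *Tuba3a* were RLE scaling, no low-count filter, the replicate block, protein-coding transcripts only, DESeq2 and the other samples left out.

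In the other cells, the paper gives 8.46 for *Gabrr1* in *Setdb1* END XEN cells, against 10.11 here (1 count in control, ratio 1400-fold, 251 to 55400), and DESeq2 with the prior alone came within. For *Triml2* in DE cells the paper gives 4.96, against 5.36, and DESeq2 with the prior, only the 2 groups compared and the value without DE control replicate 2 came within. In *Dnmt1* ko ESCs, *Xlr5a* has 5.19 in the paper and 6.33 here, and of all alternatives only the value without ES J1 replicate 2 came within. In *Dnmt1* ko XEN cells, *Slpi* has 6.39 in the paper and 7.82 here (195 counts against 1, ratio 288-fold, 51.2 to 11400), with DESeq2 with the prior and the value without XEN J1 replicate 1 within, and *Xlr5a* 4.07 and 5.22, with none of the alternatives within. In *Dnmt1* ko DE cells the paper gives 5.98 for *Rhox13*, which had no count in J1 and was at least 6.96 higher here, 6.25 for *Slc25a31*, 6.63 for *Tex13*, 4.80 for *Taf7l* and 4.77 for *Xlr3c*, against 8.75, 8.64, 6.73 and 6.03. For these DESeq2 with the prior came within, and for *Xlr3c* also the value without DE J1 replicate 1. The alternatives set before the data were examined that are not named for a gene in this paragraph did not come within. The ratios of *Slc25a31*, *Tex13* and *Taf7l*, each with 1 count in J1, were 528-fold (94.3 to 20900), 487-fold (87 to 19300) and 130-fold (22.9 to 5170).

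The paper states that the expression of *Triml2* in XEN cells stayed the same between control and *Setdb1* END cells. Here its log2 fold change was 1.02, and the gene was called. In undeleted ESCs its log2 fold change was 1.01 and not called, and the interaction between both was 0.00. The paper's own table of XEN cells lists the gene with 1.05. The number of higher genes in XEN cells, 747 in the paper's table and 519 here, came within 1.5 times. So did the shares of variance on principal components 1 and 2, 61% and 32% in the paper and 58.5% and 36.1% here for the *Setdb1* experiment, and 56% and 36% in the paper and 55.3% and 35.4% here for the *Dnmt1* experiment.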

Other observations

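The other splits of the samples and the tests of germline genes and ESC genes in *Dnmt1* ko DE cells against ESCs were chosen only after the results were seen. The other tests in this part were chosen before.

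With 3 samples against 3 there are 10 splits, so the share is never below 10%. In each, 1 of 10 splits, the real one, gave as many genes. The highest count of another split was 0 in embryonic endoderm (edgeR, 47 genes in the real split), 2 between undeleted ESCs (9), 11 in XEN cells (745) and 0 in DE cells (907). It was 0 for control XEN (7548) and DE cells (7450) and for *Setdb1* END XEN (7774) and DE cells (8431) against ESCs. In 4 of the 10 splits all replicate pairs are parted, and the highest count of another such split was 0 in each comparison. With so few splits, this count alone cannot exclude chance for any of these comparisons.

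More genes were higher than lower in embryonic endoderm and in XEN cells. GC content and transcript length are argued against as the source. Once their trends were removed, the share of higher genes moved by −0.1 percentage points in embryonic endoderm, 5.5 in XEN cells and −2.4 in DE cells. The first 2 values come from the blocked fit, where the share went from 98.1% to 98% and from 57.2% to 62.7%, and in the DE fit it went from 50.9% to 48.5%. A difference in depth is argued against as well: with each sample thinned to 16448313 counts (embryonic) or 12180261 counts, the share moved by 0.1, 1.7 and 1.7 percentage points. An effect of *Setdb1* loss on gene repression stays open as a biological explanation, next to the line difference given above for XEN and DE cells.

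Of the 45 genes higher in *Setdb1* END embryonic endoderm, 32 (71.1%) were also called higher in XEN cells, against 1.48 by chance (one-sided Fisher's exact test, p = 6.4e-38), and 12 in DE cells, against 1.34 by chance (p = 5e-09, the same test). In the opposite direction, 0 were called in XEN cells and 1 in DE cells (edgeR). This is consistent with a response that the embryo and XEN cells share, and no test of other sources was made. Between XEN and DE cells, 60 higher genes were shared against 15.92 by chance and 30 lower ones against 6.62. Between *Dnmt1* ko XEN and DE cells, 74 higher genes were shared against 2.72 and 22 lower ones against 3.45.

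Cultures of the *Dnmt1* experiment were not sorted, and a different share of undifferentiated cells was tested with the 100 genes highest in ESCs against each cell type. In *Dnmt1* ko DE cells their median log2 fold change was 1.09 (1.086, 95% interval 0.563 to 1.565, 95 genes tested), and that of the 100 genes highest in DE cells against ESCs was −1.43 (−1.429, −1.741 to −0.963, 77 tested). A higher share of undifferentiated cells in *Dnmt1* ko DE cultures may explain part of the calls, though these genes stood at a median of 2.91% of their ESC level there and 2% in J1 DE cells (82 genes with at least 1 CPM in ESCs), and a weaker differentiation of each cell would look the same. In *Dnmt1* ko XEN cells the median was −0.73 (−1.237 to −0.356), and that of XEN genes 0.41 (0.407, 0.217 to 0.519). For XEN cells this cannot be told apart from an effect of *Dnmt1*, since a lower share of undifferentiated cells would raise the XEN genes as well.

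The germline list was higher in *Dnmt1* ko DE cells (fry, adjusted p = 0.0139 over 7 comparisons, median log2 fold change 2.46, or 2.32 with genes absent from a group at their bound, 53 of 64 members positive, 17 called). Of the 17, 9 lay above each *Dnmt1* ko ESC sample in both *Dnmt1* ko DE samples, which undifferentiated cells alone would not give. The other 8 did not, and lay at 46.5% or more of their level in *Dnmt1* ko ESCs. Undifferentiated cells are argued against for these as well, since cells at such a share would bring their other transcripts, and the ESC genes above stood at 2.91% (95% interval 2.41 to 4.88), 81 of 82 of them below 46.5%. Among single markers, *Zfp42* stood at 0.596%, *Dppa5a* at 4.88%, *Klf4* at 9.94% and *Sox2* at 15.8%, while *Nanog* (53.8%) and *Pou5f1* (52%) stayed high, as in J1 DE cells (70.3% and 51%). Cells that differentiated in part were not tested and stay open. The list was also higher in *Setdb1* END embryonic endoderm (0.00151) and XEN cells (5.06e-08), and not called in undeleted ESCs (0.34), *Setdb1* END DE cells (0.794), *Dnmt1* ko ESCs (0.623) and *Dnmt1* ko XEN cells (0.34).

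Imprinted genes were called more often than other genes in *Dnmt1* ko cells, as loss of maintenance methylation would give. In ESCs, 2 of 61 were called (3.3%, against 0.13% of other genes, one-sided Fisher's exact test, p = 0.00351), in XEN cells 12 (19.7% against 3.95%, p = 4.48e-06) and in DE cells 10 (16.4% against 2.21%, p = 1.02e-06). Adjusted over 3 tests these are 0.00351, 6.72e-06 and 3.06e-06. An effect of the loss of *Dnmt1* on imprinted genes is consistent with these values, and a line difference was not tested for them. As a list, imprinted genes were called by fry in *Dnmt1* ko XEN cells (0.0102, median −0.20), and not by camera (0.107). Fry gave 0.0634 in embryonic endoderm, 0.856 in undeleted ESCs, 0.558 in XEN cells, 0.298 in DE cells (0.0469 with a block), 0.412 in *Dnmt1* ko ESCs and 0.185 in *Dnmt1* ko DE cells.

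Interferon-stimulated genes were examined because de-repressed IAP elements might start an interferon response. Fry gave an adjusted p of 0.821 in *Setdb1* END XEN cells (median −0.13, or −0.03 at the bound), 0.821 in *Dnmt1* ko XEN cells (0.28) and 0.821 in *Dnmt1* ko DE cells (0.96, or 1.00 at the bound). No rise of the list was detected, and in each of the 3 a response cannot be told apart from its absence at this spread. The other values were 0.695 in embryonic endoderm (camera 0.00183) and 0.821 in undeleted ESCs, *Setdb1* END DE cells and *Dnmt1* ko ESCs. The list of chromatin regulators was called by fry in *Dnmt1* ko XEN cells (0.0388, median −0.10), and neither by camera (0.149) nor with a block (0.0945). Its mean there was −0.372, with 2 members called lower, so single members can weigh on this test. The deleted gene was not left out of the list for *Setdb1*, which is its 1 member called lower in embryonic endoderm. By fry, the list of chromatin regulators had 0.906 in embryonic endoderm, 0.785 in undeleted ESCs, 0.73 in XEN cells, 0.117 in DE cells, 0.785 in *Dnmt1* ko ESCs and 0.637 in *Dnmt1* ko DE cells.

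A rise of another H3K9 methyltransferase in *Setdb1* END DE cells, where the paper finds no IAP de-repression, was not called, and cannot be told apart from its absence. Of 10 such genes tested, 0 were called higher by edgeR, 0 by DESeq2 and 0 with a block, and 1 was higher and 2 lower at an unadjusted p under 0.05. The largest rise was that of *Mecom* (log2 fold change 1.31, adjusted p = 0.0294), which passed the threshold without DE *Setdb1* END replicate 1 (0.00501, in a range of 0.00501 to 0.142 over the alternatives). Its fitted rise was about as large in *Setdb1* END XEN cells, where the paper finds IAP de-repression (*Mecom*, 1.27, adjusted p = 0.0784), which speaks against a response particular to DE cells.

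Directions were also compared on the scale of TPM. Among 391 pairs of a gene and a comparison, over 58 genes, TPM gave the same direction as the test in 361. With TMM-scaled CPM it was 384, with log2(TPM + 1) 363 and with log2(TPM + 0.1) 364, and with a mean of at least 1 TPM, which leaves out pairs, 297.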
